# Targeting peroxiredoxin 2 prevents hepatocarcinogenesis in metabolic liver disease models

**DOI:** 10.1172/JCI169395

**Published:** 2025-09-11

**Authors:** Emilie Crouchet, Eugénie Schaeffer, Marine A. Oudot, Julien Moehlin, Cloé Gadenne, Frank Jühling, Hussein El Saghire, Naoto Fujiwara, Shijia Zhu, Fahmida Akter Rasha, Sarah C. Durand, Anouk Charlot, Clara Ponsolles, Romain Martin, Nicolas Brignon, Fabio Del Zompo, Laura Meiss-Heydmann, Marie Parnot, Nourdine Hamdane, Danijela Heide, Jenny Hetzer, Mathias Heikenwälder, Emanuele Felli, Patrick Pessaux, Nathalie Pochet, Joffrey Zoll, Brian Cunniff, Yujin Hoshida, Laurent Mailly, Thomas F. Baumert, Catherine Schuster

**Keywords:** Hepatology, Oncology, Carbohydrate metabolism, Preventative medicine, Therapeutics

## Abstract

Treatment options for advanced liver disease and hepatocellular carcinoma (HCC) are limited, and strategies to prevent HCC development are lacking. Aiming to discover therapeutic targets, we combined genome-wide transcriptomic analysis of liver tissues from patients with advanced liver disease and HCC and a cell-based system predicting liver disease progression and HCC risk. Computational analysis predicted peroxiredoxin 2 (*PRDX2*) as a candidate gene mediating hepatocarcinogenesis and HCC risk. Analysis of tissues from patients with HCC confirmed a perturbed expression of PRDX2 in cancer. In vivo perturbation studies in mouse models for hepatocarcinogenesis driven by metabolic dysfunction–associated steatohepatitis showed that specific *Prdx2* KO in hepatocytes improved metabolic liver functions, restored AMPK activity, and prevented HCC development by suppressing oncogenic signaling. Perturbation studies in HCC cell lines, a cell line–derived xenograft mouse model, and patient-derived HCC spheroids revealed that PRDX2 also mediates cancer initiation, cancer cell proliferation, and survival through its antioxidant activity. Targeting PRDX2 may therefore be a strategy to prevent HCC development in metabolic liver disease.

## Abstract 2

Peroxiredoxin 2 was identified as a candidate target for the prevention of liver cancer in patients with chronic liver disease induced by metabolic disorders.

## Introduction

Chronic liver disease and hepatocellular carcinoma (HCC) are major public health burdens responsible for more than 2 million deaths per year worldwide (1). HCC accounts for the majority of liver cancer and is a leading and fast rising cause of cancer-related death globally (2). The major causes of HCC are chronic hepatitis B and C, alcohol abuse, and metabolic dysfunction–associated steatohepatitis (MASH). Although viral hepatitis has been a major cause of liver disease and HCC in the past, metabolic liver disease such as MASH will be the major cause of HCC in the future due to changes in lifestyle leading to increasing obesity and type II diabetes (3).

Despite tremendous efforts, current treatment options for HCC are still unsatisfactory. Only 30%–40% of patients with HCCs are eligible for curative surgical approaches and about 70% of them experience tumor recurrence within 5 years (2). Recently approved combinations of VEGF-targeting agents with immune checkpoint inhibitors targeting programmed cell death 1 (PD-1) have changed standard of care, but overall response rates and improvement of survival remain low (4). Prevention of HCC development and recurrence and treatment of the underlying etiology in patients at risk have therefore emerged as important strategies to decrease the overall HCC burden (5). However, discovery of chemopreventive approaches has been challenging due to the complexity of the disease biology and the absence of tangible models reflecting disease progression and HCC risk.

A prognostic liver signature (PLS) comprising 186 genes (73 poor-prognosis genes and 113 good-prognosis genes) has been shown to predict clinical progression of liver disease to HCC across all the main etiologies (6–9). A reduced version of this signature comprising 32 genes has been computationally determined and validated in multiple pan-etiologic patient cohorts (8, 9) and implemented in an FDA-approved diagnostic platform for clinical use (10). Recently, we developed a simple and robust human cell culture system recapitulating the clinical PLS in an inducible and reversible manner. This system, termed cPLS for cell culture PLS, has been shown to model the cell circuits relevant for liver disease progression and HCC risk and has allowed the discovery of potentially novel targets and compounds for liver disease treatment and HCC prevention (11–14).

To identify clinically relevant targets for HCC prevention, we combined transcriptomic analysis of liver tissues from patients with fibrosis/cirrhosis and the cPLS system. By performing computational analyses, followed by validation in mouse models, cell-based systems, and patient-derived models, we identified peroxiredoxin 2 (PRDX2) as a candidate target for HCC prevention in MASH.

## Results

### PRDX2 is associated with liver disease progression and HCC risk.

To identify HCC chemoprevention targets, we applied 2 complementary strategies (Figure 1A). First, we used transcriptomic analyses of liver tissues of patient cohorts with advanced liver disease progressing to HCC. Based on regulatory gene network modeling performed in a previous study by using genome-wide transcriptome profiles of liver tissue from 523 patients with fibrosis/cirrhosis (9), gene coexpression meta-analysis followed by planar filtered network analysis (PFNA) (15) identified 31 coregulated gene modules associated with liver disease progression and HCC development (NCBI’s Gene Expression Omnibus, GEO GSE64520) (9). Key regulatory genes in each gene module were determined by key driver analysis, which prioritizes driver genes by measuring the impact on the downstream genes (9, 16) (Table 1).

Second, we applied our cPLS model system as a functional liver disease cell circuit assay to identify candidate targets involved in liver disease progression to cancer (11) (Figure 1A). DMSO-differentiated Huh7.5.1 (Huh7.5.1^dif^) cells were subjected to persistent injury to model the clinical poor-prognosis PLS. Then, we performed transcriptomic analyses (GEO GSE126831) and used the AMARETTO algorithm to infer the regulatory networks underlying the poor-prognosis PLS development (14, 17). The algorithm subsequently identified a list of candidate regulators by connecting known regulatory driver genes with coexpressed target genes (see Methods). The list was narrowed down to 30 candidates according to (a) high expression in liver tissues, (b) association with liver disease in patients, and (c) ability of the encoded protein to be targeted by drugs (Table 2).

We identified known pathways involved in liver disease progression toward HCC development, such as the TNF-α/NF-κB pathway (*RELA*, *FOS*, *CREB5*, *TNFA*) (11, 18, 19), the proto-oncogene *MYC* (20), histone modifiers (*HDAC9*) (13), the IL-6/STAT3 pathways (14), and the *PPAR* gene family (*ACSL3*, *NR1H3*, *PPAR*A) (21), confirming the validity of our approach (Tables 1 and 2). Among the candidates, we focused our interest on *PRDX2*. *PRDX2* encodes for a soluble cellular and secreted enzyme, which detoxifies H_2_O_2_ generated during oxidative stress, that could be targeted by small molecules. PRDX2 was reported to promote tumor growth in different solid cancers, including colorectal, non–small cell lung, ovarian, and breast cancers (22). However, its role in liver disease progression and HCC development is still controversial (23–27). Considering the importance of oxidative stress in liver disease progression (28), we explored the role of PRDX2 in hepatocarcinogenesis.

We first investigated *PRDX2* expression in patient cohorts. Analysis of *PRDX2* expression using publicly available data (GEO and The Cancer Genome Atlas) revealed that *PRDX2* expression was increased in tumor liver tissues compared with adjacent nontumoral tissues (Figure 1B). At the single-cell level, *PRDX2* was expressed in different cell compartments, with the highest expression level in epithelial cells, including hepatocytes and cholangiocytes in normal and fibrotic liver tissues (29, 30) (Figure 1, C–E, and Supplemental Figure 1 for detailed analysis). Figure 1E shows that *PRDX2* expression was higher in cell clusters expressing high levels of *EPCAM*, *PROM1*, and *TACSTD2*/*TROP2*, 3 markers of stem cells (29), indicating that *PRDX2* is expressed in progenitor cells and may be associated with stemness (Figure 1E).

To validate these findings at the protein level, we analyzed PRDX2 expression in HCCs and paired adjacent nontumoral tissues from our Strasbourg HCC cohorts (Figure 1F, Supplemental Figure 2, and Supplemental Table 1). We observed that PRDX2 expression was increased in tumor tissues of 6 out of 9 patients, with the highest expression in HCC cells and peritumoral cholangiocytes (Figure 1F and Supplemental Figure 2A). PRDX2 protein levels were higher in the peritumoral area where the cancer cells were exposed to abnormal extracellular matrix or immune cell infiltration, with a gradient from the periphery to the core of the tumor (Figure 1F and Supplemental Figure 2B). This heterogeneity may explain the difference observed in previous studies (23–27). Of note, PRDX2 protein expression was also increased in cancer cells compared with isolated primary human hepatocytes (PHHs) (Supplemental Figure 3).

A previous study demonstrated that the molecular pathways/functions that have been involved in the pathogenesis of liver disease and carcinogenesis can be grouped in 31 different gene modules (9). *PRDX2* was identified as a key regulatory gene in central module 8, coregulated with the tumor suppressor *HINT1* (Supplemental Figure 4), which is the only module associated with increased HCC risk independently from cirrhosis (9). Altogether, these results support a role of PRDX2 in carcinogenesis.

To further validate the role of PRDX2 in carcinogenesis, we performed a loss-of-function study in the cPLS model. Huh7.5.1^dif^ cells were injured using persistent HCV infection, a well-described inducer of the poor-prognosis PLS associated with cancer risk (11). *PRDX2* was then knocked down, and we evaluated the status of the cPLS (Figure 1, G and H, and Supplemental Tables 2). The global induction or suppression of the cPLS genes was determined by gene set enrichment analysis (GSEA) using noninfected cells as reference and by comparing *PRDX2-*KO cells to control cells (11) (Figure 1I and Supplemental Table 2). *PRDX2* KO reversed the poor-prognosis cPLS associated with HCC risk, indicating a functional role of PRDX2 in the cell circuits driving liver disease progression to cancer.

### Prdx2 is involved in metabolic liver disease progressing to cancer in vivo.

To further investigate the functional role of PRDX2 in carcinogenesis in vivo, we performed a hepatocyte-specific *Prdx2* KO in a Cas9 transgenic mouse model for hepatocarcinogenesis induced by a single dose of diethylnitrosamine (DEN) and a choline-deficient L-amino acid–defined high-fat diet (CDA-HFD) (Figure 2A) (31). To generate the KO, we applied a sgRNA validated for functional KO in a mouse cell line (Supplemental Figure 5). *Prdx2* was specifically targeted in hepatocytes by combining a Cre-dependent expression of the Cas9 endonuclease in the liver and the hepatic delivery of sgRNA to hepatocytes using an adeno-associated virus 8 (AAV8) vector (32). *Prdx2* KO was confirmed by suppression of protein expression in hepatocytes (Figure 2B). PRDX2-positive islets were most likely nontransduced cells (Figure 2B).

*Prdx2* KO improved liver weight and decreased tumor burden, tumor size, and cell proliferation, as shown at macroscopic observations and by the decreased expression of the proliferation marker minichromosome maintenance complex component 2 (MCM2) (Figure 2, C and D). Importantly, *Prdx2* KO improved liver function as shown by serum albumin, liver enzymes, and total bilirubin levels, confirming the absence of toxicity in mouse liver (Figure 2E). The safety of *PRDX2* targeting in human hepatocytes was also confirmed by the absence of toxicity in PHHs (Supplemental Figure 6). We then assessed the effect of *Prdx2* KO on liver fibrosis and steatosis. Collagen proportionate area (CPA), hydroxyproline quantification, and assessment of fibrogenic gene expression (*Acta2*, *Col1a*, *Tgfb1*, and *Timp1*) showed a minor effect of *Prdx2* KO on liver fibrosis (Figure 2, C and F). In contrast, we observed a decrease in liver steatosis (Figure 2, C and G) and LDL cholesterol levels in *Prdx2*-KO animals, supporting a functional role for *Prdx2* in lipid metabolism regulation. Finally, we assessed the expression of the other *Prdx*s family members and of thioredoxin (*Txn*) in mouse livers. TXN is involved in PRDXs protein recycling and was already described as an HCC marker (33, 34). *Prdx2* KO had no significant impact on other *Prdx*s’ expression, indicating that the effect on liver disease is not due to compensatory effect (Supplemental Figure 7). Of note, only *Prdx2* expression showed a significant increase in MASH/HCC animals. A trend was observed for *Prdx6*, which is also described to play a role in MASH and HCC development (35, 36). *Txn* expression was increased in CDA-HFD mouse livers, and a downward trend was observed for *Txn* expression in *Prdx2*-KO animals, in line with disease improvement and reduction of carcinogenesis.

Altogether, these data demonstrate that targeting PRDX2 in diseased livers improves liver steatosis and prevents HCC development, most likely independently from fibrosis.

### Prdx2 KO prevents HCC development by improving lipid metabolism and regulating procarcinogenic signaling pathways.

To decipher the mechanism of action, we performed RNA-Seq analysis of mouse liver tissues. 

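RNA was sequenced from the livers of 6 male mice that expressed Cas9 in hepatocytes under Alb-Cre. An AAV8 vector carried a control guide RNA in 3 of them (sgCtrl, mice 5.1, 7.1 and 7.2) and a guide RNA against Prdx2 in the other 3 (sgPrdx2, mice 1.1, 1.3 and 3.2). The mice were injected with the vector at 4 to 5 weeks of age, with 100 mg/kg of the liver carcinogen diethylnitrosamine (DEN) 3 weeks later, and received the CDA-HFD, a choline-deficient high-fat diet, for 6 months. Libraries were made from 500 ng of RNA per liver. The authors deposited the number of reads they counted on each of 52459 genes, without normalization, and a table of their own DESeq2 comparison. The paper's text refers to an earlier publication for the RNA-Seq analysis and does not name the aligner, the genome build or the annotation. Total counts were 37462102, 40114660 and 46753629 in sgCtrl livers 5.1, 7.1 and 7.2 (median 40114660), and 49623801, 56865293 and 40454021 in sgPrdx2 livers 1.1, 1.3 and 3.2 (median 49623801). At these depths, 3 counts, the smallest number taken as detected, stand for 0.0554 to 0.0921 normalized CPM, which covers counting error only. No pair of livers had counts within sampling noise of each other (chi-square of at least 35.3 per degree of freedom), so no library is a copy of another, and the labels give each liver its own mouse. Counts were normalized by edgeR's TMM method, with factors of 1.12 to 1.17 in sgCtrl and 0.805 to 0.951 in sgPrdx2 livers. The share of counts taken by albumin was 6.85% ± 0.21 (SD, n = 3) in sgCtrl and 10.3% ± 1.01 (SD, n = 3) in sgPrdx2 livers (two-sided exact permutation test, p = 0.1, the smallest p that 3 livers against 3 allow). In a principal component analysis, the first component held 44.9% of the variance and placed the sgCtrl livers at -39.4, -26.0 and -26.2 and the sgPrdx2 livers at 19.7, 10.9 and 61.0. No sequencing batch or date, and no cage or litter, is given for the livers. The first numbers of the mouse labels differ between the groups, and their meaning is not stated. An effect of a shared cage or litter could therefore not be tested. The test, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, covered the 17032 genes kept by edgeR's filter on low counts. TMM sets the typical gene to no change, and the median log2 fold change of all genes was -0.02. Scaling to the 6 housekeeping genes of the PLS assay placed that median at -0.38. Of these 6, the respiratory genes Atp5b, Cox8a and Ndufa2 had log2 fold changes of 0.45, 0.65 and 0.68 under TMM (adjusted p of 0.136, 0.0895 and 0.128) and were higher in each sgPrdx2 than in each sgCtrl liver. Directions given for gene sets are therefore relative to the other genes.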

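Prdx2, the gene targeted by the guide RNA, was counted 4783, 5247 and 6939 times in sgCtrl livers 5.1, 7.1 and 7.2 and 4345, 6052 and 4858 times in sgPrdx2 livers 1.1, 1.3 and 3.2. Normalized expression was 119 ± 11.6 CPM (SD, n = 3) in sgCtrl and 120 ± 26.1 CPM (SD, n = 3) in sgPrdx2 livers, a log2 fold change of 0.01 (standard error 0.18, adjusted p = 0.983 from edgeR's quasi-likelihood test). The difference was smaller than the spread between livers (exact permutation test, p = 1), and Prdx2 was at -0.38 with the housekeeping scaling, the same as the median of all genes there. The authors' deposited table gives Prdx2 an adjusted p of 0.973. Small insertions and deletions made by Cas9 need not lower the level of an RNA, so the groups of the livers could not be checked from Prdx2 RNA. Of the 1451 stretches of 50 bases in the Prdx2 transcript, 24.0% also lie in a transcript of another gene, namely the overlapping Rnaseh2a and Junb or the copies Prdx2-rs3 and Tdpx-ps1, and how the authors assigned such reads is not stated. Across all genes, 567 had an adjusted p under 0.05, 305 of them higher and 262 lower in sgPrdx2 livers. All 567 separated the 3 sgPrdx2 from the 3 sgCtrl livers without overlap, as did 5824 of the 17032 genes tested (34.2%, against 10% by chance). Of these 567 genes, 562 were also called in the same direction in the authors' deposited table, which has 2048 calls among 15329 genes with an adjusted p. The count fell to 0 in 4 of the 6 fits that left out one liver each, in which 3114 to 3993 genes still had an unadjusted p under 0.05. Among these 567 genes, the largest increases of those with a mean of at least 1 CPM were log2 fold changes of 2.78 for Hamp2, 2.57 for Gpx6, 2.54 for Inmt, 2.41 for Cyp2c54 and 2.31 for Enho, with standard errors from 0.19 to 0.51 and adjusted p from 0.0186 to 0.0491. The largest decreases chosen in this way were -2.77 for AL603630.1, -2.40 for Slfn4, -1.91 for Abcc4, -1.86 for Ugt1a7c and -1.73 for 4930430E12Rik, with standard errors from 0.32 to 0.55 and adjusted p from 0.0394 to 0.0486. The values of Ugt1a7c, Hamp2, Cyp2c54 and Slfn4 are uncertain, because 69.3%, 26.8%, 25.7% and 11.6% of the 50-base stretches of their transcripts also lie in related genes.

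**Figure D1:**
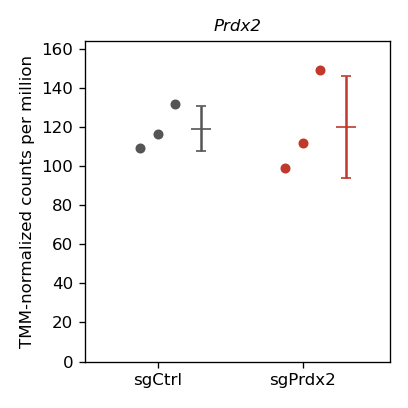
TMM-normalized CPM of Prdx2 (vertical axis, linear from 0) in the 3 sgCtrl and the 3 sgPrdx2 livers. Each dot is a liver, and the bar beside the dots gives the mean and the SD; the group means, 119 and 120 CPM, lie within the spread of either group.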

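Gene sets were tested by pre-ranked GSEA (fgsea), with genes ranked by the signed square root of edgeR's F statistic. A negative normalized enrichment score (NES) means that the genes of a set are lower in sgPrdx2 than in sgCtrl livers relative to the other genes, and its p comes from permutation of genes, adjusted over 17 panels. The HALLMARK gene lists were not used here, and panels of well-known members, written down in advance, stand for each pathway. The panel of EMT and matrix genes had an NES of -2.60 (adjusted p = 4.92e-09), with 23 of 26 genes lower and the smallest p for Cd44, Fbln2 and Postn, at log2 fold changes of -0.90, -0.85 and -0.98. TNF and NF-kB target genes had an NES of -2.21 (adjusted p = 2.15e-05), with 22 of 29 lower, among them Plaur at -1.07, Fosl1 at -1.35 and Cxcl2 at -1.08. For the inflammatory response the NES was -2.20 (adjusted p = 3.09e-05), with 19 of 22 genes lower, among them Cybb at -0.71, Msr1 at -0.82 and Ccl2 at -0.75. The interferon response had an NES of -2.33 (adjusted p = 1.74e-06), with 20 of 25 genes lower. IL-6/STAT3 signaling had an NES of -2.31 (adjusted p = 5.09e-06), with 22 of 27 genes lower, among them Hmox1 at -1.01 and Osmr at -0.70. The NES of the cell cycle and E2F target genes was -2.26 (adjusted p = 6.22e-06), with 37 of 41 lower. None of these had an adjusted p under 0.05 alone with edgeR's quasi-likelihood test. PI3K/AKT/mTOR signaling did not pass the threshold (NES -0.88, adjusted p = 0.640, 14 of 26 genes lower), and its NES was 1.19 once transcript length and GC content were corrected in each library. The median log2 fold change of every other panel named here was negative under each scaling tried. Camera, a set test that estimates the correlation among the genes of a set, moved the panels most: of the 16 with an adjusted p under 0.05, only EMT and matrix kept one. Of 719 mouse Reactome sets with 15 to 500 tested genes, 280 had an adjusted p under 0.05 by GSEA, 96 higher and 184 lower. Among them was PIP3 activates AKT signaling (NES -1.70, adjusted p = 0.00657).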

GSEA analysis (HALLMARK) showed that *Prdx2* KO suppresses epithelial-mesenchymal transition (EMT), pathways related to liver inflammation (e.g., TNF-α signaling, inflammatory response) and to carcinogenesis such as KRAS, cell cycle, MAPK/ERK, IL-6/STAT3, and to a lesser extent PI3K/AKT signaling (Figure 3A and Supplemental Table 3) (5). 

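The panel of 23 bile acid metabolism genes had an NES of 2.12 (adjusted p = 1.58e-04, permutation of genes), with 21 genes higher in sgPrdx2 livers. Its members with the smallest p were Slc27a5, at a log2 fold change of 1.49 (standard error 0.21, adjusted p = 0.0342 from edgeR's quasi-likelihood test), Amacr at 0.82 (standard error 0.14, adjusted p = 0.0392) and Baat at 0.71 (standard error 0.16, adjusted p = 0.0575). The panel of fatty acid metabolism had an NES of 2.38 (adjusted p = 1.27e-06), with 30 of 32 genes higher. Acaa2 had a log2 fold change of 0.81 (adjusted p = 0.0455), and Acaa1a had 0.68 with an adjusted p of 0.0599. The median log2 fold change of the fatty acid panel was 0.38, and -0.01 with 16 of 32 genes higher when counts were scaled to the housekeeping genes, which lowers all genes together (0.37 relative to the median of all genes, against 0.40 with TMM). Among Reactome sets, the NES was 2.37 for bile acid and bile salt metabolism (adjusted p = 2.17e-06), 2.51 for cholesterol biosynthesis (adjusted p = 1.38e-07) and 2.08 for mitochondrial fatty acid beta-oxidation (adjusted p = 8.84e-04). Fatty acid, triacylglycerol, and ketone body metabolism had an NES of 1.67 (adjusted p = 0.0107), and of -0.72 with the housekeeping scaling, which lowers all genes together.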

We also observed a general improvement of hepatic metabolism, in particular on bile acid and fatty acid metabolism (Figure 3A), in line with the decrease of liver steatosis observed in *Prdx2*-KO mice (Figure 2). 

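The PLS has 19 poor-prognosis and 13 good-prognosis genes, of which 17 and 12 mouse orthologs were tested. Fshb had 0 counts in all livers together, Serpinb2 had 7 and Ppp1r1a had 13, too few for the test. The poor-prognosis genes had an NES of -1.79 (adjusted p = 0.00996, permutation of genes, 2 sets), and 12 of 17 were lower in sgPrdx2 livers. The good-prognosis genes had an NES of 1.73 (adjusted p = 0.00996), and 8 of 12 were higher. With edgeR, Ttr was the only PLS gene with an adjusted p under 0.05, both among all genes and within the 29 tested PLS genes. Ttr had 3840 ± 586 CPM (SD, n = 3) in sgCtrl and 9820 ± 2581 CPM (SD, n = 3) in sgPrdx2 livers. Its log2 fold change was 1.35 (standard error 0.24, adjusted p = 0.0394 from edgeR's quasi-likelihood test among all genes). The poor-prognosis genes with the smallest p, Itga9, Sp100 and Nts, had log2 fold changes of -0.53, -0.72 and -1.39 and adjusted p of 0.0788, 0.0891 and 0.133. Adra2b and Acsm3, of the good-prognosis genes, had log2 fold changes of 0.72 and 0.65 and adjusted p of 0.0709 and 0.147. The authors' deposited DESeq2 table gives adjusted p of 0.0232 for Itga9, 0.0189 for Sp100, 0.00963 for Adra2b and 0.0618 for Acsm3. With counts scaled to the housekeeping genes of the assay, neither set passed the threshold: the NES was -1.51 for the poor-prognosis genes (adjusted p = 0.0579) and 1.24 for the good-prognosis genes (adjusted p = 0.210), whose median log2 fold change went from 0.36 to -0.02, but from 0.37 to 0.36 relative to all genes. Camera with estimated correlation gave both sets an adjusted p above the threshold, 0.114 and 0.111.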

In accordance with our cell-based cPLS data (Figure 1), *Prdx2* KO reversed the PLS poor-prognosis status to a good-prognosis status, supporting the hypothesis that targeting *Prdx2* in hepatocytes reduces the HCC risk (Figure 3B). HCCs are usually classified into different subclasses, including proliferative and nonproliferative HCCs (37, 38). 

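The Hoshida subclass gene lists were not used here. A panel of 23 progenitor and proliferative HCC markers had an NES of -2.20 (adjusted p = 2.65e-05, permutation of genes), with 20 markers lower in sgPrdx2 livers. Besides Cd44, its members with the smallest p were Ly6d, at a log2 fold change of -1.11 (standard error 0.21, adjusted p = 0.0415 from edgeR's quasi-likelihood test), and Golm1 at -0.70 (standard error 0.14, adjusted p = 0.0431). All 34 genes tested of a hepatocyte differentiation panel were higher in sgPrdx2 livers (NES 2.93, adjusted p = 1.21e-13). The RNA came from whole liver, so a rise per hepatocyte and a larger share of hepatocytes cannot be told apart. Of the 34 genes, 11 had an adjusted p under 0.05. Among them, Uox had a log2 fold change of 0.99 (standard error 0.16, adjusted p = 0.0373) and Cyp2e1 of 0.96 (standard error 0.18, adjusted p = 0.0409). The median log2 fold change of the hepatocyte panel was 0.98, and 0.60 with 31 of 34 genes higher under the housekeeping scaling. Ranked by log2 fold change in place of the test statistic, the progenitor panel had an NES of -1.35 and an adjusted p of 0.120.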

Interestingly, *Prdx2* KO induced a shift from HCC proliferative signatures to nonproliferative HCC signatures associated with a well-differentiated and less-aggressive phenotype (Figure 3B). In line with this finding, we observed a decrease in the stemness marker CD44 in *Prdx2*-KO mouse livers (Supplemental Figure 8).

Unbiased selection of the top upregulated pathways showed an increase in mitochondria response, oxidative phosphorylation, and TCA cycle, indicating that the decrease in lipid accumulation is mediated by the increased mitochondrial function in *Prdx2*-KO mice (Figure 3C) (39). In contrast, the most important downregulated pathways related to liver disease were associated with metabolic syndrome (40), macrophages, immune responses, and inflammation (Figure 3C). These observations were confirmed by a decrease in some key cytokines and secreted factors mediating macrophage recruitment and inflammation (e.g., CD14, CCL2, CCL5), and metabolic syndrome (IGF-BP1) (Supplemental Figure 9).

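Among all Reactome sets tested, the highest NES were those of respiratory electron transport with ATP synthesis (3.49, adjusted p = 1.67e-31), respiratory electron transport alone (3.43, adjusted p = 4.71e-28), the TCA cycle together with respiratory electron transport (3.28, adjusted p = 2.00e-29) and mitochondrial translation elongation (3.16, adjusted p = 4.99e-21), with p from permutation of genes. In the panel of nuclear-encoded oxidative phosphorylation genes, all 80 were higher in sgPrdx2 livers (NES 3.54, adjusted p = 3.06e-34), with a median log2 fold change of 0.62. Of these, 73 separated the 3 sgPrdx2 from the 3 sgCtrl livers without overlap, and 70 had an adjusted p under 0.05 when adjusted within the panel. Over all genes 1, Atp5sl, had one, at a log2 fold change of 0.63 (standard error 0.12, adjusted p = 0.0445 from edgeR's quasi-likelihood test). The next smallest p were those of Atp5g3 and Cox5a, with log2 fold changes of 0.62 and 0.63 and adjusted p of 0.0533 and 0.0652. With the housekeeping scaling 72 of the 80 genes were higher, and with transcript length and GC content corrected in each library 77 were. The panel of 22 TCA cycle genes had an NES of 2.22 (adjusted p = 3.09e-05), with 19 higher. Suclg1, Sdhd and Sdhb had the smallest p in it, with log2 fold changes of 0.61, 0.51 and 0.68 and adjusted p of 0.0694, 0.0709 and 0.0872. With the housekeeping scaling, which lowers all genes together, the TCA cycle panel had an NES of 1.1 (adjusted p = 0.404) with 8 of its 22 genes higher, while its median log2 fold change relative to all genes was 0.30, against 0.31 with TMM. From the rise of these pathways among the most upregulated ones, the paper takes the smaller lipid accumulation in Prdx2-KO mice to be mediated by increased mitochondrial function. RNA of whole liver cannot tell a rise per hepatocyte from a larger share of hepatocytes.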

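The panel of macrophage genes had an NES of -2.53 (adjusted p = 3.05e-08, permutation of genes), with 27 of 28 genes lower in sgPrdx2 livers and 5 with an adjusted p under 0.05. Gpnmb had a log2 fold change of -1.08 (standard error 0.18, adjusted p = 0.0373 from edgeR's quasi-likelihood test), Mpeg1 of -0.82 (standard error 0.14, adjusted p = 0.0394) and Cd9 of -0.77 (standard error 0.14, adjusted p = 0.0394). Lymphocyte and pan-leukocyte genes had an NES of -2.01 (adjusted p = 2.15e-04), with 21 of 25 lower. Itgb2, which encodes an integrin of leukocytes, had a log2 fold change of -1.06 (standard error 0.13, adjusted p = 0.0313), Cd53 of -0.88 (standard error 0.16, adjusted p = 0.0409) and Cd8a of -0.84 (standard error 0.18, adjusted p = 0.0486). The NES was -2.06 for the Reactome set of the innate immune system (adjusted p = 6.35e-13), -1.90 for signaling by interleukins (adjusted p = 6.30e-04), -2.34 for interferon gamma signaling (adjusted p = 1.82e-07) and -1.98 for chemokine receptors (adjusted p = 0.00204). The lowest NES of all Reactome sets were those of extracellular matrix organization (-2.72), ECM proteoglycans (-2.67), integrin cell surface interactions (-2.61) and axon guidance (-2.58). By collagen area, hydroxyproline and qRT-PCR, the paper found fibrosis little changed by Prdx2 KO. RNA of matrix sets is another measure, so the lower matrix sets do not settle the extent of fibrosis.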

AMPK, the primary sensor of cellular energy, is a gatekeeper of hepatic metabolism, bridging inflammation, oxidative stress, mitochondrial functions, and lipid metabolism (41, 42). Because AMPK function is often impaired in metabolic liver disease and liver cancer (43–45), we hypothesized that AMPK activity is impaired in DEN/CDA-HFD and that *Prdx2* KO may restore AMPK functions. Immunoblot analysis of mouse livers confirmed that activation of AMPKα (the catalytic subunit) was decreased in DEN/CDA-HFD control animals and restored in *Prdx2-*KO mice (Figure 3, D and E). Activation of AMPK in mouse livers translated into an increase in degradation of fatty acids associated with an increase in lipid export and transport, as reflected by expression of key genes involved in lipid transport, cholesterol efflux (scavenger receptor class B member 1, *Scarb1*, and the ATP binding cassette, *Abca1*), and biliary excretion of cholesterol (*Abcg8*, *Abcg5*) (46) (Figure 3F).

Regarding the carcinogenic pathways, we confirmed by Western blot analysis that the STAT3, MAPK/ERK, and AKT pathways were suppressed in *Prdx2*-KO mouse livers, with the strongest effect on STAT3 signaling (Figure 3, D and E). Of note, expression of the tumor suppressor p53 and related pathways were decreased in *Prdx2*-KO mice, which reflects an improvement of liver functions (Supplemental Figure 10).

In addition to peroxide detoxification, PRDX2 is known to have different functions such as chaperone, binding partner, and enzyme activator (47). PRDX2 functions are dictated by its conformation and redox state; PRDX2 dimers act preferentially as antioxidant enzymes, whereas decamers or high molecular weight forms (HMWs) act as chaperone (47). We therefore analyzed PRDX2 conformation in mouse and patient livers (Supplemental Figures 11 and 12). Although HMW forms were detected, the vast majority of PRDX2 protein was present as dimers, suggesting that PRDX2 antioxidant activity and regulation of redox state functions may be predominant in the liver (Supplemental Figures 11 and 12) (47).

To validate the clinical translatability of our findings, we performed perturbation studies in PHHs isolated from patient livers. As observed in animals, treatment of PHHs with free fatty acids impaired AMPK activation, which was restored by an inhibitor of PRDX2 enzymatic activity. AMPK activation resulted in decreased lipid accumulation, at the same extent as metformin, a well-described AMPK activator (Figure 4, A and B). Moreover, *PRDX2* KD or inhibition significantly suppressed STAT3 and ERK pathways (Figure 4C and Supplemental Figure 13). AKT activation was unchanged in *PRDX2*-KD PHHs (Figure 4C), indicating that the decrease in AKT pathway observed in mice is most likely due to a general improvement of liver functions.

Altogether, these results indicate that targeting PRDX2 in hepatocytes prevents HCC development in MASH by (a) improving metabolic liver disease and (b) suppressing procarcinogenic signaling pathways.

### PRDX2 KD using GalNac siRNAs prevents hepatocarcinogenesis in a preclinical mouse model of MASH/HCC.

To assess whether targeting PRDX2 in hepatocytes may be a therapeutic approach to prevent HCC in MASH, we performed a *Prdx2* KD within therapeutic windows after MASH development. To mimic a therapeutic approach, we designed a *Prdx2*-specific siRNA covalently linked to a ligand containing 3 N-acetylgalactosamine residues (GalNAc siRNAs). Efficacy of *Prdx2* GalNac siRNA was validated in a Hepa1.6 mouse cell line (Supplemental Figure 14). After 12 weeks of diet, mice were randomized into 2 groups receiving either GalNac si*Ctrl* or GalNac si*Prdx2* (Figure 5A). Animal livers were collected 1 week after the last injection. As observed for the *Prdx2-*KO model, *Prdx2* KD in hepatocytes had only a minor effect on fibrosis levels (Figure 5, B and C). Moreover, *Prdx2*-KD animals developed less and smaller tumors (Figure 5, B–D). *Prdx2* KD induced a reduction in ALP, indicating a decrease in liver and bile duct damage (Figure 5E). In contrast to the previous model, we observe neither a reduction in lipid accumulation nor an increase in AMPK activation, most likely because MASH was already robustly established after 12 weeks of diet (Figure 5, B and C, and Supplemental Figure 15A). Nevertheless, Oil Red O staining showed a reduced number of foam cells in mouse livers, suggesting improvement of lipid transport and reduction of inflammation (Supplemental Figure 15B). In line with this observation, we observed a decrease in *Ccl2*, *Il6*, and *Tnfa* expression in KD animals (Figure 5F). Although additional studies are needed, these results indicate that targeting PRDX2 in hepatocytes prevents HCC development.

### Prdx2 KO prevents tumor initiation and progression.

RNA-Seq data showed that *Prdx2* KO suppressed procarcinogenic pathways and cell cycle–related pathways (Figure 3A). 

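Among single genes of the cell cycle panel, Bub1b had a log2 fold change of -0.81 (standard error 0.20, adjusted p = 0.0668 from edgeR's quasi-likelihood test), Pcna of -0.53 (standard error 0.14, adjusted p = 0.0752) and Mcm4 of -0.72 (standard error 0.20, adjusted p = 0.0864). Each of the 3 was lower in all sgPrdx2 than in all sgCtrl livers. The authors' deposited DESeq2 table gives them adjusted p of 0.00822, 0.0257 and 0.0205. Over the alternatives tried here, their adjusted p ran from 0.00835 to 0.229. The Reactome set of the cell cycle had an NES of -1.45 (adjusted p = 0.00153, permutation of genes), with 278 of its 450 tested genes lower and a median log2 fold change of -0.10. E2F-mediated regulation of DNA replication had an NES of -1.45 and an adjusted p of 0.118. DNA replication had an NES of 0.85 (adjusted p = 0.896), which was -0.68 after correction of transcript length and GC content and -1.12 with the housekeeping scaling, which lowers all genes together. Mcm10, of the DNA replication set, was higher in sgPrdx2 livers, at a log2 fold change of 1.22 (adjusted p = 0.0313 from edgeR's quasi-likelihood test). Cdc25a, of the E2F set, was lower, at -0.82 (adjusted p = 0.0466 from the same test).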

We hypothesize that targeting PRDX2 may have an impact on tumor initiation through its antioxidant function. First, to link the antioxidant function of PRDX2 to HCC initiation, we generated a mutation in the PRDX2 catalytic site by substituting the peroxidatic cysteine residue (Cp) by a serine (C51S), resulting in peroxidase inactive mutant expression (Figure 6A) (48). Then, we rescued PRDX2 WT or C51S mutant expression in *PRDX2*-KO cancer cells (Figure 6, A and B) and assessed cancer cell phenotype by performing clonogenic and tumor spheroid assays (Figure 6, C and D). We observed a reduced number of colonies and tumor spheres in KO cells (Figure 6, C and D), indicating that *PRDX2* KO impaired tumor initiation and self-renewal properties of cancer cells. Moreover, while the rescue with WT PRDX2 restored tumor spheroid and colony formation, the peroxidase-inactive C51S mutant showed the same profile as *PRDX2*-KO cells (Figure 6, C and D), indicating that the antioxidant function of PRDX2 is involved in tumor initiation.

Second, we assessed the effect of *PRDX2* KO on tumor growth in a cell line–derived xenograft (CDX) mouse model. *PRDX2*-KO or control cells were subcutaneously injected into nonobese diabetic NRG mice (Figure 6E). *PRDX2* KO reduced tumor growth, with 3 out of 10 *PRDX2*-KO mice not showing any tumor formation (Figure 6, E–G). Analysis of the signaling pathways in the tumors showed a decrease in AKT and ERK signaling, but not of STAT3 and AMPK signaling. These results highlight that the role of PRDX2 in human hepatocytes and transformed cancer cells is different and that the direct antitumor effect is not mediated by AMPK (Figure 7, A and B). However, the impact of *PRDX2* KO on ERK activation seems to be consistent in all our models (Figures 4 and 7). Finally, *PRDX2* KO reduced the expression of the CD44 stem cell marker in tumors, supporting the role of PRDX2 in stemness and tumor initiation (Supplemental Figure 16).

Finally, we performed perturbation studies in Huh7 cancer cells. As expected, a decrease in *PRDX2* expression led to an increase in oxidative stress and ROS production (Figure 8A) associated with a reduction in cell proliferation and cell division and a reduced invasive capacity (Figure 8B and Supplemental Figures 17, A–D). As a consequence of oxidative stress, we observed impairment of mitochondrial functions (Figure 8C) and an increase in ER stress (Figure 8D) but no impact on DNA damage (Supplemental Figure 17B). Given that Huh7 cells express a mutated and nonfunctional p53 protein, these effects are most likely p53 independent (49). Furthermore, Western blot analysis and fluorescence assay showed that *PRDX2* loss of function led to an increase in activated caspase-3 levels upon oxidative stress induced by H_2_O_2_ (Figure 8, E and F), indicating that targeting PRDX2 may help to restore sensitivity to oxidative stress and programmed cell death in tumors. These results highlight, again, the different mechanisms of action that are at play in cancer cells and hepatocytes, in which depletion of *PRDX2* has no impact on cell viability (Figure 2E and Supplemental Figure 6). 

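In the mouse livers, the Reactome set of detoxification of reactive oxygen species had an NES of 1.77 (adjusted p = 0.0197, permutation of genes), with 20 of 26 genes higher in sgPrdx2 than in sgCtrl livers. Its gene with the smallest p was Ccs, the copper chaperone of superoxide dismutase, at a log2 fold change of 0.90 (standard error 0.21, adjusted p = 0.0570 from edgeR's quasi-likelihood test). The NES was -0.82 (adjusted p = 0.792) when counts were scaled to the 6 housekeeping genes of the PLS assay, which lowers all genes together. Cancer cell libraries were not analysed here.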

The difference may be due to absence of compensation by other antioxidant systems in cancer cells compared with hepatocytes (Supplemental Figure 18).

To confirm these results by pharmacological intervention, we assessed the effect of the PRDX inhibitor thiostrepton, which did not show toxicity for PHHs (Figure 4), on cancer cell viability. Thiostrepton bound to PRDX2 and impaired its enzymatic activity (Figure 9A) (50), leading to apoptosis in Huh7 cells (Figure 9B). Finally, thiostrepton induced cancer cell death in multicellular patient-derived tumor spheroids generated from authentic HCC tumors (Figure 9C), confirming that PRDX2 plays a role in apoptosis resistance in HCC.

## Discussion

In this study, we identified PRDX2 as a therapeutic target for HCC chemoprevention. By combining computational analyses and animal and cell-based models, we demonstrate that (a) PRDX2 expression is associated with HCC in patients, (b) targeting PRDX2 in hepatocytes prevents HCC development in MASH by improving lipid metabolism and regulating procarcinogenic pathways, and (c) PRDX2 is involved in tumor initiation and progression.

Previous studies have shown that *PRDX2* expression is associated with the development of different solid cancers, including colorectal cancer (51, 52), lung adenocarcinoma (53), cervical cancer (54), ovarian cancer (55), and gastric cancer (56). Overexpression of *PRDX2* may either promote cancer growth or inhibit cancer development depending on the cancer context and the different mutations cooccurring in the cancer cells, among which are the melanomas (57). However, the role of PRDX2 in HCC development was unclear. Our study demonstrated that hepatocyte PRDX2 plays a multifaceted role in HCC development by regulating oxidative stress, lipid metabolism, cell cycle, procarcinogenic pathways, and apoptosis. Our results are in line with different studies showing that KD/low expression of *PRDX2* suppresses proliferation and induces senescence in HCC (25, 26). Zhang et al. also found high levels of secreted PRDX2 in patients with HCC and suggested that secreted PRDX2 may be used as an HCC biomarker (27). However, other studies were recently published with different conclusions by showing that high expression of *PRDX2* is associated with good prognosis in patients (23, 24). The discrepancy between these studies may be explained by heterogeneity in *PRDX2* expression among patients, a differential *PRDX2* expression during disease stage, and several factors such as disease etiology, HCC grade, immune cell infiltration, and cooccurrence of mutations in patients (22). Another possibility is that, while PRDX2 may act as a procarcinogenic factor early in carcinogenesis, its expression in later stages of HCC may be decreased by intensive and persistent oxidative stress in aggressive tumors.

Although we demonstrated that PRDX2 plays a role in HCC development in MASH and in HCC progression across our models, more investigations are needed to make conclusions about the driver role of PRDX2 in HCC. Alteration of *PRDX2* expression in liver disease and HCC may be a bystander effect due to progressive increase in oxidative stress that exacerbates cell damage and transformation. In addition, the potential mutations in the *PRDX2* gene in HCC are not documented (58).

Our study also indicates that the role of PRDX2 in hepatocytes and cancer cells is different. In mouse livers, we observed that *Prdx2* KO improves mitochondrial function and lipid metabolism through an AMPK-dependent mechanism. AMPK can be activated by different stimuli, including nutrient deprivation and exposure to hydrogen peroxide (59). Our mechanistic data suggest that targeting PRDX2 in hepatocytes restores AMPK function by increasing the level of peroxides, as it was demonstrated for other pathologies (60). In contrast, *PRDX2* KO in cancer cells induces mitochondrial and ER stress, leading to reduced cell proliferation and an increase in apoptosis upon oxidative stress in an AMPK-independent manner. The difference may be due to a different balance of antioxidant/oxidant in the two cell types. The effect of antioxidants in MASH is highly dependent on the disease stage. At the beginning of metabolic dysfunction–associated steatotic liver disease (MASLD) development, antioxidants are protective. However, in advanced stages, antioxidants generally exacerbate the damage and promote disease development. Finally, antioxidant supplements promote tumor formation and growth by reducing intracellular ROS (61, 62).

Our study reveals that targeting PRDX2 in hepatocytes may be a candidate strategy for HCC prevention. Although previous studies have shown that *Prdx2* homozygous null mice have anemia and enlarged spleens, due to the major antioxidant role of PRDX2 in erythrocytes, no liver or kidney toxicity was reported (63). In line with these observations, *Prdx2* KO and KD in vivo did not result in major detectable liver toxicity, indicating that targeting PRDX2 in patients may be well tolerated.

Our findings demonstrate that the role of PRDX2 in HCC is independent from fibrosis. Since 38% of HCCs develop in nonfibrotic liver in patients with metabolic dysfunction–associated fatty liver disease (MAFLD) (3), this finding may open perspectives for the development of HCC chemopreventive strategies. Our conclusion is supported by a chemopreventive effect observed in mice treated with GalNac siRNA targeting *Prdx2* expression. However, more investigations will be needed to adjust GalNac siRNA treatment (timing, number of injections per week, doses) for therapeutic use and its translation into patients in future studies. With the global epidemic of obesity, MAFLD/MASH-induced HCC is sharply increasing as a high-risk condition for HCC. Besides ongoing efforts to reduce obesity and metabolic disorders, HCC chemoprevention in at-risk patients may have a significant impact on the poor HCC prognosis (64).

## Methods

For reagents, primers, antibodies, and other resources, see Supplemental Table 4 and Supplemental Methods.

### Sex as a biological variable

Human liver samples from both females and males were involved in this research. Sex was not considered as a biological variable for human samples. To study liver disease and HCC development in vivo, we exclusively examined male mice because they developed more severe liver fibrosis compared with female mice. Moreover, liver cancer is more prevalent in men. It is unknown whether the findings are relevant for female mice. For the CDX immunocompromised model, both sexes were used.

### Study participants

RNA-Seq data from patients were obtained from publicly available datasets. The following public databases were used in the study: HBV-related liver cancer patient cohort (GEO GSE14520) (65), HCV-related liver cancer patient cohort (GEO GSE20140) (66), and The Cancer Genome Atlas (67) patient cohort. Representative liver sections from patients with HCC stained with PRDX2 antibodies and PHHs were obtained from patients undergoing liver resection with informed consent from all patients for deidentified use at the Institute for Translational Medicine and Liver Disease (ITM) Strasbourg, France (DC-2016-2616 and RIPH2 LivMod IDRCB 2019-A00738-49, ClinicalTrials.gov NCT04690972). The protocols were approved by the local Ethics Committee of the University of Strasbourg Hospitals. All material was collected during a medical procedure strictly performed within the medical treatment of the patient. Informed consent is provided according to the Declaration of Helsinki. Detailed patient information and informed consent procedures are implemented by the Strasbourg University Hospital Biological Resources Center (HUS CRB).

### Research experiments on live vertebrates

C57BL/6J mice were purchased from Charles River Laboratories. NRG (NOD.Cg-*Rag1^tm1Mom^Il2rg^tm1Wjl^*/SzJ), Alb-Cre (B6.Cg-*Speer6-ps1^Tg(Alb-cre)21Mgn^*/J), and Cas9 (B6J.129(B6N)-*Gt*(ROSA)26*Sor*^tm1(CAG-cas9*,-EGFP)Fezh/^J) mice were purchased from The Jackson Laboratory.

#### MASH-HCC mouse model.

Alb-Cre and Cas9 mice were crossed to generate the Alb-Cre/Cas9 F1 generation. Only male mice from the F1 generation were used in subsequent experiments. AAV8-sgCtrl and AAV8-sg*Prdx2*-3 (1 × 10^11^ genome equivalent per mouse) were delivered through intravenous injection in 4- to 5-week-old Alb-Cre/Cas9 mice. 

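The guide RNA sgPrdx2-3, CAACGCGCAAATCGGAAAGT, matches the plus strand of GRCm38 chromosome 8 from 84970253 to 84970272, followed by the PAM CGG at 84970273 to 84970275. The site lies in exon 2 of the 6 exons of Prdx2 (chromosome 8, 84969587 to 84974834, plus strand), in the coding sequence, over codons 4 to 11 of 198. Cas9 is expected to break the DNA after position 84970269, which is coding base 28. The coding sequence from its start codon to beyond the site reads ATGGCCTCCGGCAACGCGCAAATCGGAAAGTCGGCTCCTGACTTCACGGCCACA. The coding sequence has 0 further in-frame ATG codons after its start codon. No other annotated transcript of the mouse genome contains the guide's sequence. Prdx2 overlaps the minus-strand gene Rnaseh2a (84956610 to 84969767) by 181 bp and the minus-strand gene Junb (84974484 to 84978718) by 351 bp.

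**Figure D2:**
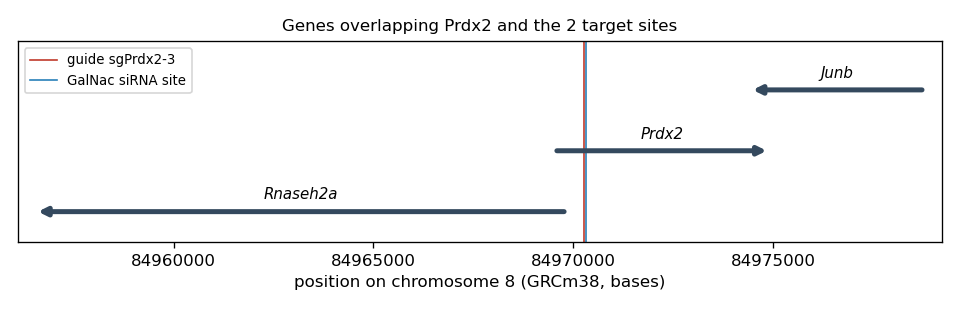
Map of Prdx2 and the 2 genes that overlap it on chromosome 8 (horizontal axis, GRCm38 position in bases), with arrows in the direction of transcription. Vertical lines mark the starts of the guide's site (84970253) and of the GalNac siRNA site (84970321), both in exon 2 of Prdx2.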

Three weeks later, mice were intraperitoneally injected with 100 mg/kg DEN, and after 1 week they were fed a CDA-HFD (Research Diets, A06071302) for 6 months. At the time of euthanization, animals were anesthetized, weighed, and a terminal blood collection was performed by cardiac puncture. The plasma fraction was kept at –80°C until further analyses. Livers were weighed, fixed in formalin or mounted in optimal cutting temperature (OCT) compound, and kept at –80°C until further analyses.

#### Prdx2 KD using GalNAc technology.

The following siRNA sequences were designed to target mouse *Prdx2* or used as nontargeting siRNA (control): GalNac *Prdx2*: 5′-AAAUCAAGCUUUCGGACUATT-3′; siRNA CTRL: 5′-UGGUUUACAUGUCGACUAATT-3′. siRNAs were then coupled to GalNac group (MicroSynth) and 3′-overhang dTdT groups for hepatocyte in vivo delivery. 

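The GalNac Prdx2 siRNA corresponds to the sequence AAATCAAGCTTTCGGACTA of the Prdx2 transcript, without the 3′ overhang. This site lies on GRCm38 chromosome 8 from 84970321 to 84970339, on the plus strand, in the coding part of exon 2, over codons 27 to 33. Of the other annotated mouse genes, 0 have a transcript with this sequence on either strand.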

To validate the efficacy of GalNac siRNA, Hepa 1.6 mouse cells were transfected with 12 pmol of regular siRNAs or GalNac siRNAs by using lipofectamine RNAi Max (Invitrogen, 13778-150) following the manufacturer’s instructions. KD was validated by qRT-PCR (see Supplemental Figure 14). Eight-week-old C57BL/6J mice were injected with 100 mg/kg DEN, and after 1 week they were fed with CDA-HFD (Research Diets, A06071302) for 12 weeks. Then, they were intraperitoneally injected weekly with 3 mg/kg of GalNac siRNAs for 12 weeks. At the time of euthanization, animals were anesthetized, weighed, and a terminal blood collection was performed by cardiac puncture. The plasma fraction was kept at –80°C until further analyses. Livers were weighed, fixed in formalin or mounted in OCT compound, and kept at –80°C until further analyses.

#### CDX mouse model.

Six- to eight-week-old NRG mice were subcutaneously transplanted with 5 × 10^6^ of either Huh7.5.1_Cas9-sg*CTRL* or Huh7.5.1_Cas9-sg*PRDX2* cells and monitored weekly for tumor growth for 5 weeks (males and females). Tumor volume was determined by caliper measurement and calculated using the formula (L × W^2^) × 0.5, where L and W represent length and width of the tumors, respectively.

### Candidate HCC chemopreventive target prediction in human tissues

The candidate targets for HCC chemoprevention were predicted as described previously (9). Functionally coregulated gene modules in human fibrotic/cirrhotic liver tissues were determined in genome-wide transcriptome profiles of 523 patients with cirrhosis from 3 independent patient cohorts reported in previous studies (cohort 1: 82 Japanese patients with HCCs with mixed etiologies [GSE10140], cohort 2: 225 European and US patients with HCCs with mixed etiologies [GSE10142], and cohort 3: 216 European patients with early-stage HCV-related cirrhosis [GSE15654]) (9). Gene coexpression was first determined in each dataset by using random permutation-based correlation testing, and resulting nominal *P* values were synthesized using Fisher’s inverse χ^2^ statistic (ICS). The significance of Fisher’s ICS was evaluated based on its null distribution generated by iterative random resampling of the nominal *P* values from the correlation test (*n* = 10,000) and adjusted by Benjamini-Hochberg FDR. Subsequently, using gene-gene pairs with significant connection (FDR < 0.05), cirrhosis regulatory gene modules were determined by using the PFNA algorithm (9), which identifies tightly coregulated multiscale gene subnetworks that fulfill the biological scale-free property. Functional annotation of each PFNA gene module was performed by a hypergeometric test using a comprehensive collection of 10,295 annotated gene sets in the Molecular Signature Database (68). Key regulatory genes in each gene module were determined by key driver analysis (16), which prioritizes driver genes by measuring the impact on the downstream genes such that the downstream genes were defined by *n*-layer neighborhood in a coexpression network with optimal n that maximizes the enrichment statistic. The raw data can be found in the NCBI GEO (GSE64520).

### Candidate HCC chemopreventive target prediction in the cPLS system

The candidate targets for HCC chemoprevention in the cPLS system were predicted as described (14). To infer the regulatory networks underlying the PLS induction, 21,950 genes from the RNA-Seq time course data were analyzed (GSE126831) using the AMARETTO algorithm (69). First, AMARETTO starts by selecting the top 50% most varying genes across the samples in an unsupervised manner. A predefined list of candidate regulators was included in the analysis. The AMARETTO algorithm subsequently identified regulators as those putatively controlling the target genes in 150 modules of coexpressed target genes genome-wide using regularized regression. These modules were assessed for their enrichments in known functional categories from the Molecular Signatures Database Hallmark and C2CP Collections (68, 70). AMARETTO’s source code in R is available from GitHub (https://github.com/gevaertlab/AMARETTO). The algorithm subsequently identified a list of candidate regulators by connecting known regulatory driver genes with coexpressed target genes. The list was narrowed down to 30 candidates according to (a) high expression in liver tissues, (b) association with liver disease in patients, and (c) ability of the encoded protein to be targeted by drugs.

### Generation of PRDX2 WT and mutant C51S for rescue experiments

The human *PRDX2* sequence carrying 6 silent mutations in the sgRNA *PRDX2* target sequence and mutation in the codon for cysteine C51 for substitution to S51 (TGC > AGC) were purchased from IDT DNA (see Supplemental Methods for the complete sequences). DNA was amplified by PCR using Platinum Taq DNA Polymerase, High Fidelity (Invitrogen) following the manufacturer’s instructions and the primer sequences 5′-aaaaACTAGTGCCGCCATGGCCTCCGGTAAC-3′ and 5′-aaaaGTTTAAACTTACTAATTGTGTTTGGA-3′. Amplified DNA fragment was cloned in pLenti-puro plasmid (Addgene, 39481) (71) for reexpression of the WT PRDX2 resistant to sgRNA *PRDX2* or the C51S mutant resistant to sgRNA *PRDX2* in Huh7.5.1 cancer cell KO for *PRDX2* using lentiviral vectors (see Supplemental Methods).

### Clonogenic and tumor spheroid assays

A total of 5,000 cells per well in a 6-well plate format were seeded in complete DMEM supplemented with 1× B-27 Supplement (Gibco) and FGF and EGF (20 ng/mL each; PeproTech) in regular plates for clonogenic assay or low attachment plates for tumor spheroid assay (Corning). After 10 days, colonies were stained using crystal violet, and the number of colonies was assessed using Celigo Image Cytometer (Nexcelcom Biosciences). The number of tumor spheres was assessed an average of 20 days after seeding.

### Patient-derived tumor spheroids

Patient-derived tumor spheroids were generated from patient HCC liver tissues undergoing surgical resection as described in Crouchet et al. (72). Briefly, HCC tissues were dissociated using a Human Tumor Dissociation kit (Miltenyi Biotec), following the manufacturer’s instructions. Total cell populations, including epithelial (i.e., cancer cells/hepatocytes) and non-parenchymal cells, were used to generate multicellular tumor spheroids in a Corning 96-well black/clear bottom low flange ultra-low-attachment microplate in complete Mammocult medium supplemented with 20% of patient autologous serum. After tumor spheroid formation, HCC-derived spheroids were treated with 5 μM thiostrepton or DMSO vehicle control for 3 days. Cell viability was assessed using CellTiter-Glo (Luminescent Cell Viability assay), according to the manufacturer’s instructions.

### Statistics

For in vivo experiments, the sample size estimate was based on a *P* value of 0.01 at 90% power assuming a 50% difference in means in tumor burden with 33% standard deviation between control and drug-treated animals. In vitro and in vivo data are presented with mean ± SD. Two-tailed Student’s *t* test, 2-tailed Mann-Whitney *U* test, ordinary 1-way ANOVA test followed by Tukey’s multiple-comparison test, or Kruskal-Wallis test followed by Dunn’s multiple-comparison test were performed after sample distribution was determined with the Shapiro-Wilk normality test. All in vitro experiments were performed at least in triplicate and repeated 3 times, except for PHH (2 times) and HCC tissues (*n* = 1, repeated for several patients) due to the rarity of the samples. In vivo and in vitro experiments were considered significant at *P* less than 0.05. Statistical analyses were performed with GraphPad Prism 10.4.1 software.

### Study approval

Mice breeding and experiments were carried out at the INSERM UMR_S1110 animal facility Animal Experimentation Platform Infection and Cancer (approval F-67-482-7). The experiments are compliant with the relevant ethical regulations regarding animal research and were reviewed and approved by the local ethical committee and authorized by the French Ministry of Research and Higher Education (authorization APAFIS 29390-2021012912304998_v3, 27709-2020101514256404_v4, and 43242-2023050317311826_v2). Patient samples were obtained from patients undergoing liver resection for deidentified use at the Institute for Translational Medicine and Liver Disease (ITM), Strasbourg, France (DC-2016-2616 and RIPH2 LivMod IDRCB 2019-A00738-49, ClinicalTrials.gov NCT04690972). Written informed consent was provided according to the Declaration of Helsinki. The patients maintain the right to withdraw their consent at any time and to request the destruction of their biological material, which is strictly respected. While there was clinical descriptive data available, the identity of the patients was protected by internal coding. The protocols were approved by the local Ethics Committee of the University of Strasbourg Hospitals.

### Data availability

The authors declare that the data supporting the findings of this study are available within this article, its supplemental information, and the Supporting Data Values file. RNA-Seq data were deposited in the NCBI’s GEO database with the accession number GSE199320. GSEA of the RNA-Seq data are available in Supplemental Table 3. Further information and requests for resources and reagents should be directed to Catherine Schuster () and Emilie Crouchet (). The illustrations presented in Figure 1A, Figure 2A, Figure 5A, Figure 6E, Figure 9C, and the graphical abstract were generated using BioRender (https://BioRender.com/9vjy72c).

## Author contributions

EC, CS, and TFB initiated and coordinated the study. EC, ES, LM, MH, JZ, YH, TFB, and CS designed experiments and analyzed the data. EC, ES, MAO, CG, SCD, AC, CP, RM, NB, LMH, MP, DH, JH, and LM performed experiments and/or analyzed data. JM, FJ, HES, NF, SZ, and FAR performed bioinformatic analyses. NP and YH performed and supervised the computational analyses. LM supervised animal experiments. NH participated in implementation of the CRISPR technology. EF and PP provided patient liver tissues. BC provided PRDX2 inhibitor and shared the procedure for determination of PRDX2 conformation. FDZ performed pathology analyses. EC, ES, LM, CS, and TFB wrote the manuscript.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- This work was supported by the European Union (ERC-AdG-2020-FIBCAN 101021417 to TFB and YH, EU H2020-667273-HEPCAR to TFB and MH; Agence nationale de recherches sur le sida et les hépatites virales, Paris 2013/108 and ECTZ103701 to TFB); ARC Foundation Paris and IHU Strasbourg (TheraHCC2.0 IHUARC2019 to TFB); NIH (CA233794, CA255621, CA282178, CA288375, and CA283935 to YH; CA209940, R21CA209940, and R03AI131066 to NP and TFB); the Foundation of the University of Strasbourg (to TFB); Cancer Prevention and Research Institute of Texas (RR180016 and RP200554 to YH); the Alsace Cancer Foundation (to EC, TFB, and CS); and the Institut Universitaire de France (to TFB).
- NF is supported by JSPS KAKENHI grant 24K11130 and Agency for Medical Research and Development under grants 25fk0210177 and 25fk0310537.
- MH is supported by an European Research Council Consolidator Grant (HepatoMetaboPath) and Excellence of Science grant and by the Deutsche Forschungsgemeinschaft (DFG, German Research Foundation) project ID 272983813–TRR 179 and project ID 314905040 SFB TR209.
- This work has been published under the framework of the LABEX ANR-10-LABX-0028_HEPSYS and INSERM Plan Cancer and benefits from funding from the French state funds managed within the “Plan Investissements d’Avenir” and by the Agence nationale de la recherche (ANR) (references ANR-10-IAHU-02 and ANR-10-LABX-0028), along with French state funds managed by the ANR within the France 2030 program (reference ANR-21-RHUS-0001 DELIVER).
- The Animal Experimentation Platform Infection and Cancer was supported by University of Strasbourg IdEX 2024 Dispositifs plateformes (RDGGPJ2403M).
- This work of the Interdisciplinary Thematic Institute IMCBio, as part of the ITI 2021-2028 program of the University of Strasbourg, CNRS, and INSERM, was supported by IdEx Unistra (ANR-10-IDEX-0002) and by SFRI-STRAT’US project (ANR 20-SFRI-0012) and EUR IMCBio (ANR-17-EURE-0023) under the framework of the French Investments for the Future Program.
- Lukas Baumert participated in the early stage of the project during his internship as a student of the Rotteck-Gymnasium Freiburg and the “Jugend Forscht” program.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 3

Supporting data values

## Figures and Tables

**Figure 1:**
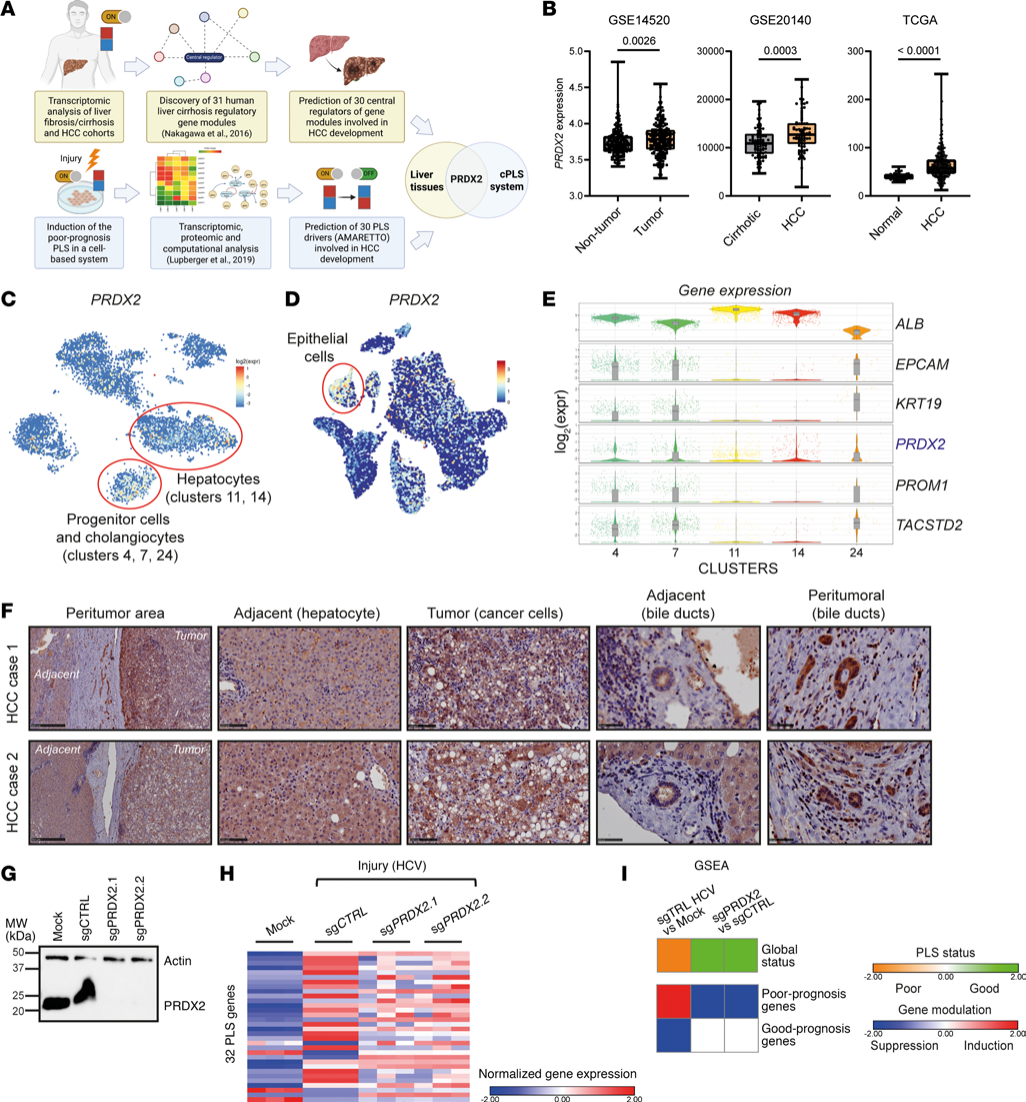
PRDX2 expression is associated with HCC in patients. (**A**) Identification of HCC chemoprevention candidate targets using genome-wide transcriptomic analyses of patient liver tissues and the cPLS system. (**B**) Analysis of *PRDX2* expression in liver tissues of clinical cohorts at transcriptomic level (GSE14520: nontumor *n* = 220; tumor *n* = 225. GSE20140, cirrhotic *n* = 82; HCC *n* = 80. The Cancer Genome Atlas, TCGA: normal *n* = 49; HCC *n* = 358). Exact *P* values are indicated on the graphs; Mann-Whitney *U* test. (**C** and **D**) Expression *t-*SNE map of *PRDX2* from single-cell transcriptomes of patient liver tissues (**C**, 9 nondiseased human livers; **D**, 5 nondiseased and 5 cirrhotic human livers). Cells sharing similar transcriptome profiles are grouped by clusters, and each dot represents 1 cell. The color bar indicates log_2_ normalized expression. Red circles indicate the epithelial cell compartments. Data extracted from **C** (29) and **D** (30). (**E**) Violin plots showing *PRDX2* expression in the epithelial cell compartments (clusters 4, 7, 11, 14, and 27). *ALB* = mature hepatocytes; *EPCAM*, *KRT19*, *PROM1,* and *TACSTD2* = markers of progenitor cells. (**F**) PRDX2 protein expression in HCC tumor tissues. Representative IHC images showing PRDX2 expression in hepatocytes and cholangiocytes in adjacent nontumoral tissue and HCC tumoral tissues (see Supplemental Figure 2 and Supplemental Table 1). Scale bars: 500 μm for peritumor area, 100 μm for adjacent and tumor and 50 μm for bile ducts. (**G**) Generation of Huh7.5.1 cells KO for *PRDX2*. *PRDX2* KO was assessed by Western blot analysis. (**H** and **I**) KO of *PRDX2* in the cPLS system reverses the poor-prognosis PLS induced by persistent HCV infection. (**H**) Detailed PLS gene expression profiles (32-gene signature) are shown. Heatmaps show the mean expression of the genes normalized to housekeeping genes (*z* scores of log_2_ normalized data). (**I**) Simplified heatmaps showing the PLS global status (top) and the global variation of the PLS poor- and good-prognosis genes (bottom), calculated using gene set enrichment analysis (GSEA).

**Figure 2:**
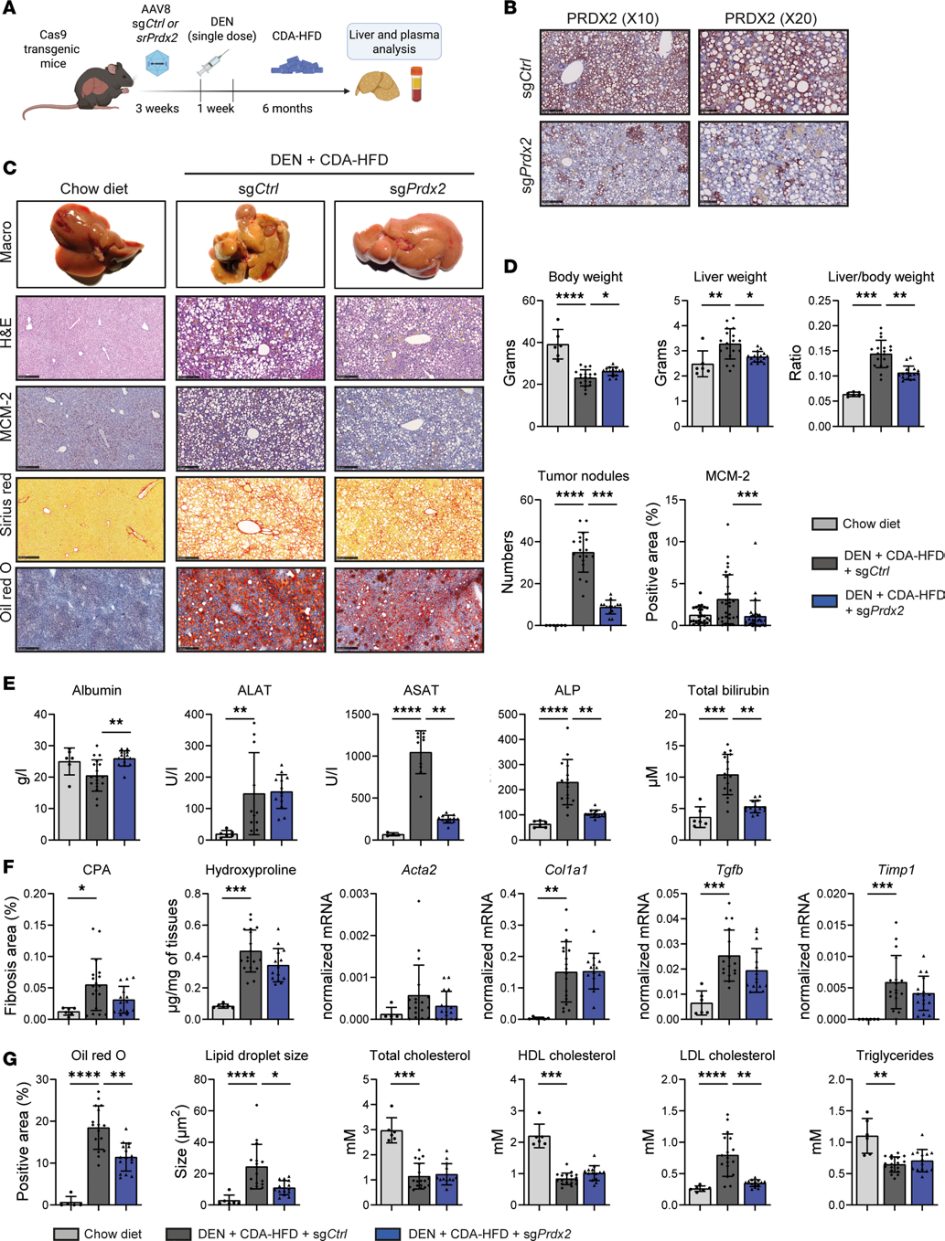
*Prdx2* KO improves liver steatosis and prevents HCC development in a MASH/HCC mouse model. (**A**) AlbCre-Cas9 mice were injected with AAV8 vectors coding for a control or a *Prdx2*-specific sgRNA. Liver disease was induced by single-dose DEN injection and CDA-HFD (chow diet *n* = 6, sg*Ctrl* *n* = 18, sg*Prdx2* *n* = 16). (**B**) IHC analysis of PRDX2 expression in mouse liver tissues validating *Prdx2* KO in hepatocytes. Positive islets in KO animals correspond to nontransduced areas. Scale bars: 250 μm (×10) and 100 μm (×20). (**C** and **D**) *Prdx2* KO prevents HCC development in vivo. (**C**) Representative morphometric analysis, H&E coloration, and IHC analyses of mouse livers. Scale bar: 250 μm. (**D**) Body weight, liver weight and liver-to-body weight ratios, the number of surface tumor nodules, and quantification of the MCM-2 cell proliferation marker are reported. (**E**) *Prdx2* KO improves liver function. Analysis of liver function by measurement of albumin, aspartate, and alanine aminotransferases (ASAT, ALAT), alkaline phosphatase (ALP), and total bilirubin. (**F**) *Prdx2* KO does not modulate liver fibrosis. Fibrosis levels were evaluated through quantification of collagen proportionate area (CPA) of Sirius red staining performed in **C**, hydroxyproline quantification, and by fibrotic gene expression (qRT-PCRs). (**G**) *Prdx2* KO improves liver steatosis. Lipid accumulation and lipid droplet size were evaluated through quantification of Oil Red O staining performed in **C**. Serum lipid profile analysis of cholesterol (total, HDL, and LDL) and triglycerides are shown. The graphs show mean ± SD, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (Kruskal-Wallis test followed by Dunn’s multiple-comparison test).

**Figure 3:**
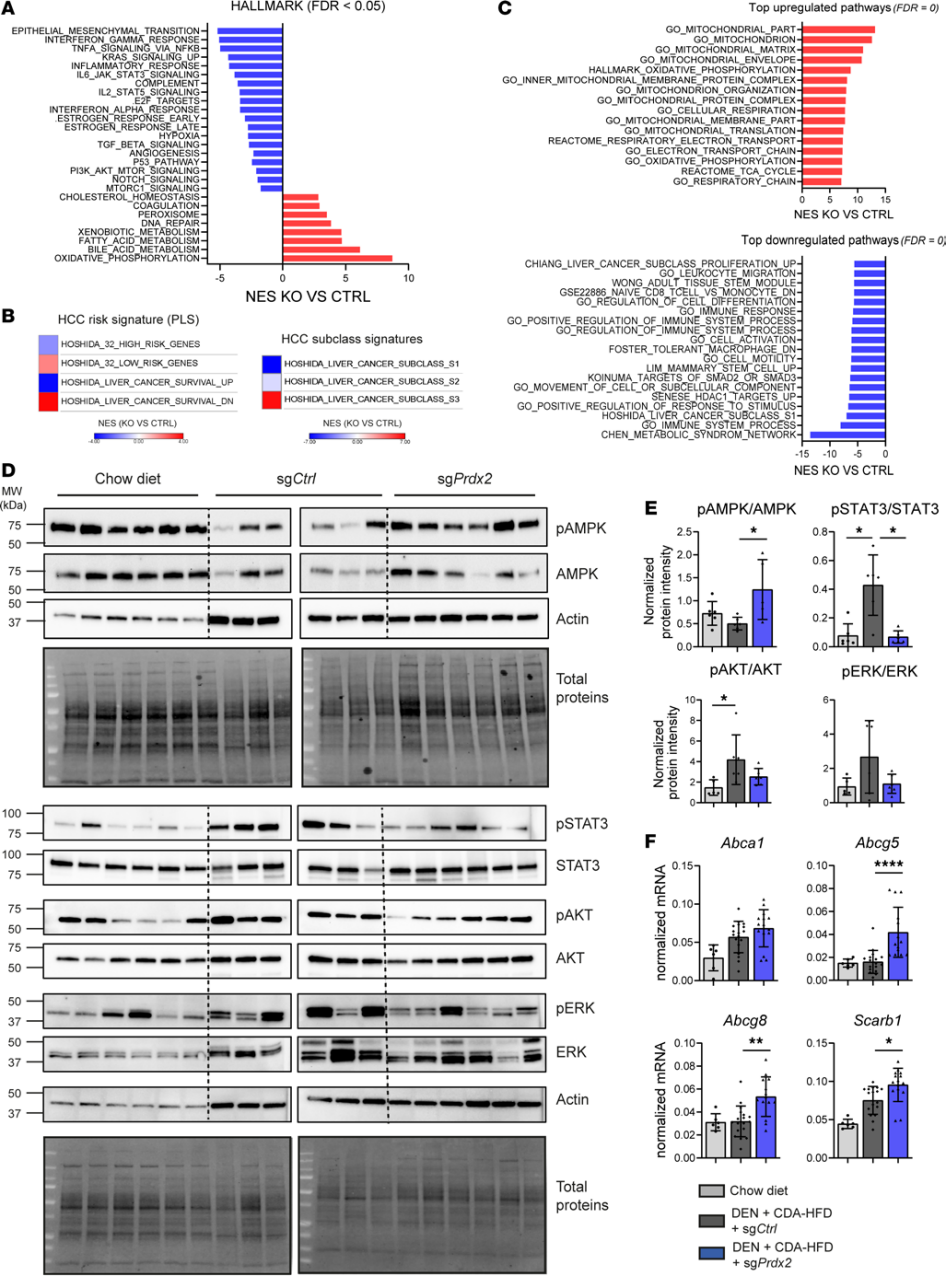
PRDX2 is involved in HCC development by improving lipid metabolism and transport and regulating procarcinogenic signaling pathways. (**A**) RNA-Seq analysis of mouse liver tissues. Graph shows enrichment of HALLMARK gene sets relevant for liver disease expressed as normalized enrichment score (NES) obtained from GSEA (*Prdx2* KO vs. control mice). *n* = 3 per group. FDR < 0.05. (**B**) *Prdx2* KO reverses poor-prognosis PLS and modulates HCC subclass signature in MASH/HCC mouse model. Left panel: heatmaps show modulation of 32-gene PLS (HOSHIDA_32) and 186-gene PLS (HOSHIDA_LIVER_CANCER) (7). Right panel: Heatmap shows modulation of the liver cancer subclass gene sets (37). (**C**) Top upregulated and downregulated pathways enriched in *Prdx2*-KO mice. Graphs show unbiased selection of top enriched gene sets relevant for liver disease. FDR = 0. (**D**) *Prdx2* KO restores AMPK activity in mouse livers. Western blot analysis of pAMPK subunit α (T172) and total AMPKα. Graph shows protein quantification as mean ± SD of normalized protein intensity (normalization to total proteins), *P < 0.05 (Kruskal-Wallis test, followed by Dunn’s multiple-comparison test). *n* = 6 per group. (**E**) *Prdx2* KO improves lipid transport. Expression of genes involved in lipid and bile acid transport measured by qRT-PCR. Graphs show mean ± SD of normalized mRNA (to *Gapdh*), *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (Kruskal-Wallis test followed by Dunn’s multiple-comparison test). *Scarb1*, scavenger receptor class B type 1*; Abca1,* *Abcg5*, *Abcg8*, ATP binding cassette subfamily A member 1 and subfamily G members 5 and 8. (**F**) *Prdx2* KO suppresses procarcinogenic pathways in mouse livers. Western blot analysis of p-STAT3 (Y705) and total STAT3, p-Akt (S473) and total Akt, p-Erk1 (T202/Y204)/Erk2 (T185/Y187), and total Erk1/2 in mouse livers. Graph shows protein quantification as mean ± SD of normalized protein intensity (normalization to total proteins), *P < 0.05 (Kruskal-Wallis test, followed by Dunn’s multiple-comparison test). *n* = 6 per group.

**Figure 4:**
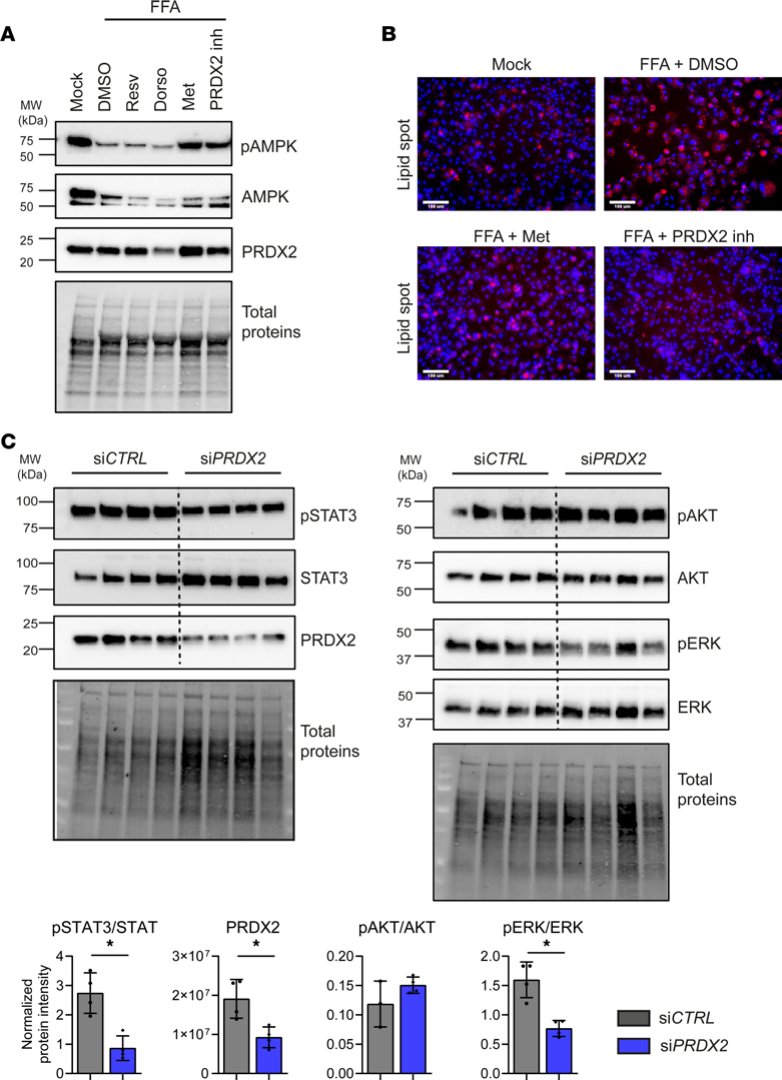
Targeting PRDX2 improves lipid metabolism and suppresses procarcinogenic signaling pathways in primary human hepatocytes. (**A** and **B**) PRDX2 inhibitor restores AMPK activity and decreases lipid accumulation in free fatty acid–treated primary human hepatocytes (PHHs). (**A**) Western blot analysis of p-AMPKα (T172), total AMPKα, and PRDX2 in treated PHHs. (**B**) Representative images of lipid accumulation in treated PHHs. Neutral lipids are shown in red. Nuclei were counterstained in blue (DAPI). Scale bar: 100 μm. One representative experiment out of 2 is shown. (**C**) *Prdx2* KD suppress procarcinogenic pathways in PHHs. Western blot analysis of p-STAT3 (Y705) and total STAT3, p-Akt (S473) and total Akt, p-Erk1 (T202/Y204)/Erk2 (T185/Y187), and total Erk1/2 and PRDX2 in PHHs. The graph shows protein quantification as mean ± SD of normalized protein intensity (normalization to total proteins), *P < 0.05 (Mann-Whitney *U* test). One representative experiment out of 2 performed in quadruplicate is shown.

**Figure 5:**
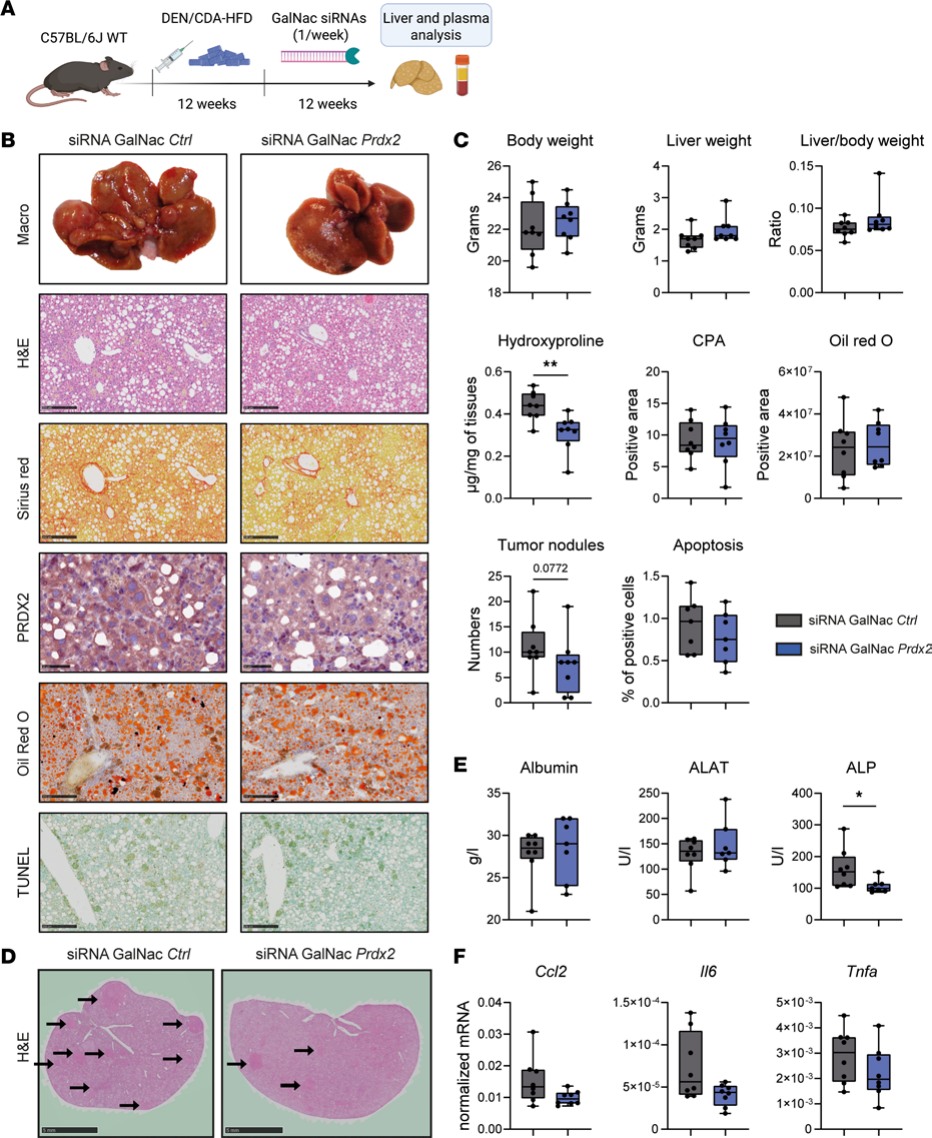
*Prdx2* KD in hepatocytes prevents HCC development in a preclinical mouse model for MASH/HCC. (**A**) C57BL/6 WT mice were injected with DEN (single dose) and fed with CDA-HFD for 12 weeks before injection of GalNac siRNAs targeting *Prdx2* expression or nontargeting control (weekly injection for 12 weeks). *n* = 8 for each group. (**B** and **C**) *Prdx2* KO prevents HCC development in vivo. (**B**) Representative morphometric analysis, H&E, Sirius red, and Oil Red O coloration and TUNEL assay of mouse livers are shown. Scale bar: 250 μm. *Prdx2* KD was assessed by IHC analysis. Scale bar: 50 μm. As the mice were euthanized 1 week after the last siRNA GalNac injection, the level of expression of PRDX2 re-increased in the livers. (**C**) Body weight, liver weight, and liver-to-body weight ratios and the number of surface tumor nodules are reported. Fibrosis levels were evaluated through quantification of collagen proportionate area (CPA) of Sirius red staining performed in **B** and hydroxyproline quantification. Lipid accumulation was evaluated through quantification of Oil Red O staining performed in **B**. Levels of apoptosis were evaluated by TUNEL assay (**B**) and quantification of positive cells. (**D**) *Prdx2* KO decreases the number of nodules in mouse livers. Representative images of H&E coloration are shown. Arrows indicate tumor nodules. Scale bars: 5 mm. (**E**) Analysis of liver function by measurement of albumin, alanine aminotransferases (ALAT), and alkaline phosphatase (ALP). (**F**) Effect of *Prdx2* KD on liver inflammation. Expression levels of C-C motif chemokine ligand 2 (*Ccl2*), IL-6 (*Il6*), and TNF-α (*Tnfa*) were assessed by qRT-PCR in mouse livers. In box-and-whisker plots, boxes represent the 75th and 25th percentiles, the whiskers represent the most extreme data points within IQR × 1.5, and the horizontal bar represents the median. The circles indicate observation for each sample. *P < 0.05, **P < 0.01 (Mann-Whitney *U* test).

**Figure 6:**
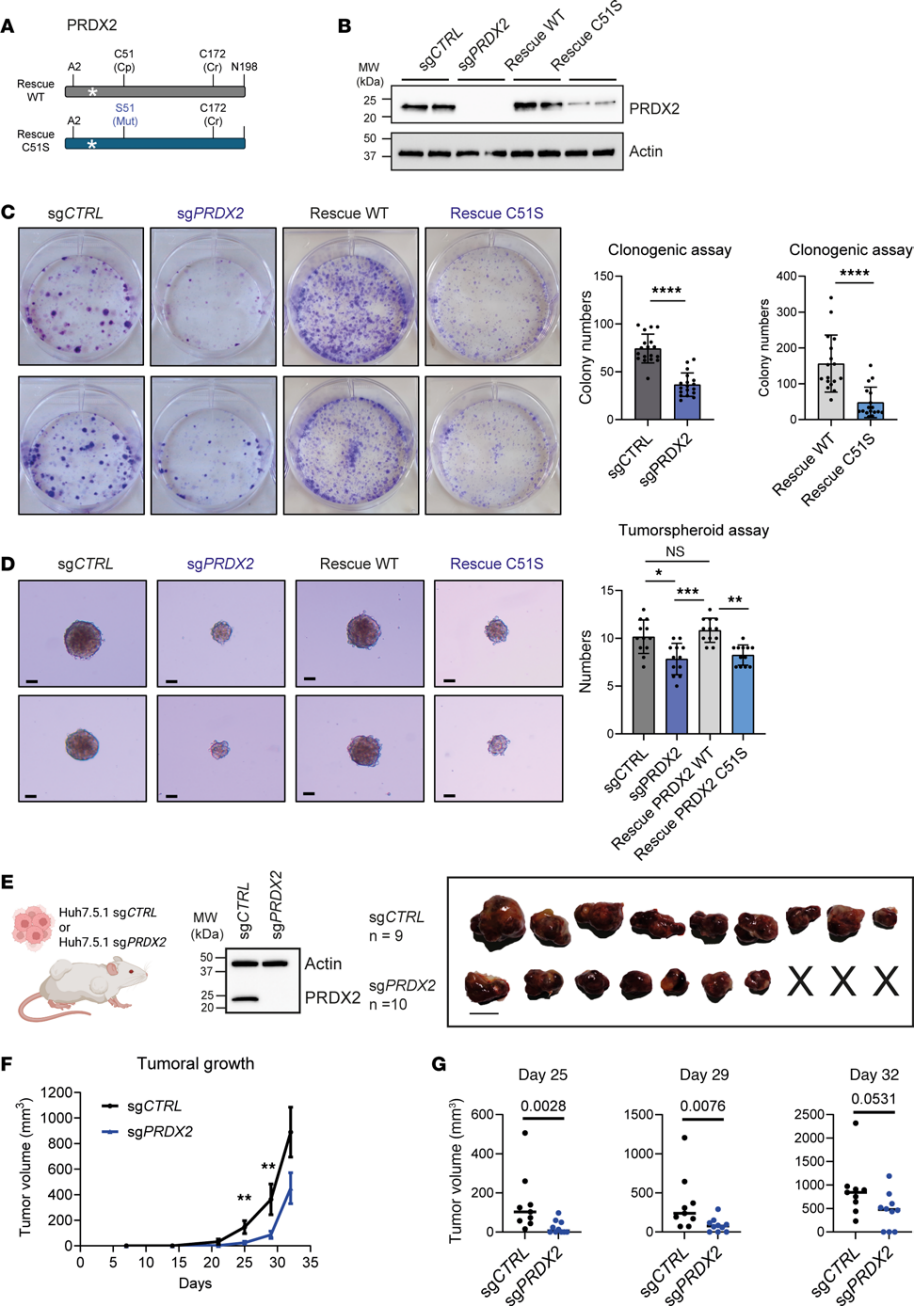
Targeting PRDX2 prevents tumor initiation and progression. (**A** and **B**) Generation of a PRDX2 inactive mutant. (**A**) WT PRDX2 (in gray) is a thiol peroxidase of 198 amino acids. The catalytic activity is mediated by the active peroxidatic cysteine (Cp) C51 and the resolving cysteine (Cr) C172. To generate an inactive protein, the active cysteine C51 was substituted by a serine (in blue). To allow reexpression of WT and mutant PRDX2 in sg*PRDX2* cells, the target site of the sgRNA was mutated in both forms (white star). The expression of WT and C51S PRDX2 (rescue) was assessed by Western blot analysis (**B**). (**C** and **D**) PRDX2 enzymatic activity is required for tumor initiation. Clonogenic and tumor spheroid assays were performed on sg*CTRL*, sg*PRDX2* cells, and KO cells with rescued expression of WT or C51S PRDX2 mutants. Representative images are shown from 3 independent experiments performed in 6 replicates (*n* = 18). Numbers of colonies or of tumor spheroids were assessed using Celigo Image Cytometer (Nexcelcom Biosciences). The graphs show mean ± SD of colony of tumor spheroid numbers. For **C**, ****P < 0.0001 (Mann-Whitney *U* test); for **D**, *P < 0.05, **P < 0.01, ***P < 0.001 (Kruskal-Wallis test followed by Dunn’s multiple-comparison test). (**E**–**G**) *PRDX2* KO slows down tumor growth in a CDX mouse model. (**E**) Huh-7.5.1 sg*CTRL* or sg*PRDX2* cells were subcutaneously injected in immunodeficient NRG mice (sg*CTRL* *n* = 9; sg*PRDX2* *n* = 10). In sg*PRDX2* group, 3 out of 10 tumors did not grow. Tumoral development was assessed by repeated measures of tumor size, and representative morphometric analysis of the tumors is shown. Scale bar: 1 cm. (**F**) The graph shows mean ± SD of tumor volume in relation to time. (**G**) To appreciate the difference between the 2 groups, individual graphs for days 25, 29, and 32 are shown. Exact *P* values are indicated (Mann-Whitney *U* test).

**Figure 7:**
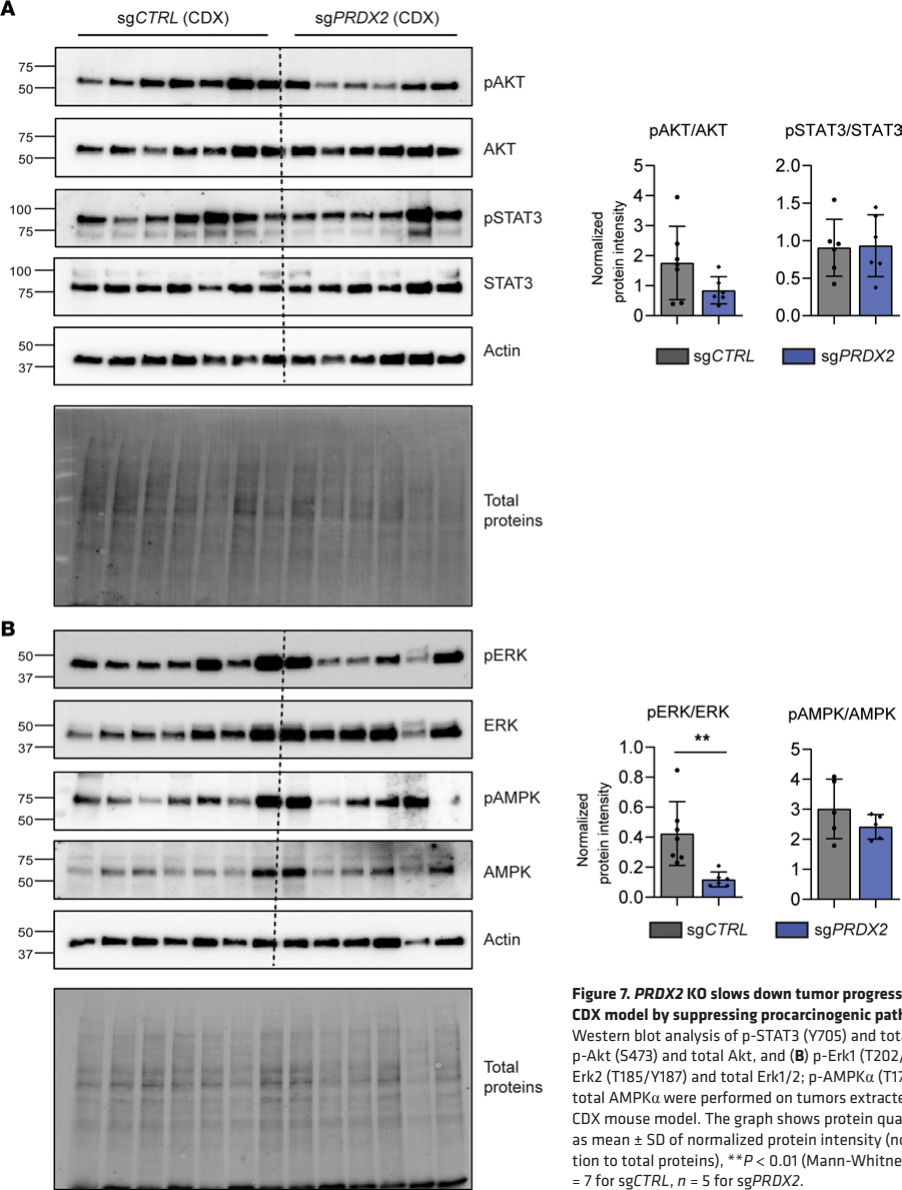
*PRDX2* KO slows down tumor progression in a CDX model by suppressing procarcinogenic pathways. (**A**) Western blot analysis of p-STAT3 (Y705) and total STAT3, p-Akt (S473) and total Akt, and (**B**) p-Erk1 (T202/Y204)/Erk2 (T185/Y187) and total Erk1/2; p-AMPKα (T172) and total AMPKα were performed on tumors extracted from the CDX mouse model. The graph shows protein quantification as mean ± SD of normalized protein intensity (normalization to total proteins), **P < 0.01 (Mann-Whitney *U* test), *n* = 7 for sg*CTRL*, *n* = 5 for sg*PRDX2*.

**Figure 8:**
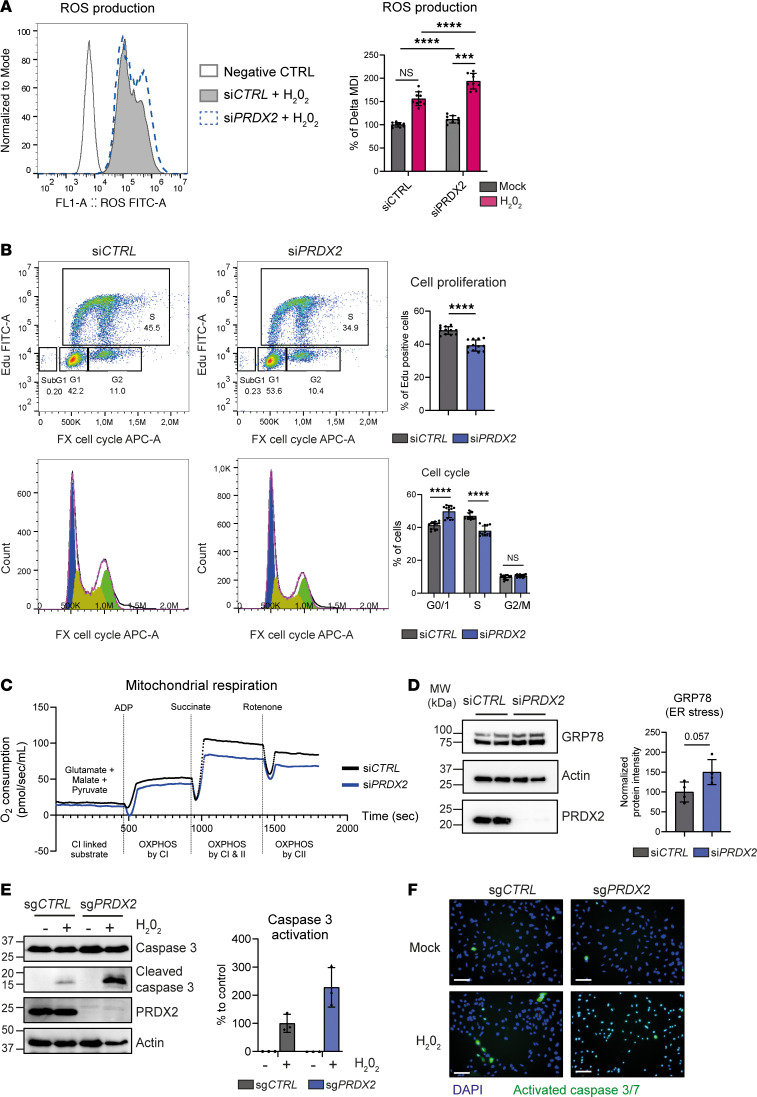
Targeting PRDX2 in cancer cells increases oxidative stress, reduces cell proliferation, and sensitizes cancer cells to apoptosis. (**A**) *PRDX2* KD increases ROS production in Huh7 cells. ROS generation was measured in Huh7 cells upon oxidative stress induced by H_2_0_2_ (300 μM, 4 hours), by flow cytometry. One representative histogram is shown. The graph shows mean ± SD of the percentage of delta mean of fluorescence from 3 independent experiments performed in triplicate (*n* = 9). ***P < 0.001; ****P < 0.0001 (ordinary 1-way ANOVA followed by Tukey’s multiple-comparison test). (**B**) *PRDX2* KD reduces cell proliferation. Huh7 cell proliferation and cell cycle profile were assessed by flow cytometry and costaining with Edu (cell proliferation) and Fx cell cycle (total DNA). One representative example of cell cycle profile is shown (blue = G_0_/G_1_; yellow = S, and green = G_2_/M). The graphs show mean ± SD of the percentage of proliferative cells (Edu^+^ cells) and of the percentage of cells in the different cell cycle steps of 3 independent experiments performed in 4 replicates (*n* = 12). ****P < 0.0001 (Mann-Whitney *U* test). (**C**) *PRDX2* KD impairs mitochondrial function. Mitochondrial respiration in Huh7 cells was assessed in a 2-chamber respirometer Oroboros Oxygraph-2k at 37°C. The graph shows time course of oxygen consumption upon successive activation/inhibition of the different mitochondria complexes. One representative experiment out of 3 is shown. (**D**) *PRDX2* KD increases ER stress. ER stress was assessed by Western blot analysis of the GRP78 marker. The graph shows mean ± SD of normalized protein intensity (normalization to total proteins) of 2 independent experiments performed in duplicates (*n* = 4). Exact *P* value is indicated (Mann-Whitney *U* test). (**E** and **F**) Targeting *PRDX2* sensitizes cancer cells to apoptosis upon oxidative stress (H_2_O_2_ 300 μM, 6 hours). Apoptosis was assessed by (**E**) Western blot analysis of caspase-3 and cleaved caspase-3 (graph shows mean ± SD of normalized protein intensity — normalization to total proteins — of 3 independent experiments, *n* = 3) and (**F**) by detecting activated caspase-3/7 using CellEvent caspase-3/7 detection reagent. Activated caspase is shown in green. Nuclei were counterstained in blue (DAPI). Scale bar: 200 μm. One representative experiment out of 3 is shown.

**Figure 9:**
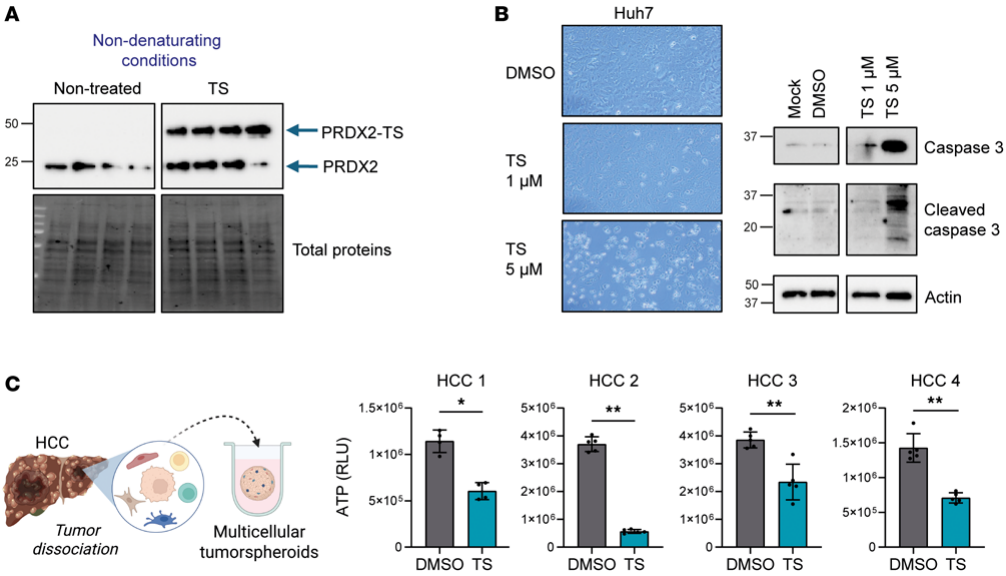
Targeting PRDX2 using thiostrepton induces Huh7 cancer cell apoptosis. (**A**) Validation of the effect of thiostrepton (TS) on PRDX2 in Huh7 by using nondenaturating PAGE after short-term TS treatment (4 hours). The gel shows the binding of TS on PRDX2. (**B**) Apoptosis was assessed by microscopy and Western blot analysis of caspase-3 and cleaved caspase-3 after TS treatment (24 hours). One representative experiment out of 3 is shown. (**C**) TS decreases HCC cell viability in a 3D patient-derived tumor spheroid model. HCC spheroids were generated from 4 patient HCC tissues with different etiologies. Cell viability was assessed 3 days after treatment by measuring ATP levels (RLU, relative light unit). Each experiment shows mean ± SD of RLU in treated spheroids. HCC 1, *n* = 4; HCC 2 to 5, *n* = 5. *P < 0.05; **P < 0.01 (Mann-Whitney *U* test).

**Table 1:**
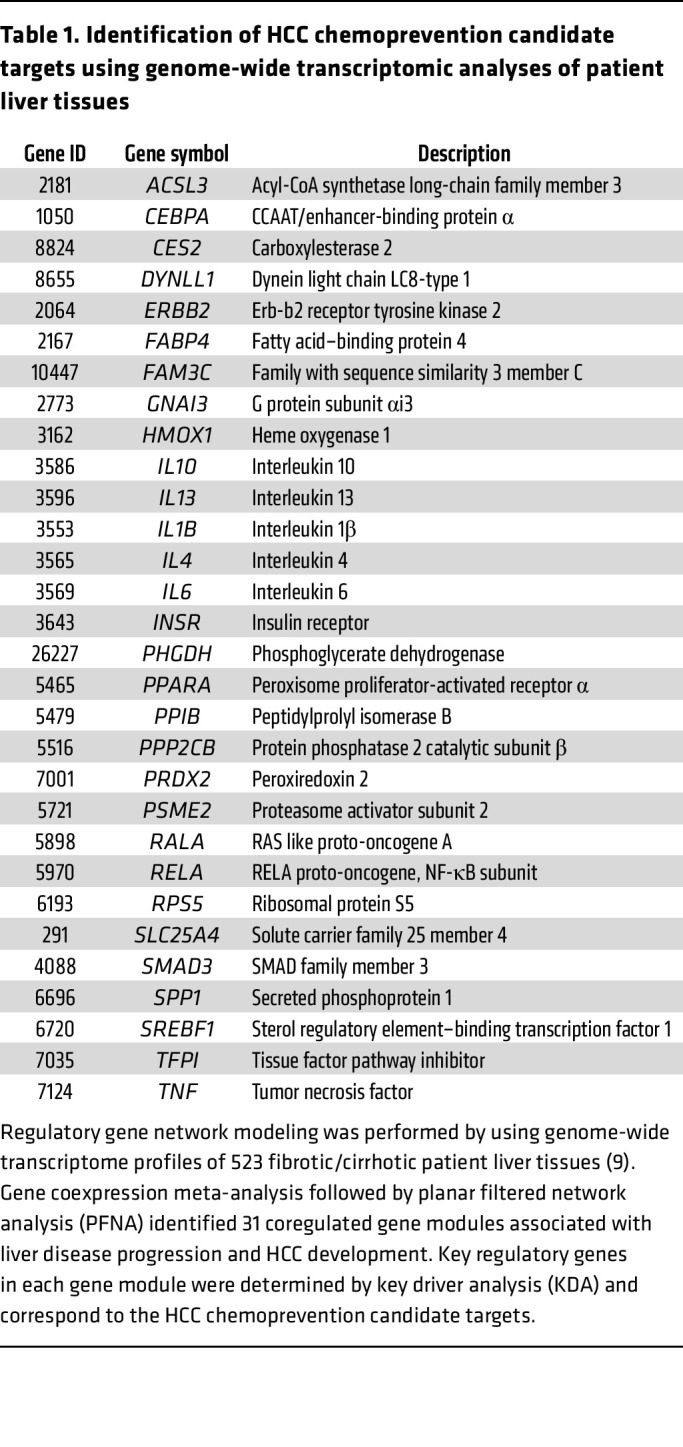
Identification of HCC chemoprevention candidate targets using genome-wide transcriptomic analyses of patient liver tissues

**Table 2:**
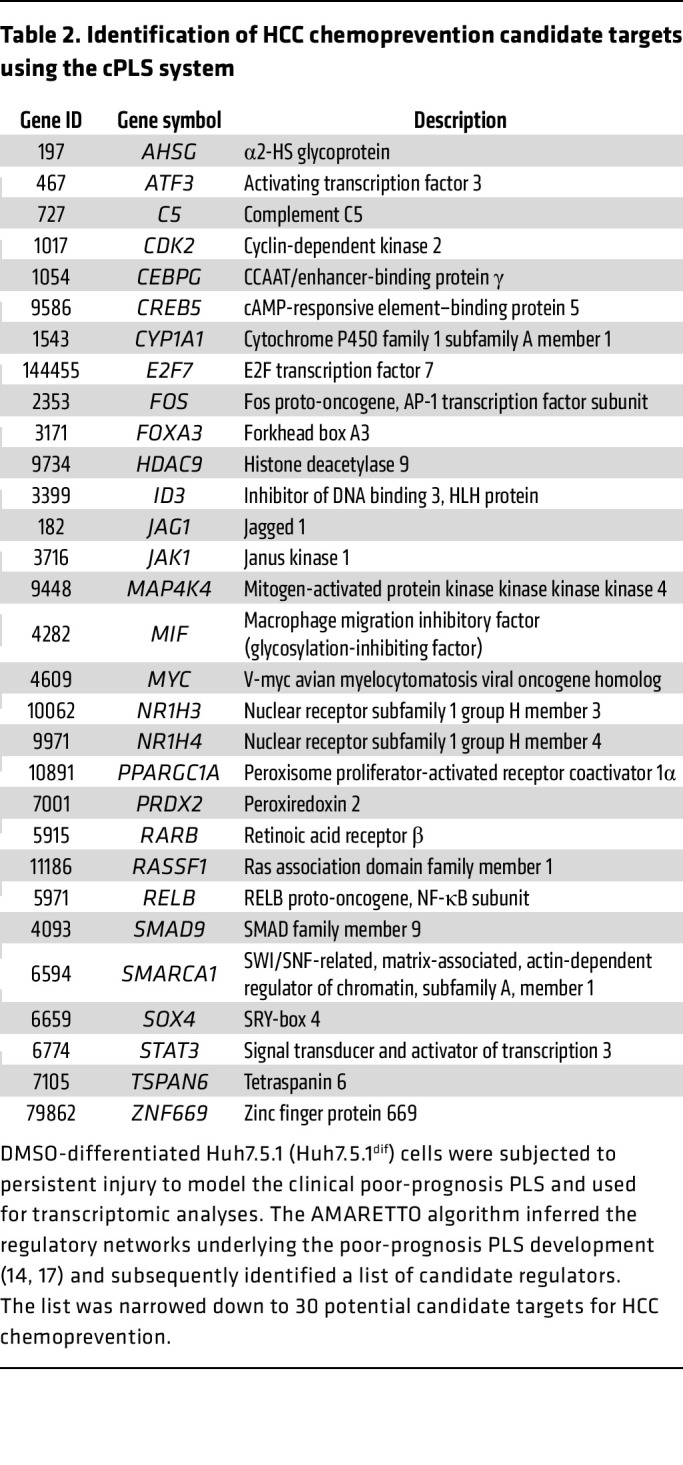
Identification of HCC chemoprevention candidate targets using the cPLS system

# Supplementary material for: Targeting peroxiredoxin 2 prevents hepatocarcinogenesis in metabolic liver disease models
**Source:** J Clin Invest. 2025 Sep 11;135(21):e169395. doi: 10.1172/JCI169395
**Supplement:** Supplemental data

# Targeting peroxiredoxin 2 prevents hepatocarcinogenesis in metabolic liver disease models

Emilie Crouchet\*<sup>\$1</sup>, Eugénie Schaeffer\*<sup>\$1</sup>, Marine A Oudot<sup>1</sup>, Julien Moehlin<sup>1</sup>, Cloé Gadenne<sup>1</sup>, Frank Jühling<sup>1</sup>, Hussein El Saghire<sup>1</sup>, Naoto Fujiwara<sup>2,3</sup>, Shija Zhu<sup>2</sup>, Fahmida Akter Rasha<sup>2</sup>, Sarah C Durand<sup>1</sup>, Anouk Charlot<sup>1,4</sup>, Clara Ponsolles<sup>1</sup>, Romain Martin<sup>1</sup>, Nicolas Brignon<sup>1</sup>, Fabio del Zompo<sup>1</sup>, Laura Meiss-Heydmann<sup>1</sup>, Marie Parnot<sup>1</sup>, Nourdine Hamdane<sup>1</sup>, Danijela Heide<sup>5</sup>, Jenny Hetzer<sup>5</sup>, Mathias Heikenwälder<sup>5,6</sup>, Emanuele Felli<sup>1,7,8</sup>, Patrick Pessaux<sup>1,9</sup>, Nathalie Pochet<sup>10,11</sup>, Joffrey Zoll<sup>3,12,13</sup>, Brian Cunniff<sup>14</sup>, Yujin Hoshida<sup>2</sup>, Laurent Mailly<sup>1</sup>, Thomas F. Baumert<sup>\$1,15,16</sup>, Catherine Schuster<sup>\$1</sup>.

<sup>1</sup>University of Strasbourg, Inserm, Institute for Translational Medicine and Liver Disease (ITM), UMR\_S1110, Strasbourg, France; <sup>2</sup>Liver Tumor Translational Research Program, Simmons Comprehensive Cancer Center, Division of Digestive and Liver Diseases, Department of Internal Medicine, University of Texas Southwestern Medical Center, Dallas, TX, USA ; <sup>3</sup>Department of Gastroenterology and Hepatology, Mie University, Mie, Japan; <sup>4</sup>University of Strasbourg, Biomedicine Research Center of Strasbourg (CRBS), UR 3072 Mitochondrion, Oxidative Stress and Muscle Plasticity, Strasbourg, France; <sup>5</sup>Division of Chronic Inflammation and Cancer, German Cancer Research Center, Heidelberg, Germany; <sup>6</sup>Cluster of Excellence iFIT (EXC 2180) "Image-Guided and Functionally Instructed Tumor Therapies," Eberhard-Karls University of Tübingen, Tübingen, Germany; <sup>7</sup>Hospital Group Saint Vincent, Strasbourg, France; <sup>8</sup>Liver Transplant and Surgery Department, Trousseau Hospital, Tours, France. <sup>9</sup>Unit of Hepato-Bilio Pancreatic Surgery, Department of Visceral and Digestive Surgery, Nouvel Hospital Civil, University Hospital of Strasbourg, Strasbourg, France. <sup>10</sup>Broad Institute of Harvard and Massachusetts Institute of Technology, Cambridge, MA, USA; <sup>11</sup>Department of Neurology, Harvard Medical School, Boston, MA, USA; <sup>12</sup>Service

de Physiologie et explorations fonctionnelles, University Hospital of Strasbourg, Strasbourg, France ;<sup>13</sup>Faculty of Medicine, University of Strasbourg, Strasbourg, France; <sup>14</sup>University of Vermont Cancer Center, Larner College of Medicine, Department of Pathology and Laboratory Medicine, Burlington, VT USA; <sup>15</sup>Gastroenterology and Hepatology Service, Strasbourg University Hospitals, Strasbourg, France; <sup>16</sup>Institut Universitaire de France (IUF), Paris, France.

\* These authors contributed equally

## Table of contents

|                                                                                                                                                                      |    |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------|----|
| SUPPLEMENTARY MATERIAL AND METHODS: .....                                                                                                                            | 4  |
| SUPPLEMENTARY FIGURES:.....                                                                                                                                          | 13 |
| Supplementary Figure 1 (related to Figure 1C-E): Single cell RNA-Seq analysis of normal and cirrhotic patient livers. ....                                           | 14 |
| Supplementary Figure 2 (related to Figure 1F): PRDX2 expression in HCC patient tissues. ....                                                                         | 15 |
| Supplementary Figure 3 (related to Figure 1): PRDX2 is overexpressed in HCC derived cell lines (Huh7) compared to primary human hepatocytes (PHH). ....              | 16 |
| Supplementary Figure 4 (related to Figure 1): Co-regulatory cirrhosis gene module associated with elevated HCC risk in cirrhotic patients.....                       | 17 |
| Supplementary Figure 5 (related to Figure 2A). Selection of single guide RNA (sgRNA) targeting mouse <i>Prdx2</i> in Hepa 1-6 Cas9 cells.....                        | 18 |
| Supplementary Figure 6 (related to Figure 2). <i>PRDX2</i> knock-down (KD) in primary human hepatocytes (PHH) showed no cytotoxic effect. ....                       | 19 |
| Supplementary Figure 7 (related to Figure 2B). <i>Prdx2</i> KO does not significantly affect expression of the other <i>Prdx</i> family members in mouse livers..... | 20 |
| Supplementary Figure 8 (related to Figure 3B): <i>Prdx2</i> KO decreases CD44 expression in a MASH/HCC mouse model .....                                             | 21 |
| Supplementary Figure 9 (related to Figure 3C): <i>Prdx2</i> KO decreases pro-inflammatory cytokine secretion in a MASH/HCC mouse model. ....                         | 22 |

|    |                                                                                                                 |    |
|----|-----------------------------------------------------------------------------------------------------------------|----|
| 1  | Supplementary Figure 10 (related to Figure 3D). Effect of <i>Prdx2</i> KO on p53 expression. ....               | 23 |
| 2  | Supplementary Figure 11 (related to Figure 3): PRDX2 expression and conformation in mouse livers. ....          | 24 |
| 3  | Supplementary Figure 12 (related to Figure 3): PRDX2 expression and conformation in human livers. ....          | 25 |
| 4  | Supplementary Figure 13 (related to Figure 4C). Inhibition of PRDX2 decreases STAT3 activation in PHH           | 26 |
| 5  | Supplementary Figure 14 (related to Figure 5A): Validation of GalNac siRNA targeting <i>Prdx2</i> efficacy..... | 27 |
| 6  | Supplementary Figure 15 (related to Figure 5B-C): AMPK expression, activation and lipid accumulation in         |    |
| 7  | mouse livers treated with GalNac siRNAs. ....                                                                   | 28 |
| 8  | Supplementary Figure 16 (related to Figure 6E): <i>PRDX2</i> KO decreases CD44 expression in a CDX mouse        |    |
| 9  | model.....                                                                                                      | 29 |
| 10 | Supplementary Figure 17 (related to Figure 8A-B): Role of PRDX2 in cancer development and progression.          | 30 |
| 11 | Supplementary Figure 18 (related to Figures 8E-F): Expression of the main antioxidant defense systems in        |    |
| 12 | mouse livers and in <i>PRDX2</i> KO cancer cells. ....                                                          | 31 |
| 13 | <b>SUPPLEMENTARY TABLES:</b> .....                                                                              | 32 |
| 14 | Supplementary Table 1 (related to supplementary Figure 1): Clinical information of the HCC cases. ....          | 32 |
| 15 | Supplementary Table 2 (related to Figure 1H): The 32 gene PLS. ....                                             | 33 |
| 16 | Supplementary Table 3 (related to Figure 3): Gene set enrichment analysis (GSEA) of RNA-Seq from mouse          |    |
| 17 | liver tissues (MASH/HCC mouse model). Refer to the excel table .....                                            | 34 |
| 18 | Supplementary Table 4: Reagents and resources .....                                                             | 34 |
| 19 | <b>SUPPLEMENTARY REREFENCES:</b> .....                                                                          | 38 |

## **SUPPLEMENTARY MATERIAL AND METHODS:**

### **Cell lines**

Huh7.5.1 cells are a gift from Dr. F. Chisari (The Scripps Research Institute, La Jolla, CA), Huh7 cells are a gift from Prof. G. Cristofori (University of Basel) and Hepa1.6 were purchased from ATCC. Huh7.5.1, Huh7 and Hepa1.6 cells were cultured in Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% heat-decomplemented fetal bovine serum, gentamycin (0.05 mg/mL) and non-essential amino acids (except for Hepa1.6 cells) at 37°C with 5% CO<sub>2</sub>. For proliferation arrest and differentiation (Huh-7.5.1<sup>dif</sup> cells), Huh-7.5.1 cells were cultured in complete DMEM supplemented with 1% DMSO for 10 days before seeding (1). The cell lines were certified mycoplasma free.

### **Primary human hepatocytes (PHH)**

PHH were obtained from patients undergoing liver resection with informed consent from all patients for de-identified use at the Institute for Translational Medicine and Liver Disease (ITM), Strasbourg, France (DC-2016-2616 and RIPH2 LivMod IDRCB 2019-A00738-49, ClinicalTrial NCT04690972). PHH were isolated as described (1). Briefly, liver specimens were perfused for 15 minutes with calcium-free 4-(2-hydroxyethyl)-1-piperazine ethanesulfonic acid buffer containing 0.5 mM ethylene glycol tetraacetic acid (Fluka) followed by perfusion with 4-(2-hydroxyethyl)-1-piperazine ethanesulfonic acid containing 0.5 mg/mL collagenase (Sigma-Aldrich) and 0.075% CaCl<sub>2</sub> at 37°C for 15 min. Then the cells were washed with phosphate-buffered saline (PBS) and nonviable cells were removed by Percoll® (Sigma-Aldrich) gradient centrifugation. PHH were then seeded on collagen type I coated plates (Corning®) in complete William Medium.

## ***In vitro* CRISPR/Cas9 gene editing**

Lentiviruses expressing single guide RNA (sgRNAs) were generated by transient transfection of HEK 293T cells. HEK 293T cells were adjusted to a density of  $2.10^5$  cells/mL and 10mL were added to a 10 cm diameter Petri dish. The day after, the cell culture media was replaced. In parallel, 8.1 µg of PS-PAX2 (#12260 Addgene), 2.7 µg of pMD2.G (#12259 Addgene), 8.1 µg of pXPR-BRD016-PRDX2, 62 µL of 2M CaCl<sub>2</sub> (Clontech) are mixed to nuclease free water to a final volume of 500 µL. The mix was dripped on 500 µL of HEPES-Buffer Saline (Clontech) a polypropylene hemolysis tube. This mix was left 20 minutes at room temperature and homogeneously added on the HEK 293T cells. Two days after transfection, the supernatants were harvested, filtered through 0.45 µm, aliquoted and stocked at -80°C until use. Huh7.5.1 stably expressing Cas-9 endonuclease (Huh7.5.1-Cas9) were generated by transduction of a lentiviral vector expressing Cas9 (pXPR\_BRD111, Broad Institute). For *PRDX2* KO, Huh7.5.1-Cas9 cells were then transduced with lentiviruses expressing single guide RNA (sgRNA) CTRL targeting *GFP* (sgCTRL) or sgRNA targeting *PRDX2* designed by the Broad Institute. After 48 h, transduced cells were selected under hygromycin treatment (125 µg/ml). *PRDX2* KO was determined by Western blot analysis.

## **Production of AAV vectors for *in vivo* gene editing**

Recombinant adeno-associated virus serotype 8 (AAV8-sgCtrl and AAV8-sgPrdx2) were produced by *PEI-mediated transient transfection of* a HEK293T-derived cell line (293T/17) with pAAV-sgCTRL or pAAV-sgPrdx2 expression plasmids and the pDP8.ape helper plasmid for serotype 8 (N°478, Plasmidfactory). Two days after transfection, AAV vectors were purified from cell lysate by Iodixanol gradient ultracentrifugation. Cells were harvested in 24 mL lysis buffer per *HYPERFlask cell culture vessel* (Corning). The lysate was subjected two freeze-thaw cycles in dry ice/ethanol and 37 °C water baths, further treated with 100 U/mL Benzonase

(Merck) for 1 hour at 37 °C and clarified by centrifugation at 3,000 x g for 15 min. AAV vectors were purified by Iodixanol gradient ultracentrifugation as described in OptiPrep™ Application Sheet V14 (Axis Shield). Viruses were dialyzed and concentrated against AAV formulation buffer (Dulbecco's PBS with 0.5 mM MgCl<sub>2</sub>) using centrifugal filters (Amicon Ultra-15, 100 KDa cutoff) and finally filtered through 0.22 µm. Viral titers were determined by qPCR using LightCycler480 SYBR Green I Master (Roche) with primers 5'-GACGACGGCAACTACAAGA-3' and 5'-GTGGCTGATGTAGTTGTACTC-3'). The standard curve was performed with 10-fold serial dilutions of pAAV that was freshly denaturated in 200mM NaOH for 45 min at 65°C and neutralized by addition of an equimolar amount of HCl. AAV8 viruses were diluted to a final concentration of 1x 10<sup>13</sup> viral genome per ml (vg/ml) and stored at -80°C until use.

### **HCV infection**

Cell culture-derived HCVcc Jc1(2) were produced in Huh7.5.1 cells by electroporation of viral RNA. The cell culture supernatants were harvested every 3 days for a total of 12 days and were concentrated 10 times using Vivaspin 20, 10,000 MWCO PES (Sartorius). In parallel, Huh7.5.1 were subjected to the electroporation protocol without viral RNA and the supernatants were collected and concentrated in the same conditions (mock-electroporated cells). HCV infectivity was determined by calculating the Tissue culture Infective Dose 50 (TCID<sub>50</sub>). To analyze the PLS induction, Huh7.5.1<sup>dif</sup> cells were infected with HCV Jc1 (TCID 10<sup>6</sup> infectious particle /mL), for a total of 10 days (1). Cell culture supernatants from mock-electroporated cells (without viral RNA) were used for control experiments. PLS induction in virus-infected cells was always determined using mock-infected cells as control references.

## PLS calculation

The PLS 32 gene expression profiling was performed using 250-500 ng total RNA by using nCounter Digital Analyzer system (NanoString). For the PLS 32 gene list, refer to **Supplementary Table 3**. PLS gene expression was normalized according to 6 housekeeping gene expression using GenePattern genomic analysis toolkits (3, 4). Detailed PLS gene expression profiles are presented as heatmaps showing the mean expression of the 32 PLS genes using Morpheus software (z scores of log2 normalized data). Induction or suppression of the PLS signature was determined as previously reported by using Gene Set Enrichment Analysis (GSEA), implemented in GenePattern genomic analysis toolkits (3, 4). PLS was always determined by using CTRL cells as references. Results are presented as simplified heatmaps showing the classification of PLS global status as poor or good prognosis and the significance of induction/suppression of PLS genes (log10 of false discovery rate (FDR) values). Global status corresponds to the difference between low risk- and high risk-gene expression. PLS induction in virus-infected cells was always determined using mock-infected cells as control references.

## RNA sequencing analysis and data processing

Total liver RNA (500 ng) from 3 CDA-HFD *sgCtrl* and 3 CDA-HFD *sgPrdx2* mice liver were submitted to Next Generation Sequencing (Biomedical Sequencing Facility, CEMM Research Center for Molecular Medicine of the Austrian Academy of Sciences, Vienna (Austria)). Data were analyzed as previously described in (5).

## Gene expression analysis

Total RNA from mouse livers were obtained using Tri Reagent (MRC) and Direct-zol RNA Miniprep kit (Zymo Research). Total RNA from cells in culture were obtained using the

ReliaPrep™ RNA Miniprep Systems kit (Promega). RNA quantity and quality was assessed using Nanodrop. Total liver RNA (500 ng) was used for cDNA synthesis using Maxima H Minus Reverse Transcriptase (ThermoFisher), cDNA was then used for quantitative real-time qPCR with iTaq Universal SYBR Green Supermix (Biorad) or iTaq Universal Probes Supermix (Biorad). Relative gene expression was calculated using the  $2^{-\Delta CT}$  method, using *GAPDH* or *18S* as reference genes. The references for the primers are indicated in **Supplementary Table 5**.

### **Wound healing assay**

Huh7 cells were reversed transfected with siRNA targeting *PRDX2* expression or non-targeting *CTRL* using Lipofectamine RNAi max (Invitrogen) according to manufacturer's instructions. After 2 days, the cells were treated with mitomycin C 5 µg/mL (Sigma) to block cell proliferation. Wound healing assay was performed using Wound Healing Assay kit (Abcam) following manufacturer's instructions. Pictures were taken at 0 hour and 24 hours post-scratching with a camera-equipped microscope (Motic AE2000). Distance between wound edges was measured with Image J.

### **Invasion assay**

Huh7 cells were reversed transfected with siRNA targeting *PRDX2* expression or non-targeting *CTRL* using Lipofectamine RNAi max (Invitrogen) according to manufacturer's instructions. For invasion, 100 µL of Culturex Basement Membrane Extract at 3,33 mg/mL in serum free media was added to the upper chamber of transwell (Corning Costar Transwell cell culture inserts) and incubated at 37°C for 30 minutes. After the gel was formed, cells were detached and resuspended in serum free medium and 100 000 cells were transferred to transwell inserts (24 well plate format). Then 600 µL of complete medium was added to the lower chamber.

After 24h of incubation at 37°C, the residual cells on the surface and the gel were removed. Then cells, were fixed in 70% ethanol and stained with 0,2% crystal violet. The invading cells were photographed with a camera-equipped microscope (Motic AE2000) and Colored Area was evaluated in five different fields using ImageJ.

### **Lipid staining**

PHH were incubated with free fatty acids (FFA): 800 µM oleic acid and 400 µM palmitic acid for 48 h. Intracellular neutral lipids were stained with HCS LipidTOX™ Deep Red Neutral Lipid Stain (ThermoFisher) according to manufacturer's instructions. Nuclei were counterstained with DAPI. Fluorescent imaging was performed using an Axio Observer Z1 microscope and ZEN software (Carl Zeiss, Germany).

### **Mitochondrial respiration**

Mitochondrial respiration was assessed in a two-chamber respirometer Oroboros Oxygraph-2k (O2k; Oroboros Instruments, Innsbruck, Austria) at 37 °C, and data were acquired and analyzed using DataLab software (Oroboros Instruments, Innsbruck, Austria). Huh7 cells were reversed transfected with siRNA targeting *PRDX2* expression or non-targeting CTRL using Lipofectamine RNAi max (Invitrogen) according to manufacturer's instructions. After 3 days, cells were harvested, centrifuged at 2000 RPM for 5 min (20 °C) and re-suspended in 100 µL of the 2,1 mL MirO5 buffer placed in the chamber (0.5 mM EGTA, 3 mM MgCl<sub>2</sub>, 60mM Potassium lactobionate, 20 mM Taurine, 10 mM KH<sub>2</sub>PO<sub>4</sub>, 20mM HEPES, 110 mM Sucrose and 2mg/ml BSA) and containing 0,125 mg/mL saponin for cell permeabilization. The final cells concentration in the O2k-chamber was 10<sup>6</sup> cell/mL. The adapted SUIT-011 Oroboros protocol was used for the respiration measurement. Malate (2 mM) and glutamate (10 mM) were added and Complex I-linked substrate state was measured. Then, ADP (2mM) were added

to measure Complex-I OXPHOS, Succinate (10mM) to measure Complex I & II OXPHOS, and finally Rotenone (0.5  $\mu$ M) to measure Complex II OXPHOS.

#### **Native gels**

After TS treatment, cells were incubated in warm PBS supplemented with 100 mM S-Methyl Methanethiosulfonate (MMTS, Sigma) for 20 min at 37°C and lysed in RIPA buffer + protease inhibitor (150 mM NaCl, 1% NP-40, 0.25% Na-deoxycholate, 50 mM Tris-HCl pH7.4, 1 mM EDTA, qsp H<sub>2</sub>O) supplemented with 100 mM MMTS. Tissues were lysed in RIPA buffer + protease inhibitor + 100 mM MMTS. PRDX2 conformation was assessed by SDS-PAGE electrophoresis in native conditions (without denaturing buffer).

#### **Stain free and Western blot quantification**

To measure total protein levels in Western blot analysis, we used the Stain Free Imaging Technology (Biorad) according to manufacturer's instructions. Data integration was performed using Image Lab software (Biorad). All the quantifications of the protein intensity were normalized to total proteins.

#### **Proliferation and cell cycle assay**

Huh7 cells were reverse-transfected with siRNA targeting *PRDX2* expression or non-targeting *CTRL* using Lipofectamine RNAi max (Invitrogen) according to manufacturer's instructions. After 2 days, cells were synchronized by incubating the cell in serum free medium overnight and then adding complete medium + Edu at 10  $\mu$ M for 4h. Cells were harvested, fixed and co-stained with Click-iT® Edu Flow Cytometry FITC kit (ThermoFisher) for cell proliferation and FxCycle™ Far Red Stain (ThermoFisher) for DNA content and cell cycle according to the manufacturer instructions. Flow cytometry was performed using the CytoFLEX cytometer

(Beckman Coulter) and analyses were performed with FlowJo Data analysis software (BD Biosciences).

#### **Apoptosis assay**

Huh-7.5.1-Cas9 cells *CTRL* or KO for *PRDX2* were treated with 300  $\mu$ M H<sub>2</sub>O<sub>2</sub> for 6h. Caspase-3/7 activation was detected by immunoblotting or using CellEvent® Caspase-3/7 Green Detection Reagent (ThermoFisher) following manufacturer's instructions and using Celigo Image Cytometer (Nexcelcom Biosciences).

#### **Histology, immunohistochemistry, plasma biochemistry**

Macroscopic tumor nodules were counted from livers and their size was determined on liver pictures using ImageJ. For the MASH/HCC mice, formalin-fixed samples were embedded in paraffin, cut in 2  $\mu$ m sections and used for IHC. For hematoxylin and eosin (H&E) or Picrosirius Red, 5  $\mu$ m sections were performed. For patient samples and GalNac mouse model, formalin-fixed samples were embedded in paraffin, cut in 5  $\mu$ m sections for H&E, IHC and Picrosirius Red. For TUNEL staining, sections were stained with the TUNEL Assay Kit – HRP DAB (Abcam #206386) following the manufacturer instructions. OCT- mounted samples were cut in 10  $\mu$ m sections and stained with Oil Red O. Glass slide-mounted tissues were scanned with Nanozoomer scanner (Hamamatsu), images were analyzed using image processing software (NDP.view.2) and quantification using Image J (Sirius red) or Qu-Path (IHC).

#### **Hydroxyproline quantification**

Hydroxyproline was quantified in frozen liver tissues from the diet-based MASH/HCC mouse model, using the Hydroxyproline Assay Kit (Sigma) following manufacturer's instructions. Briefly, between 12 to 21 mg of frozen liver tissues were sampled from each mouse (Chow diet

n = 6, DEN/CDA-HFD *sgCtrl* n =18, DEN/CDA-HFD *sgPrdx2* n =16), homogenized in 100  $\mu$ L of water and hydrolyzed with 100  $\mu$ L HCl (12M) at 120°C for 3 hours. Then 25 $\mu$ L of each sample were used in duplicates for hydroxyproline quantification.

#### Sequence of PRDX2 C51S and WT resistant to *sgPRDX2*

The yellow sequence corresponds to *sgPRDX2* target sequence, and the bold letters correspond to the silent mutation for guide resistance. TGC codon (cysteine) was mutated in AGC (serine) in the C51S sequence (indicated by a star).

##### WT resistant to *sgPRDX2*:

```
/5PHOS/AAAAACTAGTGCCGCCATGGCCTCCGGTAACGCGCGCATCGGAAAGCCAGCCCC
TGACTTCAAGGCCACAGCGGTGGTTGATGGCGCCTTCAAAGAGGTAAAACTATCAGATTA
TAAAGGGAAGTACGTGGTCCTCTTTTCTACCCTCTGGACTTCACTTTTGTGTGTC*CCCAC
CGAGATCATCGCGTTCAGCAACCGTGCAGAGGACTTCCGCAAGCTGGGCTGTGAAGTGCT
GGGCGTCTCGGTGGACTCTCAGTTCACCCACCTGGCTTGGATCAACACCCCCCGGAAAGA
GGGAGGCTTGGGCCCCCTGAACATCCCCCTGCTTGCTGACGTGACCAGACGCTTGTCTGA
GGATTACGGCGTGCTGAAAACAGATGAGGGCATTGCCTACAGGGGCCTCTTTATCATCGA
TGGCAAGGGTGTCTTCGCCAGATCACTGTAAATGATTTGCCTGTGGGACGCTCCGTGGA
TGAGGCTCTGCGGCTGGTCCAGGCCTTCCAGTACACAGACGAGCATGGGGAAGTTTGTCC
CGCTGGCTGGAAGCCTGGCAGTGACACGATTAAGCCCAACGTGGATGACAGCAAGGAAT
ATTCTCCAAACACAATTAGTAAGTTT
```

##### C51S resistant to *sgPRDX2*:

```
/5PHOS/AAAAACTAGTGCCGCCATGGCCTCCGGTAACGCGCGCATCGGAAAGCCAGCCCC
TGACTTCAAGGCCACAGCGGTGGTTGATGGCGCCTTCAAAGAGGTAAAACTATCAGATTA
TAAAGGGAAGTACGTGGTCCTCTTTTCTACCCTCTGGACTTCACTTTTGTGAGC*CCCAC
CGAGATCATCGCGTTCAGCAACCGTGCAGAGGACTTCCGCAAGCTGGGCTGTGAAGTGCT
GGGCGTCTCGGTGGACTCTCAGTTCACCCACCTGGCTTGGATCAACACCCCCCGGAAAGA
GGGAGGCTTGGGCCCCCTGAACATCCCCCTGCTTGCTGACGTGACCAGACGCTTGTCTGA
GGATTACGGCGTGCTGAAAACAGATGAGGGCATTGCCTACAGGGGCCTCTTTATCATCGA
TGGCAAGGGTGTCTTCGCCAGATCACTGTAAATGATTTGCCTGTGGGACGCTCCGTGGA
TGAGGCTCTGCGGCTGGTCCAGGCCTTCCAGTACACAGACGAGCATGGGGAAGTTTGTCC
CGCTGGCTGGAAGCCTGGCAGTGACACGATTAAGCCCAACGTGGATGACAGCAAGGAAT
ATTCTCCAAACACAATTAGTAAGTTT
```

SUPPLEMENTARY FIGURES:

Supplementary Figure 1

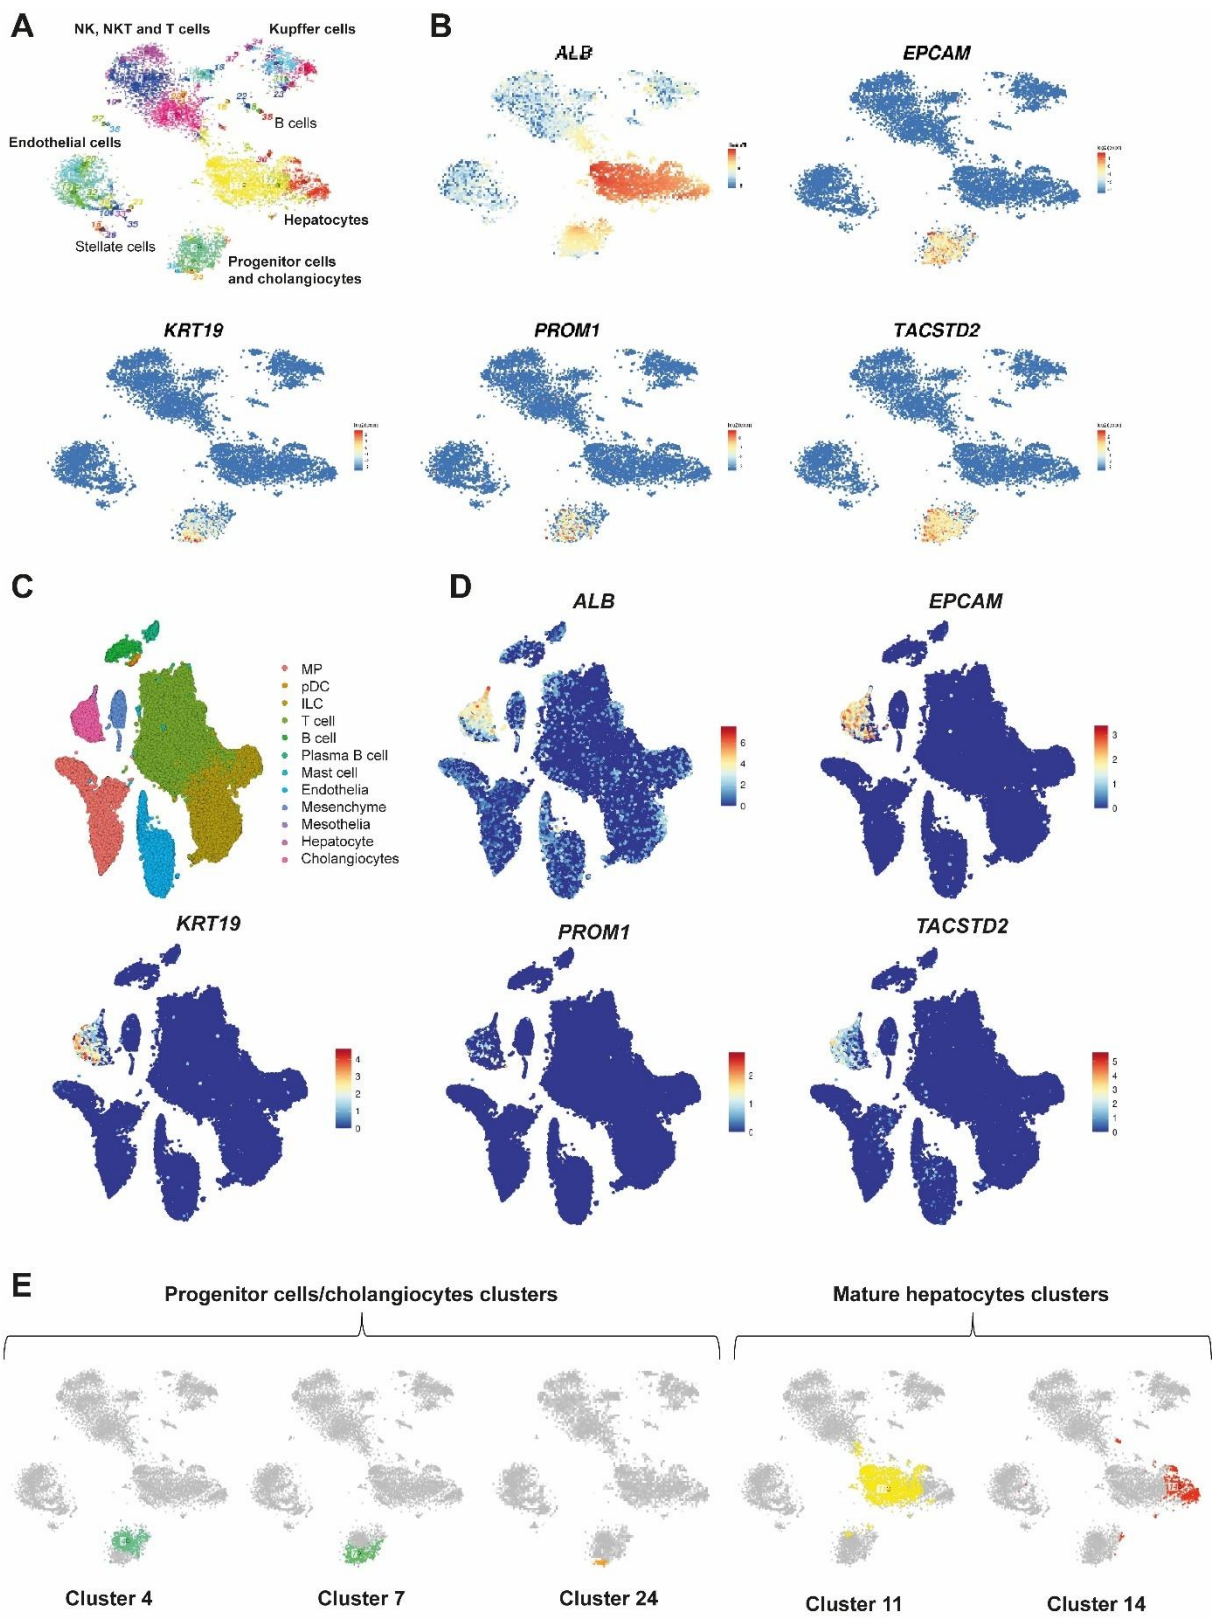

**Supplementary Figure 1 (related to Figure 1C-E): Single cell RNA-Seq analysis of normal and cirrhotic patient livers.** **A.** *t*-SNE map of single-cell transcriptomes from normal patient liver tissues (nine donors) highlighting the main liver cell compartments. Cells sharing similar transcriptome profiles are grouped by clusters and each dot represents one cell. **B.** Expression *t*-SNE maps of *ALB* (hepatocytes), *ECPAM*, *KRT19*, *PROM1* and *TACSTD2* (progenitor cells and cholangiocytes) are shown. The color bar indicates log2 normalized expression. Data extracted from (6). **C.** Cell lineages from normal and cirrhotic patient liver tissues (5 non-diseased and 5 cirrhotic human livers) inferred from expression of marker gene signatures. MP: mononuclear phagocyte; pDC: plasmacytoid dendritic cell; ILC: innate lymphoid cell. **D.** Expression *t*-SNE maps of *ALB* (hepatocytes), *ECPAM*, *KRT19*, *PROM1* and *TACSTD2* (progenitor cells and cholangiocytes) are shown. The color bar indicates log2 normalized expression. Data extracted from (7). **E.** *t*-SNE map showing the different cell clusters presented in Figure 1E corresponding to progenitor cells/cholangiocytes and mature hepatocytes clusters. Data extracted from (6).

# Supplementary Figure 2

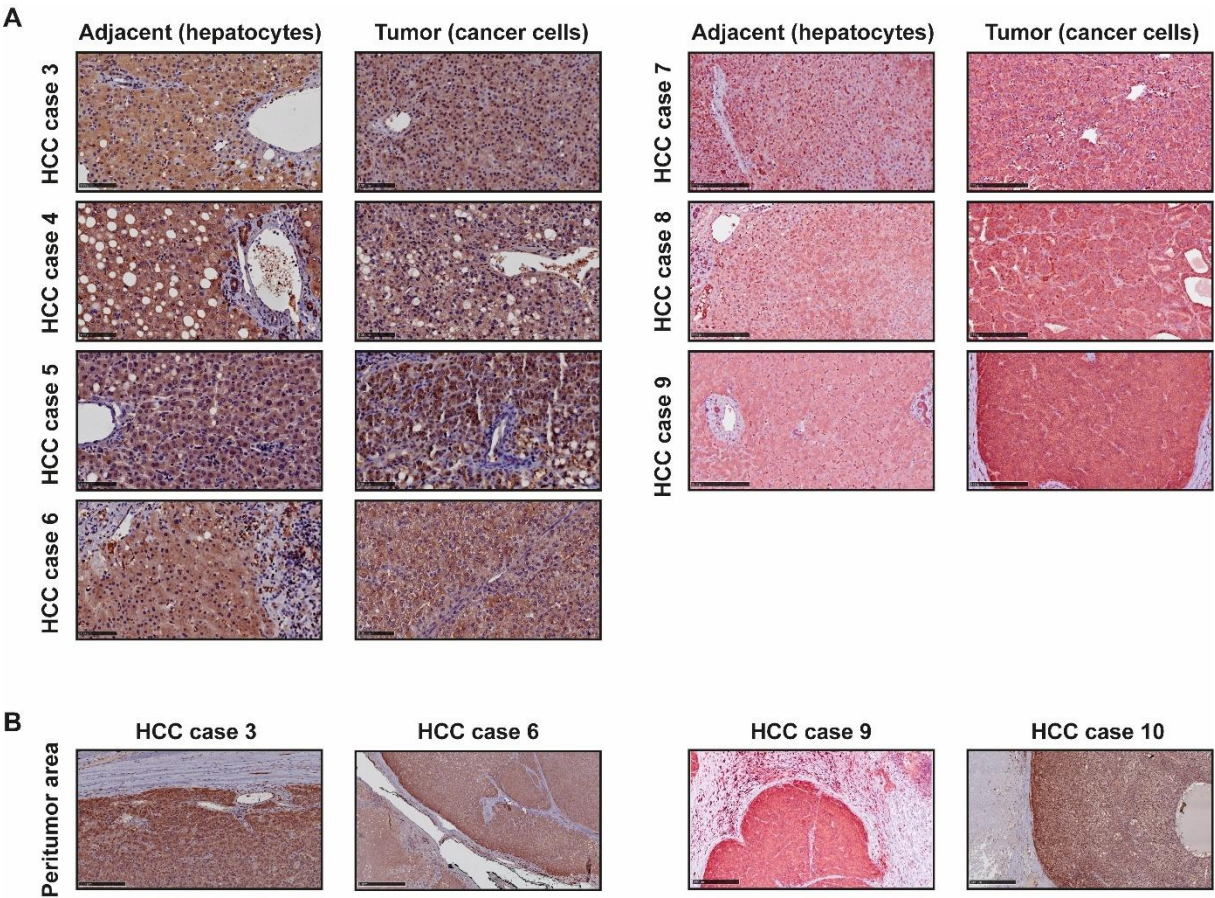

## Supplementary Figure 2 (related to Figure 1F): PRDX2 expression in HCC patient tissues.

**A.** Representative pictures of IHC analyses showing PRDX2 protein expression in adjacent non tumoral tissues and tumor tissues from HCC patients. Clinical information are available in **Supplementary Table 1**. Left panels: CRB Strasbourg tissue collection, scale bar 100  $\mu\text{m}$ . Right panels: LivMod Strasbourg tissue collection, scale bar 250  $\mu\text{m}$ . **B.** Representative images of the peritumor areas showing a gradient in PRDX2 expression (when peritumor area is well defined). The difference in color between the 2 cohorts are due to different scanner settings.

# Supplementary Figure 3

**A**

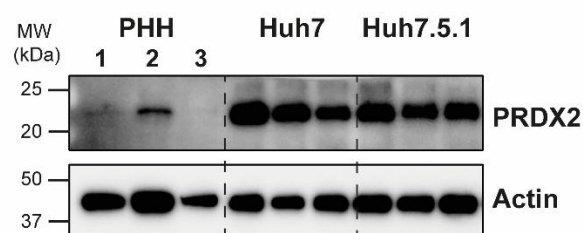

**B**

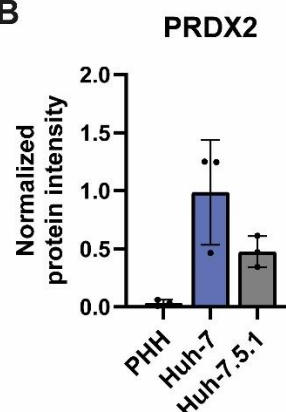

**Supplementary Figure 3 (related to Figure 1): PRDX2 is overexpressed in HCC derived cell lines (Huh7) compared to primary human hepatocytes (PHH).** **A.** PRDX2 expression was assessed in PHH (3 donors), Huh-7 and Huh-7.5.1 cells by Western blot analysis. **B.** The graph shows means  $\pm$  sd of normalized protein intensity in the different cell types.

Supplementary Figure 4

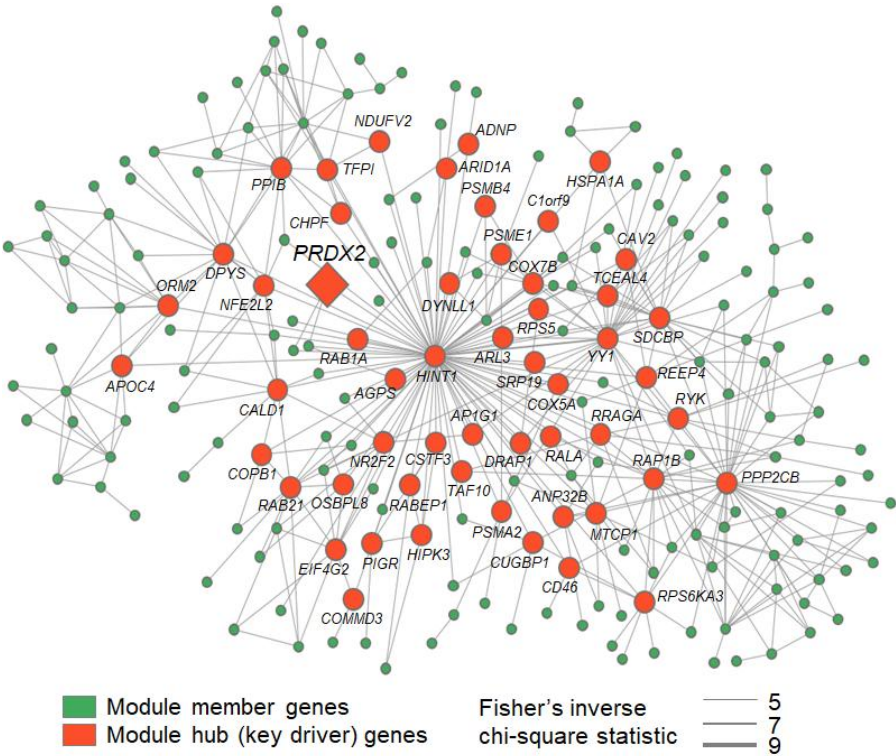

**Supplementary Figure 4 (related to Figure 1): Co-regulatory cirrhosis gene module associated with elevated HCC risk in cirrhotic patients.** Gene co-regulatory networks are visualized for the module no. 8 identified by the planar filtered network analysis (PFNA) algorithm (8). The module no. 8 is associated with increased HCC risk and HCC recurrence in patients, independently from cirrhosis (8). Each node represents a gene. Width of the edges indicates magnitude of co-regulation (co-expression). Gene network was visualized by using Cytoscape software (ver. 3.9.1) (9).

# Supplementary Figure 5

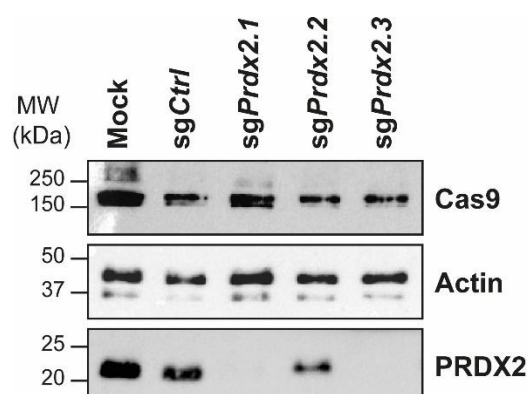

**Supplementary Figure 5 (related to Figure 2A). Selection of single guide RNA (sgRNA) targeting mouse *Prdx2* in Hepa 1-6 Cas9 cells.** *Prdx2* KO was performed in Hepa 1-6 Cas9 cells using Lentivirus coding for *Prdx2*-specific sgRNAs or *sgCtrl* targeting GFP. *Prdx2* KO was assessed by Western-blot analysis. *sgPrdx2.3* was selected for *in vivo* experiments.

## Supplementary Figure 6

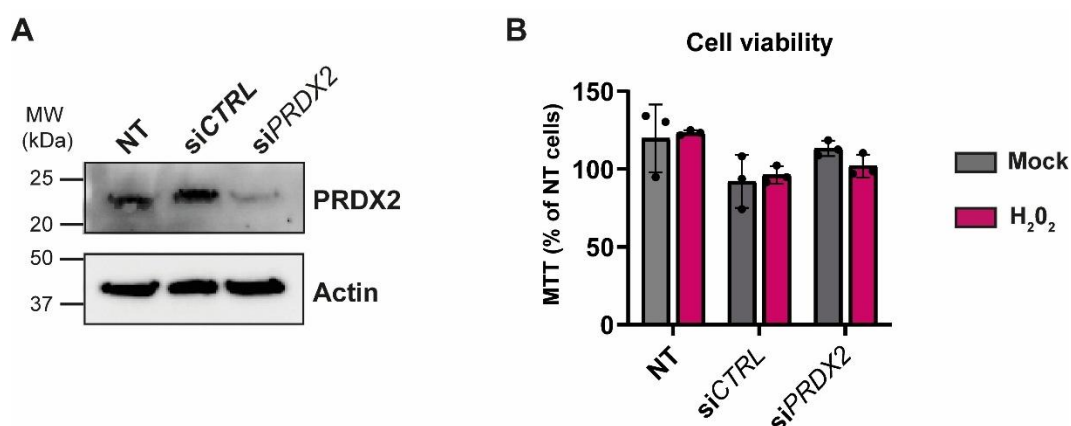

**Supplementary Figure 6 (related to Figure 2). *PRDX2* knock-down (KD) in primary human hepatocytes (PHH) showed no cytotoxic effect. A.** Western blot analysis showing *PRDX2* KD in PHH. NT = non-transfected. **B.** MTT assay was performed to measure cell viability in non-treated (mock) and H<sub>2</sub>O<sub>2</sub> treated PHH to induce oxidative stress (300  $\mu$ M, 6 hours). The graph shows means  $\pm$  sd of cell viability in % to non-transfected cells of one experiment performed in triplicate.

Supplementary Figure 7

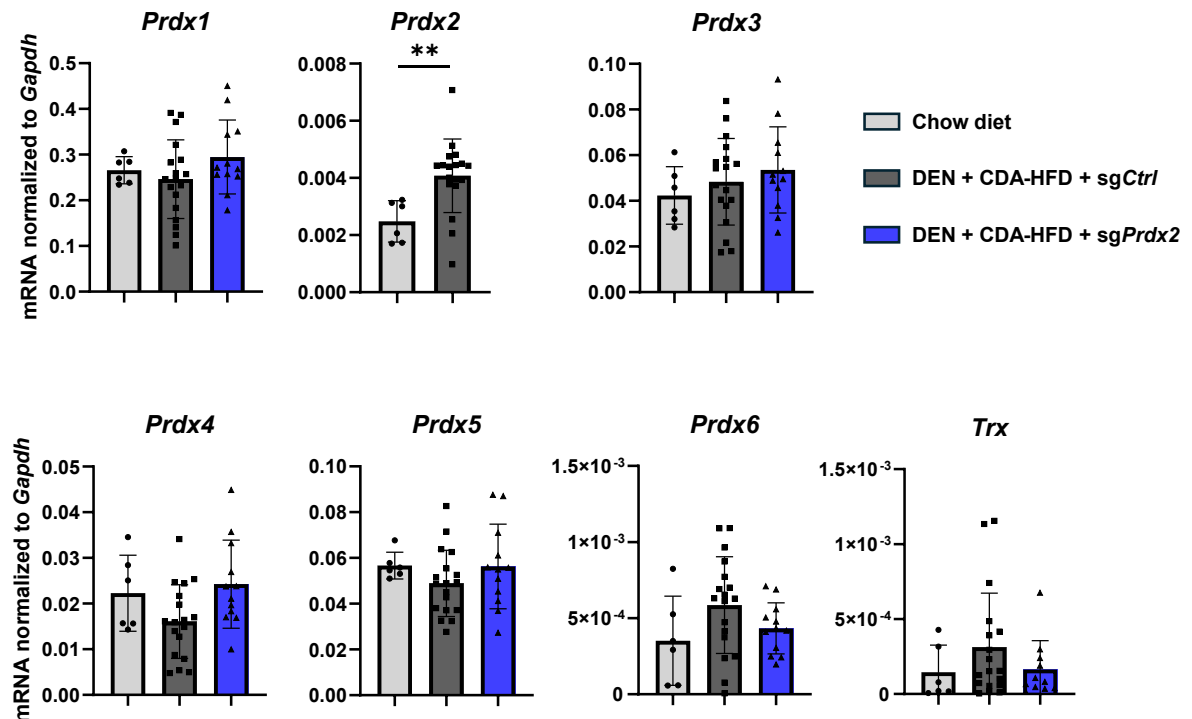

Supplementary Figure 7 (related to Figure 2B). *Prdx2* KO does not significantly affect expression of the other *Prdx* family members in mouse livers. *Prdx* 1 to 6 and thioredoxin (*Txn*) expression was measured by qRT-PCRs in mouse livers. The graph shows means +/- sd of *Prdx* mRNAs normalized to *Gapdh* (Chow, n = 6; sgCtrl n = 18; sgPrdx2, n = 16). \*\* p < 0.005 (Mann-Whitney test for *Prdx2*; Kruskal-Wallis test for other *Prdx*).

## Supplemental Figure 8

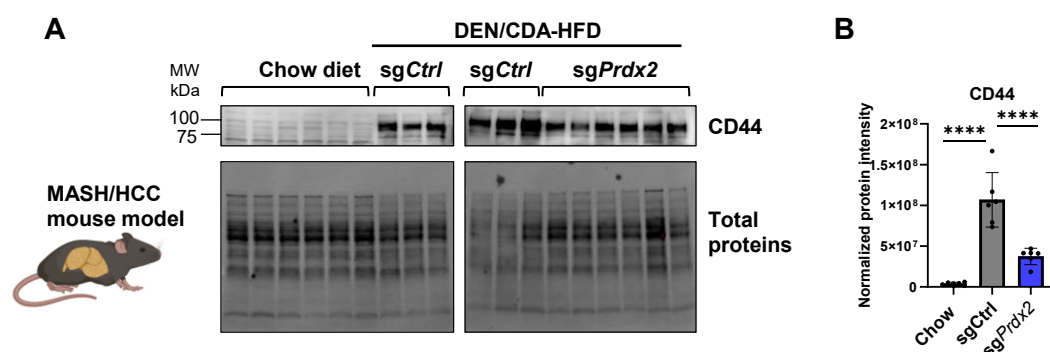

**Supplementary Figure 8 (related to Figure 3B): *Prdx2* KO decreases CD44 expression in a MASH/HCC mouse model.** **A.** CD44 expression was assessed in mouse liver tissues by Western blot analysis (6 animals per group). **B.** The graph shows means  $\pm$  sd of protein intensity normalized to total proteins (stain free technology). \*\*\*\*  $p < 0.0001$  (One way ANOVA followed by Tukey's multiple comparisons test).

# Supplemental Figure 9

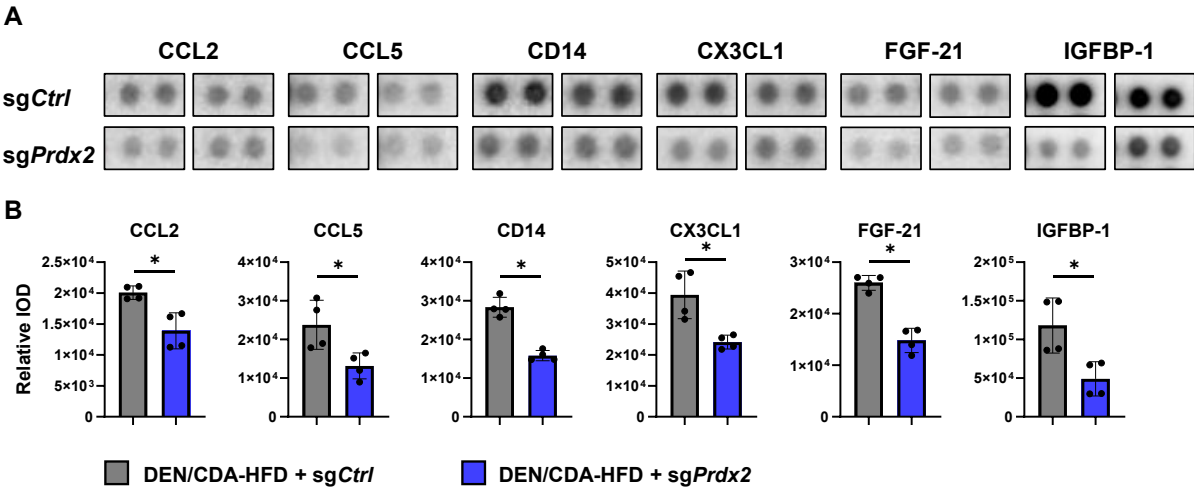

**Supplementary Figure 9 (related to Figure 3C): *Prdx2* KO decreases pro-inflammatory cytokine secretion in a MASH/HCC mouse model.** **A.** Cytokine array analysis of mouse sera (2 animals per group, in duplicate). The dot plots show expression of secreted cytokines significantly decreased by *Prdx2* KO. **B.** The graphs show means  $\pm$  sd of relative integrated optical density of the proteins (IOD). \*  $p < 0.05$  (Mann-Whitney test). CCL2 = C-C motif chemokine ligand 2; CCL5 = C-C motif chemokine ligand 5; CD14 = monocyte differentiation antigen CD14; CX3CL1 = C-X3-C Motif Chemokine Ligand 1; FGF-21 = fibroblast growth factor 21; IGFBP-1 = insulin like growth factor binding protein 1.

## Supplementary Figure 10

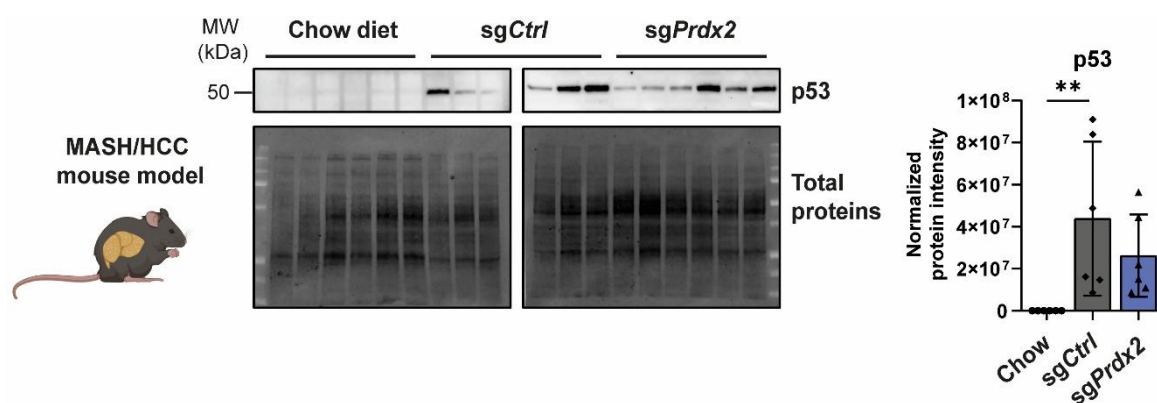

### Supplementary Figure 10 (related to Figure 3D). Effect of *Prdx2* KO on p53 expression.

P53 expression was assessed by Western blot analysis in mouse livers (MASH/HCC model, 6 animals per group). The graph shows means  $\pm$  sd of protein intensity normalized to total proteins. \*\*  $p < 0.005$  (Kruskal-Wallis test followed by Dunn's multiple comparisons test).

Supplementary Figure 11

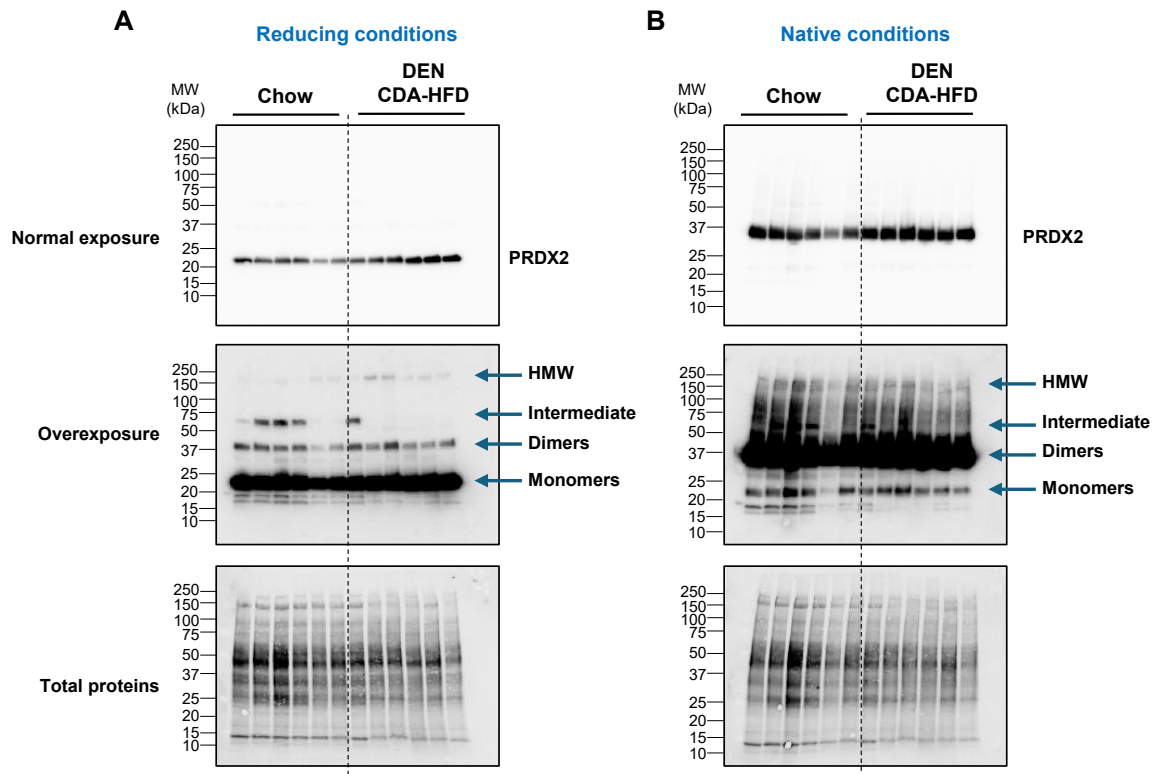

**Supplementary Figure 11 (related to Figure 3): PRDX2 expression and conformation in mouse livers.** PRDX2 expression and conformation were analyzed in mouse livers (Chow diet and DEN/CDA-HFD, 6 animals per group) by Western blot analysis (A) in reducing conditions and (B) non-denaturing polyacrylamide gel electrophoresis (native conditions). Arrows show the different PRDX2 conformation: monomers, dimers, intermediate forms and high molecular weight forms (HMW). The full-length Western blots are shown in this figure.

Supplementary Figure 12

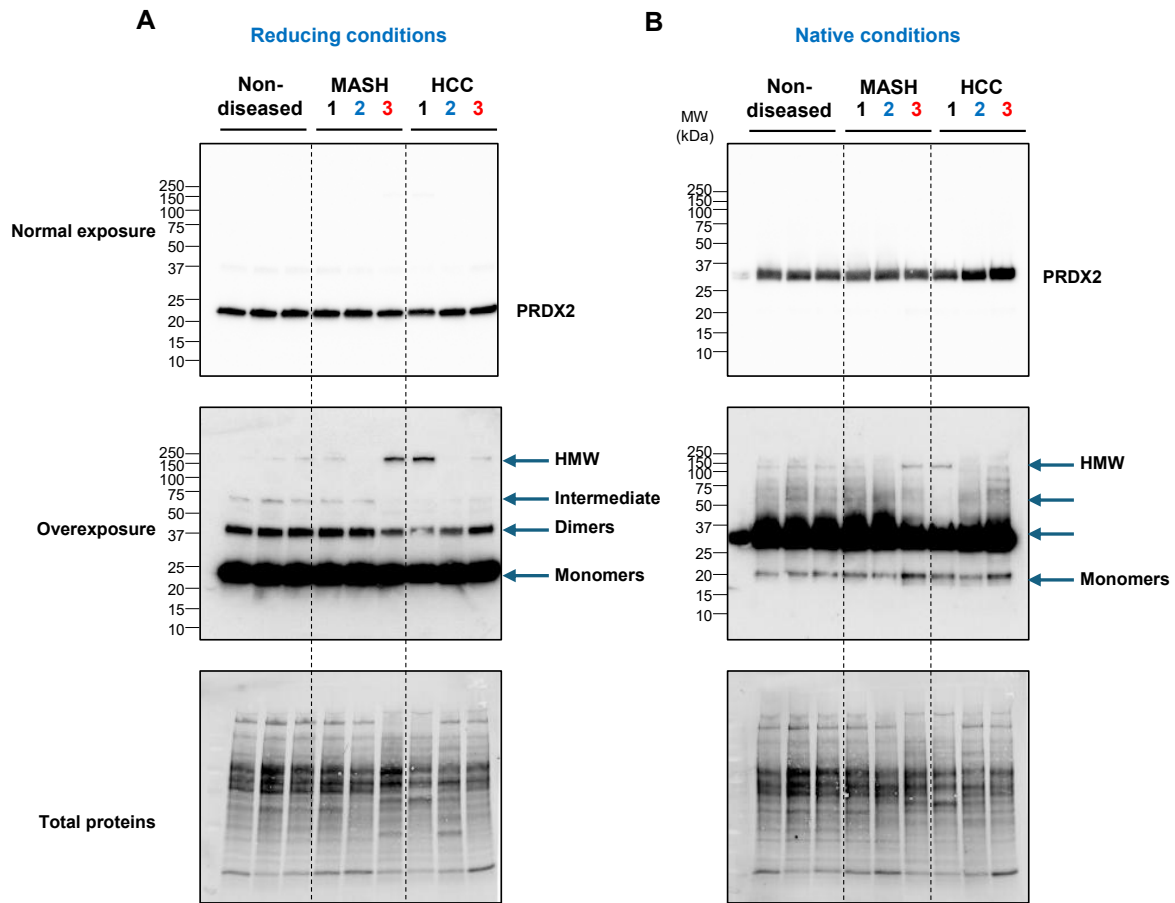

**Supplementary Figure 12 (related to Figure 3): PRDX2 expression and conformation in human livers.** PRDX2 expression and conformation were analyzed in patient livers (non-diseased, MASH and HCC as paired samples, 3 patients per group) by Western blot analysis (A) in reducing conditions and (B) non-denaturing polyacrylamide gel electrophoresis (native conditions). Arrows show the different PRDX2 conformation: monomers, dimers, intermediate forms and high molecular weight forms (HMW). The full-length Western blots are shown in this figure.

**Supplementary Figure 13**

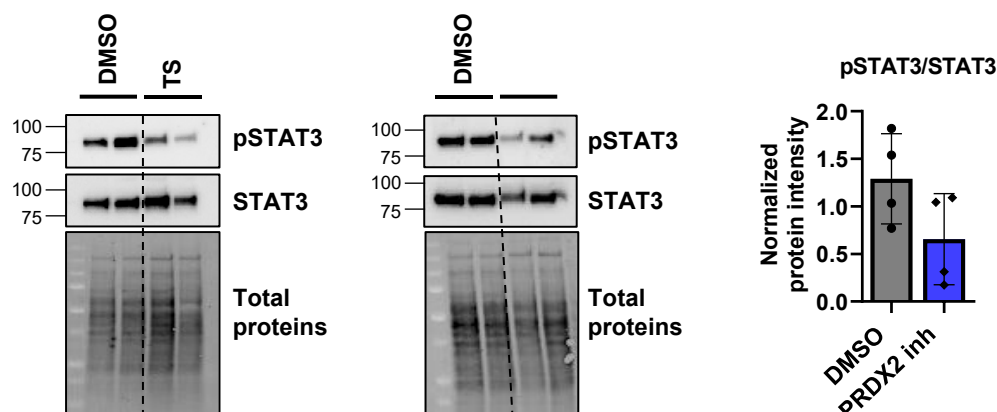

**Supplementary Figure 13 (related to Figure 4C). Inhibition of PRDX2 decreases STAT3 activation in PHH.** PHH isolated from 2 different donors were treated with thiostrepton or DMSO (control). The effect on STAT3 activation was assessed by Western blot analysis. The graph shows means  $\pm$  sd of protein intensity normalized to total proteins and expressed as a ratio (pSTAT3/STAT3). n = 4, Mann-Whitney test ns.

# Supplementary Figure 14

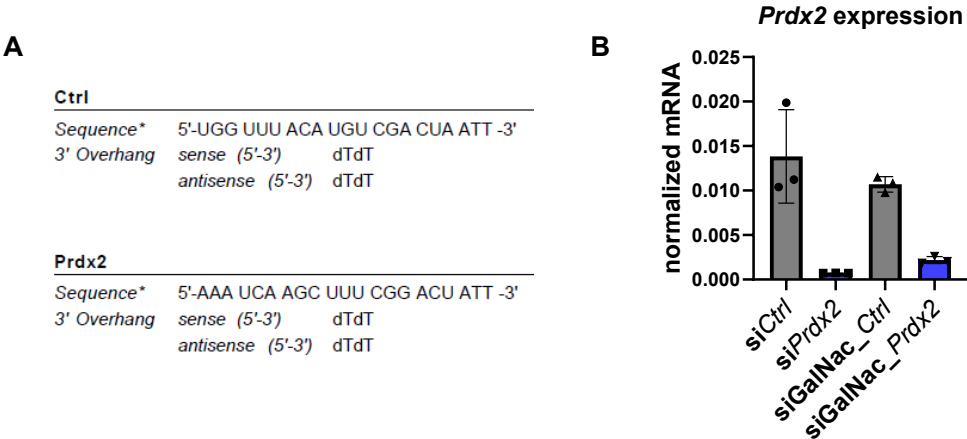

**Supplementary Figure 14 (related to Figure 5A): Validation of GalNac siRNA targeting *Prdx2* efficacy.** **A.** Sequence and design of GalNac siRNAs targeting *Prdx2* expression and non-targeting *Ctrl*. **B.** *Prdx2* expression was measured by qRT-PCR in Hepa1.6 cells after transfection with regular siRNAs or GalNac siRNAs . The graph shows means +/- sd of mRNAs normalized to *Gapdh* of one representative experiment (out of 2) performed in triplicate (n = 3).

Supplementary Figure 15

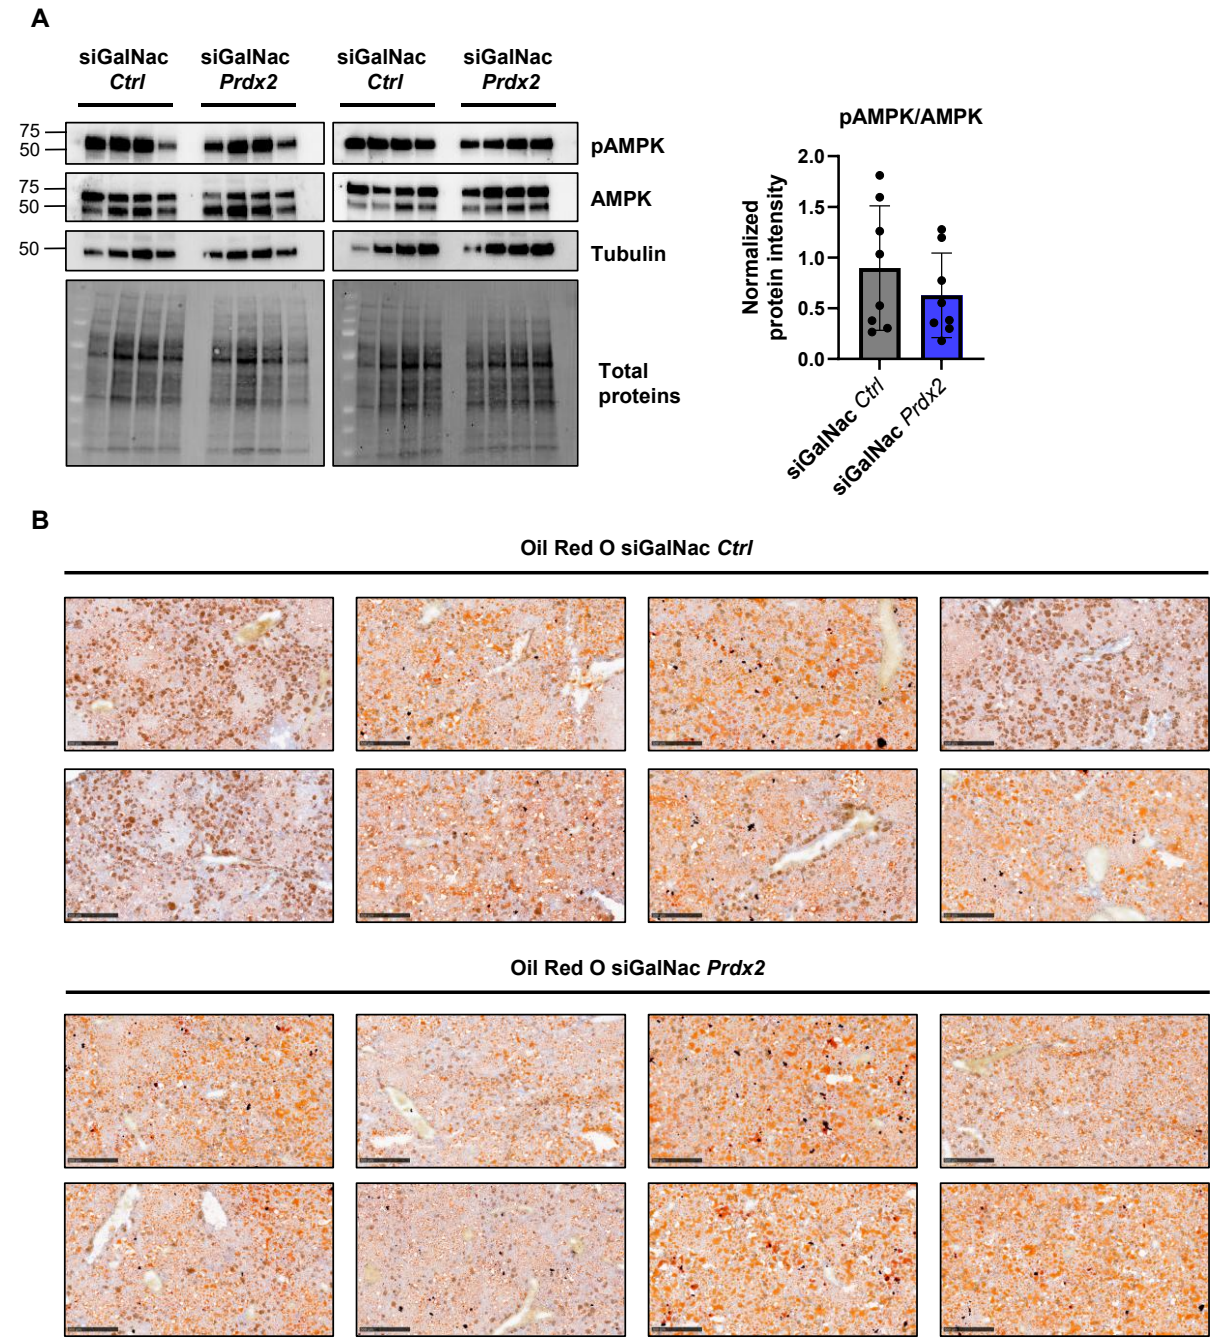

**Supplementary Figure 15 (related to Figure 5B-C): AMPK expression, activation and lipid accumulation in mouse livers treated with GalNac siRNAs. A.** AMPK expression and activation was assessed in liver tissues by Western blot analysis (8 animals per group). The graph shows means  $\pm$  sd of protein intensity normalized to total proteins (stain free technology). **B.** Representative images of Oil Red O stainings performed on animal livers. One picture corresponds to one animal. Scale bar = 500  $\mu$ m.

## Supplementary Figure 16

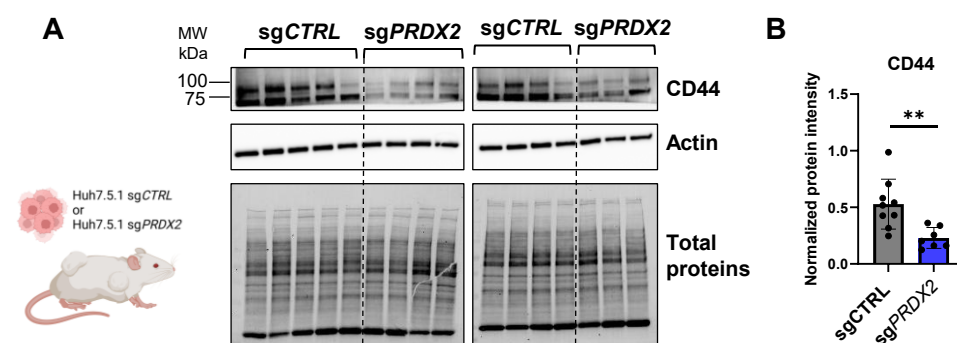

**Supplementary Figure 16 (related to Figure 6E): *PRDX2* KO decreases CD44 expression in a CDX mouse model.** **A.** CD44 expression was assessed in tumors by Western blot analysis (sgCTRL, n = 9; sgPRDX2, n = 7). **B.** The graph shows means  $\pm$  sd of protein intensity normalized to total proteins (stain free technology). \*\* p < 0.001 (Mann-Whitney test).

# Supplementary Figure 17

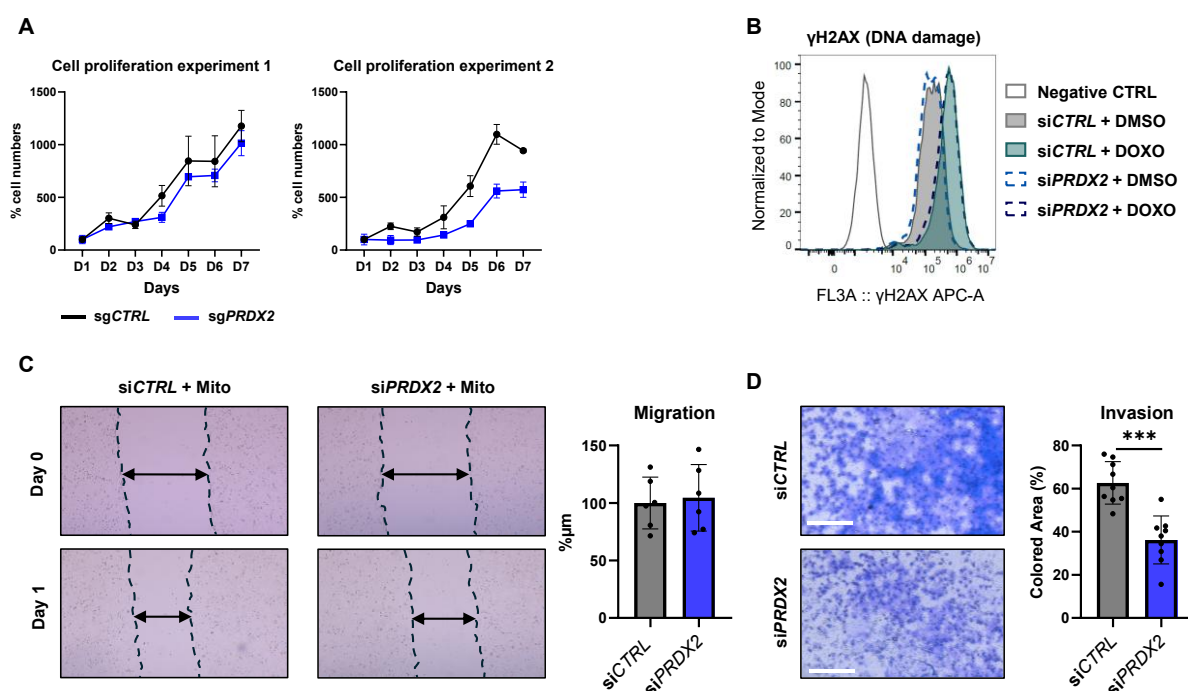

**Supplementary Figure 17 (related to Figure 8A-B): Role of PRDX2 in cancer development and progression.** **A.** *PRDX2* KO decreases Huh7 cancer cell growth. The graphs show means  $\pm$  sd of cell numbers (in percentage to input) over a time course of 7 days. Two representative experiments performed in triplicate (out of 4) are shown. **B.** *PRDX2* KD has no impact on DNA damage in Huh7 cells. DNA damages were measured using the histone H2AX phosphorylated ( $\gamma$ H2AX) marked detected by flow cytometry after stimulation of Huh7 cells with doxorubicin (DOXO) to induce oxidative stress and cell senescence, or DMSO control. One representative histogram out of 3 is shown. **C.** *PRDX2* KD has no impact on Huh7 cancer cell migration. Cell migration was assessed by a wound healing assay in presence of mitomycin (mito) to block cell proliferation. Representative pictures are shown. The graphs show means  $\pm$  sd of cell migration from three independent experiments performed in duplicate ( $n = 6$ ). **D.** *PRDX2* KD decreases Huh7 cancer cell invasion. Cell invasion was assessed by a transwell assay. Representative pictures are shown. The graphs show means  $\pm$  sd of cell invasion from three independent experiments performed in triplicate ( $n = 9$ ). \*\*\*  $p < 0.0001$  (Mann-Whitney test).

Supplementary Figure 18

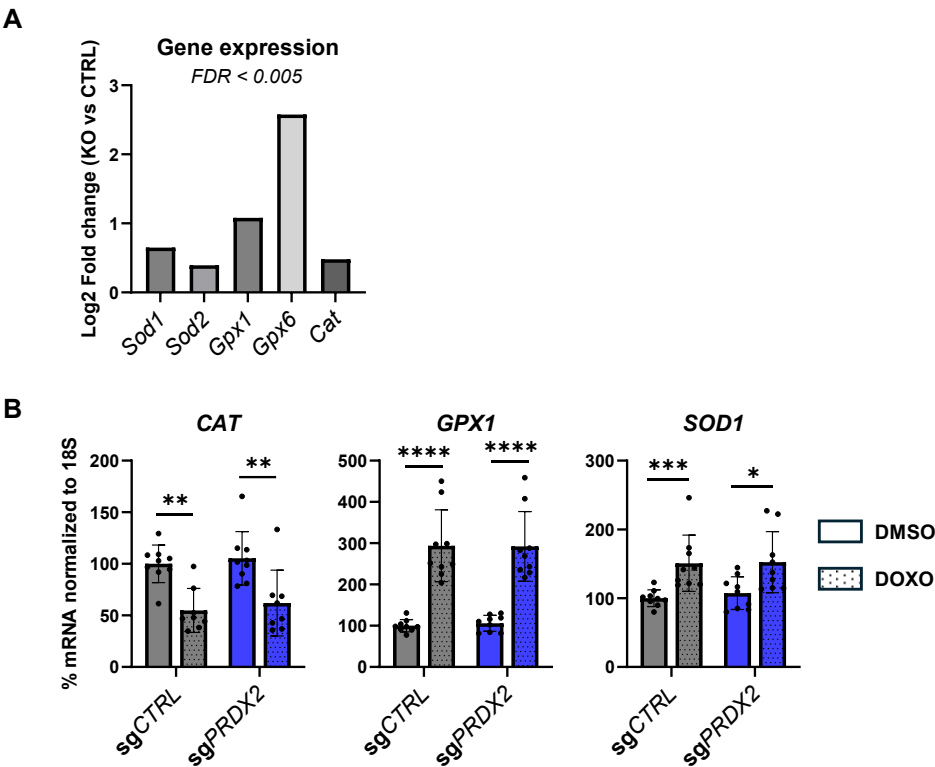

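Expression of 5 antioxidant genes was higher in each of the 3 sgPrdx2 livers than in each of the 3 sgCtrl livers (exact permutation test for each gene, p = 0.1, the smallest possible). Sod1 had 370 ± 28.7 CPM (SD, n = 3) in sgCtrl and 577 ± 160.3 CPM in sgPrdx2 livers, a log2 fold change of 0.64 (standard error 0.21, adjusted p = 0.119 from edgeR's quasi-likelihood test over all genes), and 23.1% of its 50-base stretches are shared with the pseudogene Gm8566. For Sod2, 105 ± 4.21 and 137 ± 11.1 CPM gave a log2 fold change of 0.39 (standard error 0.13, adjusted p = 0.121). Gpx1 had 1505 ± 401 and 3166 ± 911 CPM, a log2 fold change of 1.07 (standard error 0.27, adjusted p = 0.0675). Gpx6, expressed at 1.61 ± 0.27 and 9.56 ± 1.12 CPM, had a log2 fold change of 2.57 (standard error 0.19) and was the gene with the smallest adjusted p of all. Cat had 1720 ± 113.9 and 2386 ± 253 CPM, a log2 fold change of 0.47 (standard error 0.16, adjusted p = 0.122). Adjusted over these 5 genes alone, p was 0.0162 for Sod1, Sod2 and Cat, 0.00995 for Gpx1 and 5.46e-06 for Gpx6. The paper presents these 5 genes as increased from the same libraries, so this adjustment leaves their choice out of account and is no independent evidence. The authors' deposited table gives adjusted p of 0.0283, 0.0422, 0.00110, 6.71e-26 and 0.0181 for Sod1, Sod2, Gpx1, Gpx6 and Cat. With DESeq2 in place of edgeR all 5 had an adjusted p under 0.05 over all genes, with log2 fold changes of 0.66, 0.40, 1.09 and 0.49 for Sod1, Sod2, Gpx1 and Cat. The log2 fold change of Sod2 was 0.02 with the housekeeping scaling, where the median of all genes was -0.38.

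**Figure D3:**
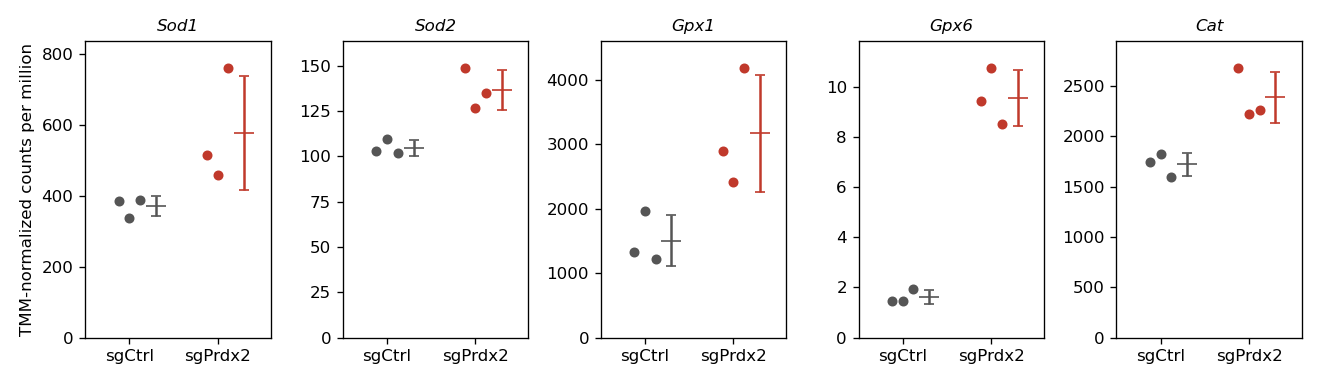
TMM-normalized CPM of Sod1, Sod2, Gpx1, Gpx6 and Cat (vertical axes, linear from 0, a separate scale for each gene) in the 3 sgCtrl and the 3 sgPrdx2 livers. Each dot is a liver and the bar beside the dots gives the mean and the SD; in every panel the sgPrdx2 dots lie above the sgCtrl dots.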

**Supplementary Figure 18 (related to Figures 8E-F): Expression of the main antioxidant defense systems in mouse livers and in *PRDX2* KO cancer cells.** **A.** *Prdx2* KO in hepatocytes increases expression of other antioxidant enzymes, catalase (*Cat*), glutathione peroxidase (*Gpx*) and super oxide dismutase (*Sod*) (RNA-Seq data, expressed in log2 fold change). False discovery rates (FDR) < 0.005. **B.** *PRDX2* KO in cancer cells does not impact expression of antioxidant enzymes, even under oxidative stress induced by doxorubicin (DOXO). Gene expression was measured by qRT-PCRs in *PRDX2* KO and *CTRL* Huh7.5.1 cells. The graph shows means +/- sd of mRNAs normalized to *18S* of three independent experiments performed in triplicate (n =9).

## SUPPLEMENTARY TABLES:

**Supplementary Table 1 (related to supplementary Figure 1): Clinical information of the HCC cases.** The column “PRDX2” indicate the level of expression of PRDX2 in the tumor tissue compared to adjacent non tumoral tissue.

**Supplementary Table 2 (related to Figure 1H): The 32 gene PLS.** List of poor-and good-prognosis associated genes and of housekeeping genes used for normalization (8).

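The mouse ortholog of each listed gene was looked up in the count table of the sgPrdx2 and sgCtrl livers. Of the 32 PLS genes, 29 had enough counts to be tested, and their adjusted p over the list alone ranged from 0.0140 to 0.820 (edgeR's quasi-likelihood test). Scaled to the 6 housekeeping genes, among them the mitochondrial genes Atp5b, Cox8a and Ndufa2, there were 989 differentially expressed genes between sgPrdx2 and sgCtrl livers, and 7.08% of these were higher in sgPrdx2 livers, against 53.8% with the TMM normalization.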

| <b>Poor-prognosis genes</b> |                    |                                                                     |
|-----------------------------|--------------------|---------------------------------------------------------------------|
| <b>Gene ID</b>              | <b>Gene Symbol</b> | <b>Description</b>                                                  |
| 3983                        | ABLIM1             | Actin binding LIM protein 1                                         |
| 1293                        | COL6A3             | Collagen, type VI, alpha 3                                          |
| 9170                        | EDG4               | Endothelial differentiation lysophosphatidic acid G-protein-coupled |
| 1950                        | EGF                | Epidermal growth factor (beta-urogast)                              |
| 2043                        | EPHA4              | EPH receptor A4                                                     |
| 2326                        | FMO1               | Flavin containing monooxygenase 1                                   |
| 2488                        | FSHB               | Follicle stimulating hormone beta polypeptide                       |
| 2877                        | GPX2               | Glutathione peroxidase 2 (gastrointestinal)                         |
| 3680                        | ITGA9              | Integrin , alpha 9                                                  |
| 4316                        | MMP7               | Matrix metalloproteinase 7 (matrilysin, uterine)                    |
| 23397                       | NCAPH              | Non-SMC condensin I complex, subunit H                              |
| 4843                        | NOS2A              | Nitric oxide synthase 2A (inducible, hepatocytes)                   |
| 4922                        | NTS                | Neurotensin                                                         |
| 5593                        | PRKG2              | Protein kinase, cGMP-dependent type II                              |
| 23029                       | RBM34              | RNA binding motif protein 34                                        |
| 5055                        | SERPINB2           | Serpin peptidase inhibitor, clade B (ovalbumin), member 2           |
| 6456                        | SH3GL2             | SH3-domain GFB2-like 2                                              |
| 6672                        | SP100              | SP100 nuclear antigen                                               |
| 7204                        | TRIO               | Triple functional domain (PTPRF interacting)                        |
| <b>Good-prognosis genes</b> |                    |                                                                     |
| 6296                        | ACSM3              | Acyl-CoA synthetase medium-chain family member 3                    |
| 151                         | ADRA2B             | Adrenergic, alpha-2B- receptor                                      |
| 223                         | ALDH9A1            | Aldehyde dehydrogenase 9 family, member A1                          |
| 3612                        | IMPA1              | Inositol(myo)-1(or 4)-monophosphatase 1                             |
| 5207                        | PFKFB1             | 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase 1              |
| 5313                        | PKLR               | Pyruvate kinase, liver and RBC                                      |
| 5502                        | PPP1R1A            | Protein phosphatase 1, regulatory (inhibitor) subunit 1A            |
| 5691                        | PSMB3              | Proteasome (prosome, macropain) subunit, beta type, 3               |
| 5771                        | PTPN2              | Protein tyrosine phosphatase, non-receptor type 2                   |
| 6018                        | RLF                | Rearranged L-myc fusion                                             |
| 9252                        | RPS6KA5            | Ribosomal protein S6 kinase, 90 kDa, polypeptide 5                  |
| 27346                       | TMEM97             | Transmembrane protein 97                                            |
| 7276                        | TTR                | Transthyretin (prealbumin, amyloidosis type I)                      |
| <b>Housekeeping genes</b>   |                    |                                                                     |
| 506                         | ATP5B              | ATP synthase F1 subunit beta                                        |
| 7917                        | BAT3               | BAG cochaperone 6                                                   |
| 1351                        | COX8A              | Cytochrome c oxidase subunit 8A                                     |
| 3094                        | HINT1              | Histidine triad nucleotide binding protein 1                        |
| 3181                        | HNRNPA2B1          | Heterogeneous nuclear ribonucleoprotein A2/B1                       |
| 4695                        | NDUFA2             | NADH:ubiquinone oxidoreductase subunit A2                           |

**Supplementary Table 3 (related to Figure 3): Gene set enrichment analysis (GSEA) of RNA-Seq from mouse liver tissues (MASH/HCC mouse model).** Refer to the excel table “GSEA analysis of RNA-Seq from mouse liver tissues”. The pathways are ranked according to the normalized enrichment score (NES) (*sgPrdx2* vs *sgCtrl*). 

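The NES is the enrichment score of a set divided by the mean score of permuted sets of its size, so its scale depends on how genes are weighted along the ranking. With a weight of 1 on the ranking statistic, the Reactome set of respiratory electron transport had an NES of 3.43 in the deposited counts. With a weight of 0, which uses the ranks alone, the NES was 7.60.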

FDR < 0.05 are considered as significant enriched pathways(10). RNA-Seq data were deposited in the NCBI Gene Expression Omnibus database with the accession number: GSE199320.

**Supplementary Table 4: Reagents and resources**

| Oligonucleotides used for gene expression assay |               |                               |                            |
|-------------------------------------------------|---------------|-------------------------------|----------------------------|
| Species                                         | Gene          | 5'-3' Sequence                |                            |
|                                                 |               | Forward                       | Reverse                    |
| Mouse                                           | <i>Abca1</i>  | 5'-AACAGTTTGTGGCCCTTTTG-3'    | 5'-AGTTCCAGGCTGGGGTACTT-3' |
|                                                 | <i>Gapdh</i>  | 5'-TTCACCACCATGGAGAAGGC-3'    | 5'-TAAGCAGTTGGTGGTGCAGG-3' |
|                                                 | <i>Prdx2</i>  | 5'-GGGCCACGCATAAAAGGTTC-3'    | 5'-CCATGACTGCGTGAGCAAGA-3' |
|                                                 | <i>Abcg5</i>  | Mm00446241_m1 (ThermoFischer) |                            |
|                                                 | <i>Abcg8</i>  | Mm00445980_m1 (ThermoFischer) |                            |
|                                                 | <i>Acat2</i>  | Mm00782408_s1 (ThermoFischer) |                            |
|                                                 | <i>Colla1</i> | Mm00801666_g1 (ThermoFischer) |                            |
|                                                 | <i>Gapdh</i>  | 4351309 (Applied Biosystems)  |                            |
|                                                 | <i>Scarb1</i> | Mm00450234_m1 (ThermoFischer) |                            |
|                                                 | <i>Tgfb1</i>  | Mm01178820_m1 (ThermoFischer) |                            |
|                                                 | <i>Timp1</i>  | Mm01341361_m1 (ThermoFischer) |                            |
|                                                 | <i>Prdx1</i>  | Mm01621996_s1 (ThermoFischer) |                            |
|                                                 | <i>Prdx3</i>  | Mm00545848_m1 (ThermoFischer) |                            |
|                                                 | <i>Prdx4</i>  | Mm00450261_m1 (ThermoFischer) |                            |
|                                                 | <i>Prdx5</i>  | Mm00465365_m1 (ThermoFischer) |                            |
|                                                 | <i>Prdx6</i>  | Mm07306454_mH (ThermoFischer) |                            |
|                                                 | <i>Txn1</i>   | Mm00726847_s1 (ThermoFischer) |                            |

|                                              |                                 |                                 |                  |
|----------------------------------------------|---------------------------------|---------------------------------|------------------|
| Human                                        | CAT                             | Hs00156308_m1 (ThermoFischer)   |                  |
|                                              | GPX1                            | Hs00829989_gH (ThermoFischer)   |                  |
|                                              | PRDX2                           | Hs00853603_s1 (ThermoFischer)   |                  |
|                                              | SOD1                            | Hs00533490_m1 (ThermoFischer)   |                  |
|                                              | GAPDH                           | 10555385 (Applied Biosystems)   |                  |
|                                              | 18S                             | 4319413E (Applied Biosystems)   |                  |
| Oligonucleotides for mouse Prdx2 KO          |                                 |                                 |                  |
| Target                                       | 5'-3' Sequence                  |                                 |                  |
| CTRL                                         | 5'-CACCGGTGAACCGCATCGAGCTGA-3'  | 5'-AAACTCAGCTCGATGCGGTTACC-3'   |                  |
| Prdx2-1                                      | 5'-CACCGTCCGATTTGCGCGTTGCCGG-3' | 5'-AAACCCGGCAACGCGCAAATCGGAC-3' |                  |
| Prdx2-2                                      | 5'-CACCGGCCTCCGGCAACGCGCAAAT-3' | 5'-AAACATTTGCGCGTTGCCGGAGGCC-3' |                  |
| Prdx2-3                                      | 5'-CACCGCAACGCGCAAATCGGAAAGT-3' | 5'-AAACACTTTCCGATTTGCGCGTTGC-3' |                  |
| sgRNA sequence for PRDX2 KO                  |                                 |                                 |                  |
| Target                                       | 5'-3' Sequence                  |                                 |                  |
| CTRL                                         | 5'-GGTGAACCGCATCGAGCTGA-3'      |                                 |                  |
| PRDX2-1                                      | 5'-GTGAAGCTGTCTGGACTACAA-3'     |                                 |                  |
| PRDX2-2                                      | 5'-GGCGCCATCAACCACCGCTG-3'      |                                 |                  |
| siRNA used for KD experiment                 |                                 |                                 |                  |
| Name                                         |                                 | Source                          | Reference        |
| ON-TARGETplus Non-targeting Control Pool     |                                 | Dharmacon                       | D-001810-10-20   |
| ON-TARGETplus Human PRDX2 siRNA – SMART POOL |                                 | Dharmacon                       | L-008178-01-0005 |
| ON-TARGETplus Mouse Prdx2 siRNA SMART POOL   |                                 | Dharmacon                       | L-060550-02-0020 |
| GalNac siRNAs                                |                                 |                                 |                  |
| Name                                         |                                 | Source                          | Reference        |
| Ctrl 5'-UGG UUU ACA UGU CGA CUA ATT-3'       |                                 | MicroSynth                      | Custom           |
| Prdx2 5'AAA UCA AGC UUU CGG ACU ATT-3'       |                                 | MicroSynth                      | Custom           |
| Antibody used for immunohistochemistry       |                                 |                                 |                  |
| Target                                       | Host                            | Reference                       | Dilution         |
| PRDX2                                        | Rabbit                          | 10545-2-AP ProteinTech          | 1:400            |

|                                                                  |                          |                                    |                 |
|------------------------------------------------------------------|--------------------------|------------------------------------|-----------------|
| MCM-2                                                            | Rabbit                   | Ab240933 Abcam                     | 1:500           |
| <b>Antibody used for immunoblotting</b>                          |                          |                                    |                 |
| <b>Target/clone</b>                                              | <b>Host</b>              | <b>Reference</b>                   | <b>Dilution</b> |
| Akt (pan) (C67E7)                                                | Rabbit                   | 4691 Cell Signaling                | 1:1000          |
| AMPK $\alpha$ (polyclonal)                                       | Rabbit                   | 2532 Cell signaling                | 1:1000          |
| CRISPR/Cas9 (4G10)                                               | Mouse                    | C15200216-100 Diagenode            | 1 :5000         |
| Caspase 3 (polyclonal)                                           | Rabbit                   | 9662 Cell Signaling                | 1:1000          |
| Cleaved caspase 3 (Asp175)                                       | Rabbit                   | 9661 Cell Signaling                | 1:1000          |
| Erk (1/2) (216703)                                               | Mouse                    | MAB1576 R&D systems                | 1:1000          |
| STAT3 (79D7)                                                     | Rabbit                   | 4904 Cell Signaling                | 1:2000          |
| Phospho Akt (Ser473) (193H12)                                    | Rabbit                   | 4058 Cell Signaling                | 1:1000          |
| Phospho AMPK $\alpha$ (Thr172) (40H9)                            | Rabbit                   | 2535 Cell Signaling                | 1:1000          |
| Phospho Erk1(Thr202/Tyr204)<br>/Erk2(Thr185/Tyr187) (polyclonal) | Rabbit                   | AF1018 R&D systems                 | 1:2000          |
| Phospho STAT3 (Tyr705) (D3A7)                                    | Rabbit                   | 9145 Cell Signaling                | 1:2000          |
| PRDX2 (EPR5154)                                                  | Rabbit                   | Abcam ab109367                     | 1:1000          |
| GRP78/BIP (polyclonal)                                           | Rabbit                   | Abcam ab21685                      | 1:1000          |
| $\beta$ -actin (AC-15)                                           | Mouse                    | A5441 Sigma-Aldrich                | 1:2000          |
| $\beta$ -tubulin (polyclonal)                                    | Rabbit                   | GTX101279 GeneTex                  | 1:1000          |
| rabbit IgG conjugated to HRP                                     | Goat                     | 111-035-144 Jackson-immunoresearch | 1:10 000        |
| mouse IgG conjugated to HRP                                      | Sheep                    | NA931 GE Healthcare                | 1:5000          |
| <b>Chemicals, Peptides, and Recombinant Proteins</b>             |                          |                                    |                 |
| <b>Name</b>                                                      | <b>Source</b>            | <b>Reference</b>                   |                 |
| Cultrex Basement Membrane Extract                                | R&D systems              | Cat# 3432-005-01                   |                 |
| DMSO                                                             | Sigma-Aldrich            | Cat#41640                          |                 |
| H <sub>2</sub> O <sub>2</sub>                                    | Merck                    | Cat#1.07209.0250                   |                 |
| Clarity WB ECL reagent                                           | Biorad                   | Cat#170-5061                       |                 |
| TRIzol                                                           | ThermoFischer Scientific | Cat#15596026                       |                 |
| Lipofectamine RNAi Max                                           | Invitrogen               | Cat#13778-150                      |                 |

|                                                |               |                  |
|------------------------------------------------|---------------|------------------|
| Protease inhibitor EDTA free                   | Roche         | Cat#11873580001  |
| Phosphatase inhibitor cocktail 2               | Sigma-Aldrich | Cat#P5726        |
| Phosphatase inhibitor cocktail 3               | Sigma-Aldrich | Cat#P0044        |
| Hematoxyline                                   | Bio Optica    | Cat#05-M06004    |
| Eosin                                          | Sigma         | Cat#HT110116     |
| PicroSirusRed Direct Red 80                    | Sigma-Aldrich | Cat#365548       |
| OilRed O                                       | Merck         | Cat#1.05230.0025 |
| DEN                                            | Sigma-Aldrich | Cat#N0756        |
| iScript™ RT-qPCR Sample Preparation Reagent    | Biorad        | Cat#170-5061     |
| Hoechst                                        | Invitrogen    | Cat#C10337G      |
| Crystal violet                                 | Sigma         | Cat# C0775       |
| <b>Critical Commercial Assays</b>              |               |                  |
| <b>Name</b>                                    | <b>Source</b> | <b>Reference</b> |
| Corning Costar Transwell cell culture inserts  | Corning       | Cat#CLS3464-48EA |
| CellEvent® Caspase-3/7 Green Detection Reagent | Invitrogen    | Cat#C10423       |
| TUNEL Assay kit HRP-DAB                        | Abcam         | Cat#ab206386     |
| Cell titer Glo                                 | Promega       |                  |
| OptiMEM                                        | Gibco         | Cat#31985-062    |
| Vectastain Mouse                               | Vector        | Cat#PK-6102      |
| Vectastain Rabbit                              | Vector        | Cat#PK-6101      |
| Click-iT EdU Flow Cytometry Assay Kit          | Invitrogen    | Cat#C10425       |
| Hydroxyproline Assay kit                       | Sigma Aldrich | Cat#MAK-0008     |
| FxCycle™ Far Red Stain                         | Invitrogen™   | Cat# F10348      |
| HCS LipidTOX™ Deep Red Neutral Lipid Stain     | Invitrogen™   | Cat# H34477      |
| DCFDA / H2DCFDA - Cellular ROS Assay Kit       | Abcam         | Cat# ab113851    |

## SUPPLEMENTARY REREFERENCES:

1. Crouchet E, et al. A human liver cell-based system modeling a clinical prognostic liver signature for therapeutic discovery. *Nat Commun.* 2021;12(1):5525.
2. Pietschmann T, et al. Construction and characterization of infectious intragenotypic and intergenotypic hepatitis C virus chimeras. *Proc Natl Acad Sci U S A.* 2006;103(19):7408–7413.
3. Hoshida Y. Nearest Template Prediction: A Single-Sample-Based Flexible Class Prediction with Confidence Assessment. *PLOS ONE.* 2010;5(11):e15543.
4. Reich M, et al. GenePattern 2.0. *Nat Genet.* 2006;38(5):500–501.
5. Juehling F, et al. Targeting clinical epigenetic reprogramming for chemoprevention of metabolic and viral hepatocellular carcinoma. *Gut.* 2021;70(1):157–169.
6. Aizarani N, et al. A human liver cell atlas reveals heterogeneity and epithelial progenitors. *Nature.* 2019;572(7768):199–204.
7. Ramachandran P, et al. Resolving the fibrotic niche of human liver cirrhosis at single cell level. *Nature.* 2019;575(7783):512–518.
8. Nakagawa S, et al. Molecular Liver Cancer Prevention in Cirrhosis by Organ Transcriptome Analysis and Lysophosphatidic Acid Pathway Inhibition. *Cancer Cell.* 2016;30(6):879–890.
9. Shannon P, et al. Cytoscape: A Software Environment for Integrated Models of Biomolecular Interaction Networks. *Genome Res.* 2003;13(11):2498–2504.
10. Subramanian A, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A.* 2005;102(43):15545–15550.

# Supplementary material for: Targeting peroxiredoxin 2 prevents hepatocarcinogenesis in metabolic liver disease models
**Source:** J Clin Invest. 2025 Sep 11;135(21):e169395. doi: 10.1172/JCI169395

**Figure 1G**

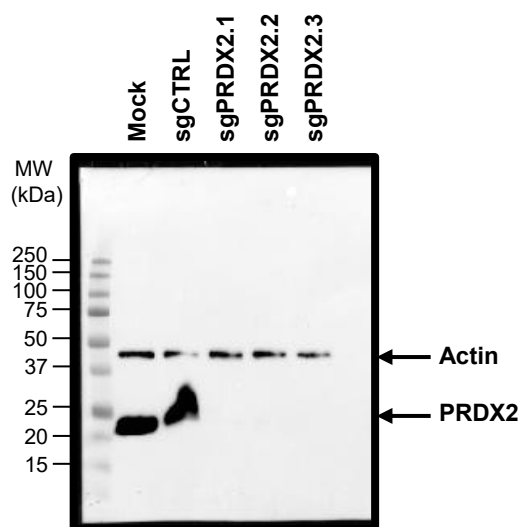

Figure 3D (1/4)

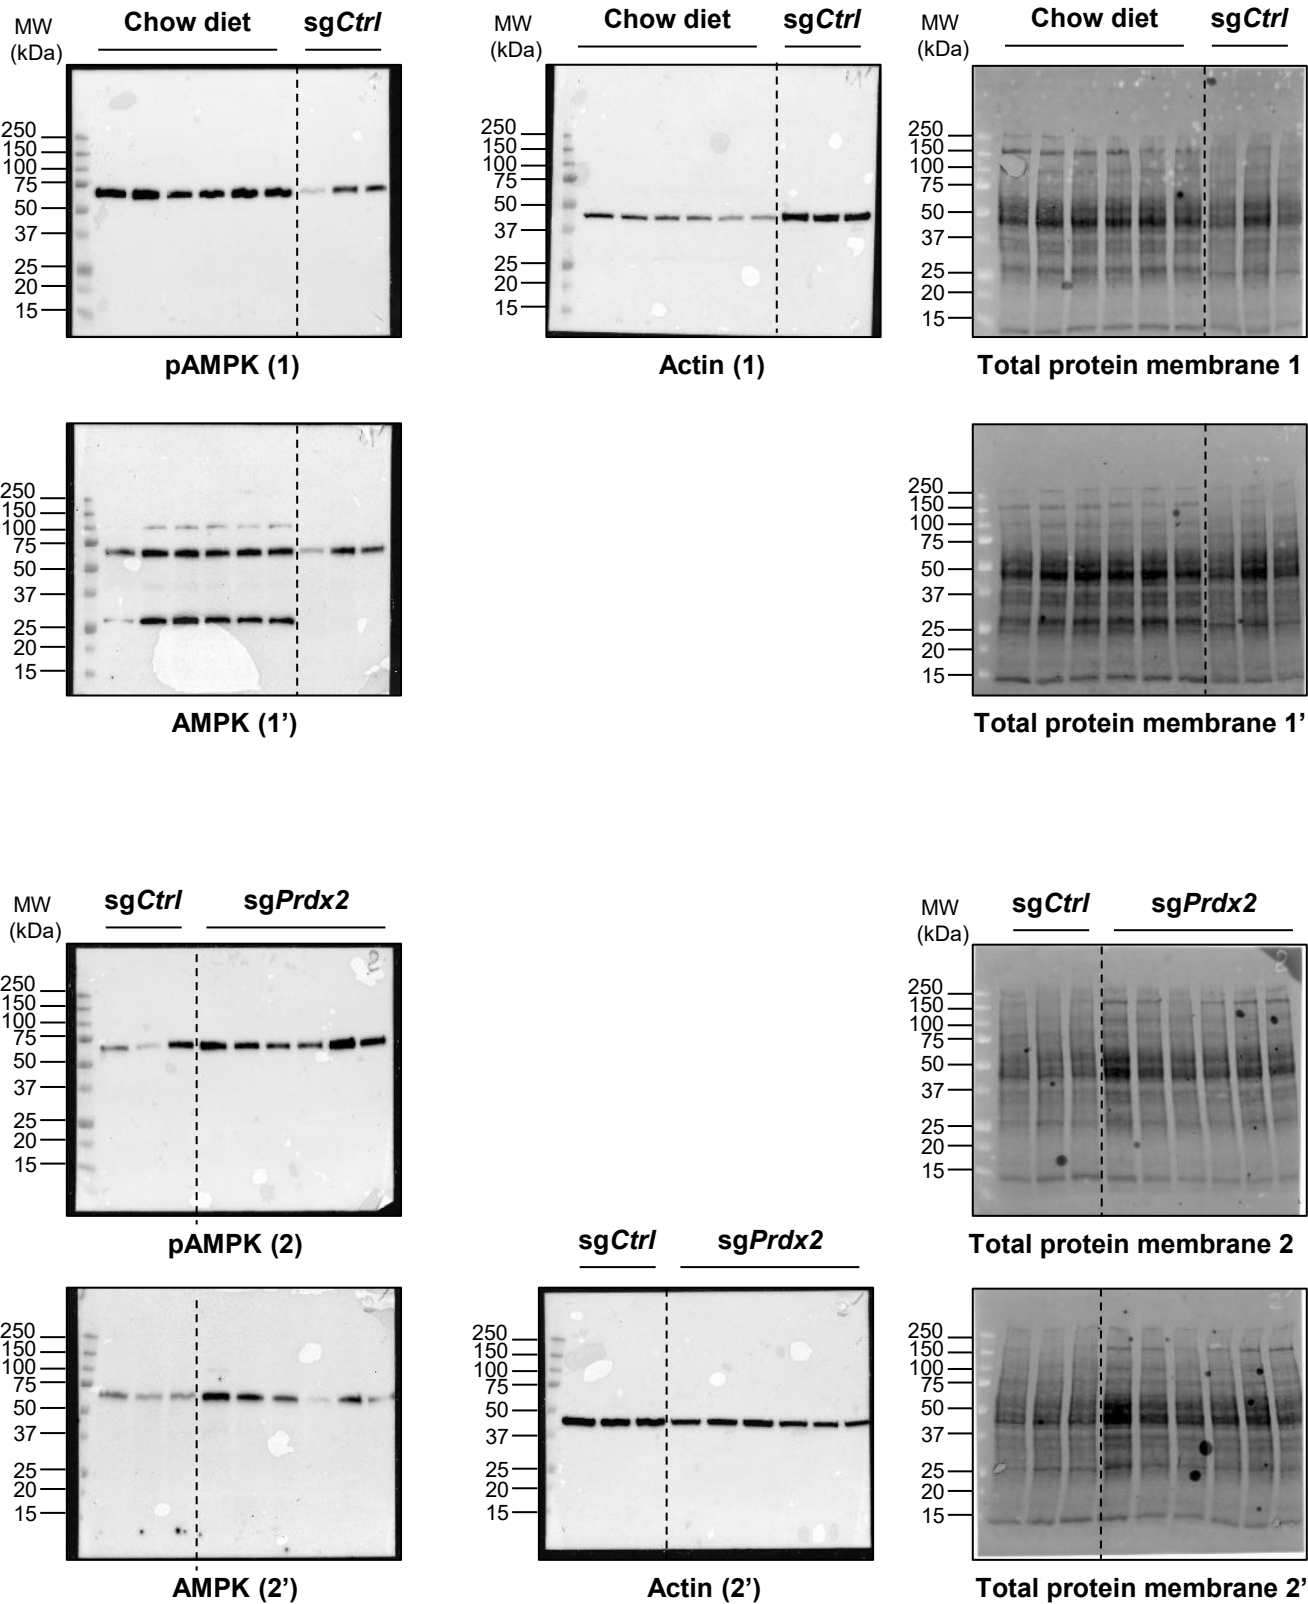

Figure 3D (2/4)

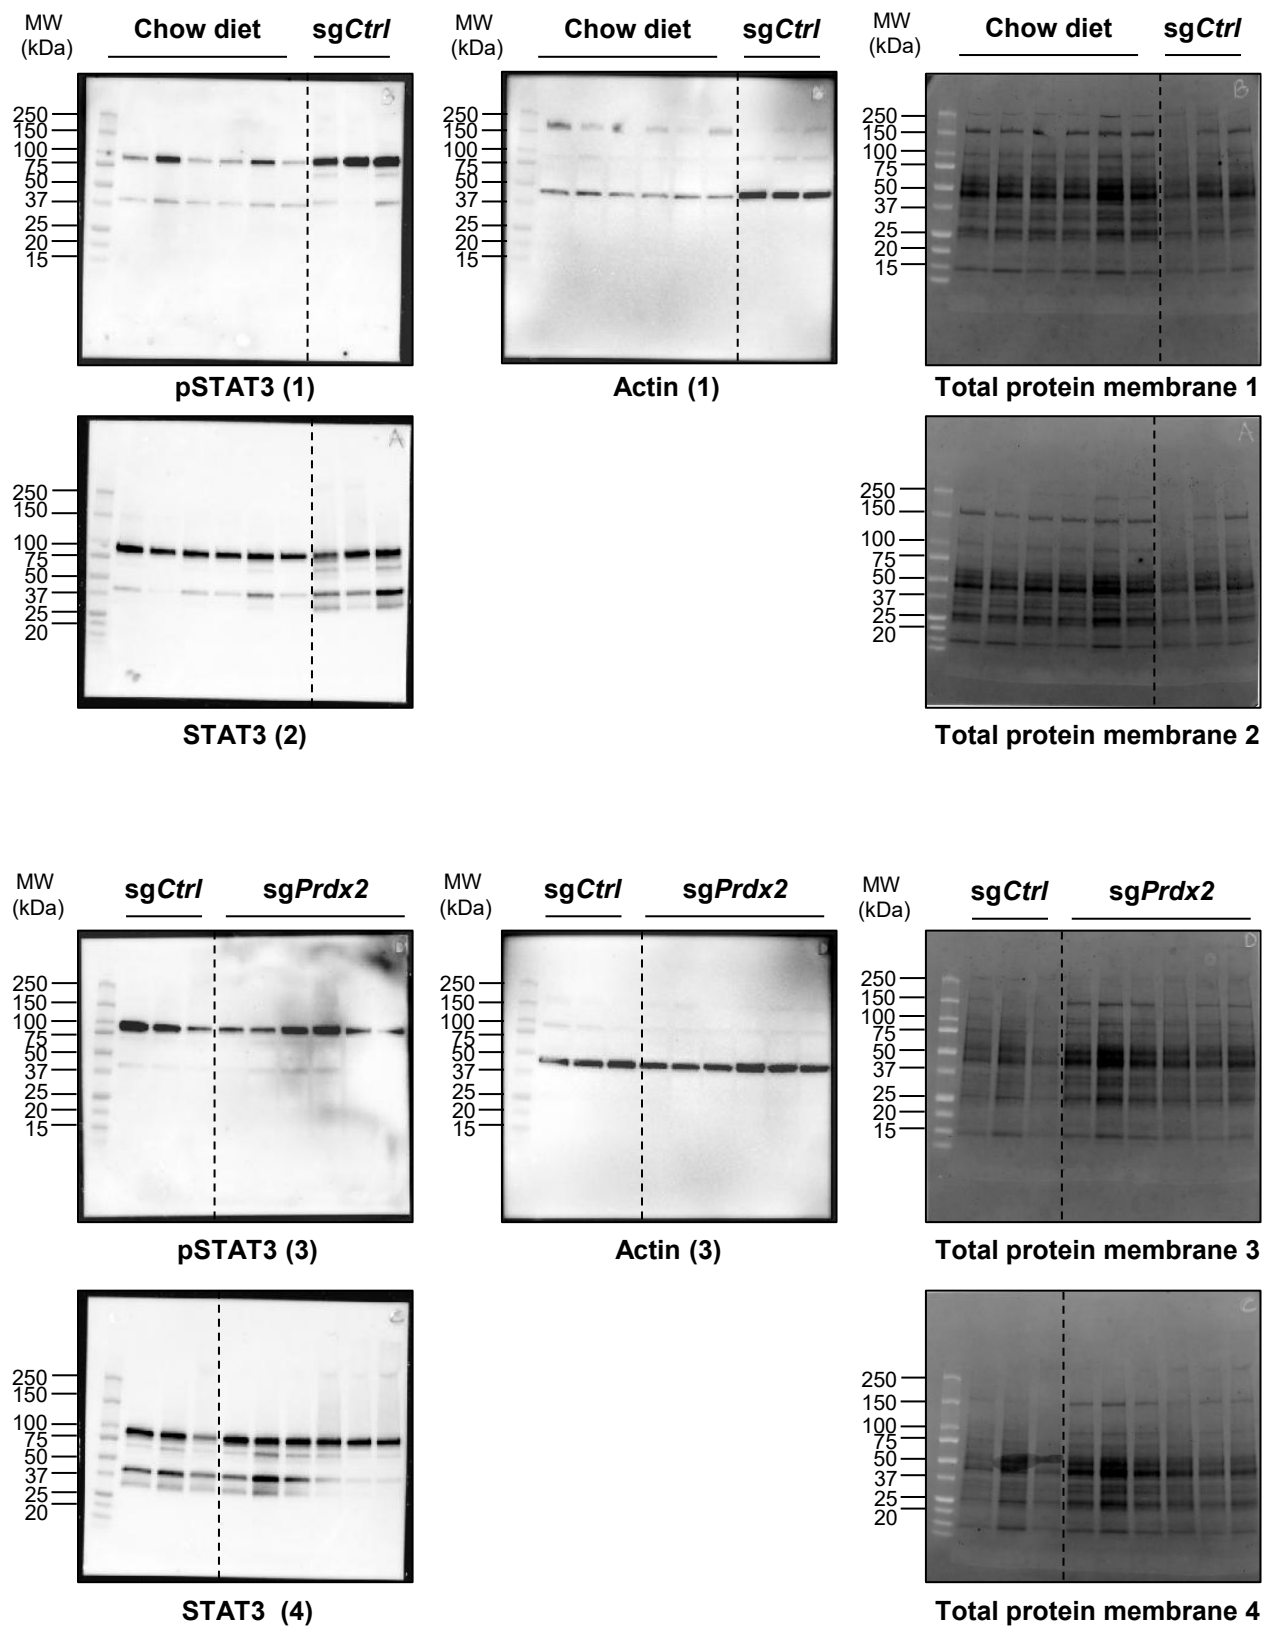

Figure 3D (3/4)

How the deposited data were processed for this re-analysis (not part of the article)

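RNA-Seq of the livers of 6 male Alb-Cre/Cas9 mice was analysed, 3 with the control guide RNA (sgCtrl, mice 5.1, 7.1 and 7.2) and 3 with the guide RNA against Prdx2 (sgPrdx2, mice 1.1, 1.3 and 3.2), all given DEN and 6 months of CDA-HFD. The group of each liver was taken from the sample labels, and the paper's n of 3 per group matches them. The authors deposited 2 tables. The first holds the counts of reads on each of 52459 genes per liver, as whole numbers without normalization, and the aligner, counting tool, genome build, annotation and strandedness behind these counts are not named in the paper's text. The second holds the authors' DESeq2 comparison of the groups, with a mean signal per gene (counts divided by size factors, averaged by the authors), log2 fold changes with standard errors by the authors, Wald scores by the authors and p-values, raw and adjusted, by the authors. Its values were recovered by a DESeq2 fit without a filter on low counts, whose log2 fold changes differed from those in the authors' deposited table by at most 1.21e-07 over 28631 genes.

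Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr at its defaults (minimum count 10), which left 17032 genes, counts were normalized by TMM, and sgPrdx2 was compared with sgCtrl livers by the quasi-likelihood test (glmQLFit, glmQLFTest) with all 6 livers and no covariate. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The biological coefficient of variation was 0.213. Standard errors of log2 fold changes are the fold change divided by the square root of F. Comparisons of a single value used two-sided exact permutation tests, whose smallest p is 0.1 with 3 livers against 3. Total counts per liver ranged from 37462102 to 56865293, so that 95% Wilson intervals for the share of counts taken by albumin were narrow (6.92% to 6.93% in sgCtrl liver 5.1), and such intervals cover counting error only.

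Gene sets were tested with fgsea 1.28.0 (pre-ranked, weight 1, genes ranked by the signed square root of F). This test permutes genes and takes them as independent. The HALLMARK, GO and Hoshida gene lists were not used here. In their place, 17 panels of well-known members were written for the pathways the paper names, and the mouse Reactome sets shipped with fgsea with 15 to 500 tested genes were used as an unbiased collection (719 of 1457 sets, with 6917 of 7111 Entrez identifiers matched to gene symbols of the count table). Results on some genes and pathways, 2 panels and a MAPK/ERK set among them, are not reported here, although they were tested and adjusted with the others. The adjustment was made within the panels, within the Reactome sets and within the 2 PLS sets. Designs, panels, alternatives and the rule for named genes were fixed before the data were examined. The rule names Prdx2, each gene the paper names as measured in these livers, the 5 largest increases and 5 largest decreases among called genes with a mean of at least 1 CPM and no overlap between groups, up to 3 members with the smallest p in each set at a claim, and called PLS genes. Other genes are named as chosen after their values were seen.

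The alternatives were RLE and upper-quartile normalization, scaling to the 6 housekeeping genes of the PLS assay, DESeq2 1.42.0, no filter or at least 10 counts in every liver, adjusted p under 0.01, a log2 fold change of at least 1, leaving out each liver in turn, leaving out mitochondrially encoded genes, ranking by log2 fold change, GSEA weight 0, and camera (limma 3.58.1) with a preset correlation of 0.01 or one estimated per set. A correction of transcript length and GC content in each library was added after seeing the data. Transcript lengths, GC content, gene order and the guide and siRNA sites come from the mouse GRCm38 annotation, which need not be the one the authors used, and only symbols shared with the count table were used. The genes checked for stretches shared with other genes were chosen after their values were seen.

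The fits were tested on simulated counts, drawn from the means and depths of the real libraries, with 200 genes changed 4-fold. The filter on low counts kept 16854 of the simulated genes. edgeR recovered 195 of the 200 (97.5%) with 12 other genes among 207 calls. DESeq2 recovered 196 with 44 other genes among 240 calls, a larger share than an adjusted p under 0.05 is set to allow. The called genes of the real livers changed less, with a median size of 0.92 in log2 fold change. In edgeR's fit of the simulation that of the changed genes was 2.02, so the recovery does not carry over to the real calls. In a simulation with a trend on transcript length alone, the oxidative phosphorylation panel had an NES of 1.84, and of -1.23 after the length correction. Measurements by qRT-PCR, Western blot and immunohistochemistry, the cancer cells and the patient cohorts were not analysed here.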

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

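Apart from the other splits of the livers, the tests in this part were chosen only after the results had been seen.

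The paper does not discuss 4 of the genes with the largest increases, each of which was above the sgCtrl level in all 3 sgPrdx2 livers. Hamp2 rose from 3.52 ± 1.08 to 24.3 ± 7.69 CPM (SD, n = 3 each), a log2 fold change of 2.78 (2.52 to 2.99 with each liver left out in turn). Inmt rose from 63.6 ± 32.1 to 369 ± 95.4 CPM, a log2 fold change of 2.54 (2.17 to 2.76). Cyp2c54 rose from 21.7 ± 16.5 to 115 ± 28.7 CPM, a log2 fold change of 2.41 (2.03 to 3.22). Enho rose from 10.3 ± 4.45 to 50.9 ± 9.93 CPM, a log2 fold change of 2.31 (2.07 to 2.70). Their adjusted p from edgeR's quasi-likelihood test ran from 0.0313 to 0.0491, and over the leave-one-out fits up to 0.151.

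These genes are among the 567 called, for which several technical explanations were tested. Thinning every library to the smallest total gave 567 genes, 533 of them shared, so library size is not a cause of the count. Only the true split, 1 of the 10 splits of the 6 livers into 3 and 3, gave as many called genes, and a share under 0.1 is not possible with 10 splits. The other splits gave 0, with 175 to 1761 genes at an unadjusted p under 0.05. The livers may have been taken at different times of the day: the mean log2 fold change of Dbp, Nr1d1 and Per3 minus that of Arntl and Npas2, clock genes of opposite phase, was 1.50 (1.23, 0.67 and 0.35 against -1.04 and -0.46), above the limit of 1 set for this test, although none of the 5 genes was called. Segments of another mouse strain could also differ between groups: the fullest window of 20 neighbouring tested genes held 7 called genes, as many as in a share of 0.0220 of 1000 shuffles. That window lies on chromosome 7 and holds Adam8, Paox, Cyp2e1, Urah, Sirt3, BC024386 and Nlrp6, named here after their values were seen, all higher but Adam8. It holds none of Hamp2, Inmt, Cyp2c54 and Enho, so the test of strain segments does not bear on these 4 increases. Because shuffling separates neighbouring genes, neighbours that change together for another reason would also fill a window. The small share therefore does not point to strain segments. Reads shared with related genes also remain for Hamp2 and Cyp2c54, with 26.8% and 25.7% of 50-base stretches shared, whereas Inmt and Enho share none. The true split gave the most called genes, but 10 splits cannot exclude a chance arrangement of the livers whatever they give. The splits therefore decide nothing on these increases. A difference in the time of sampling is left open by the 5 clock genes, whose relation to Hamp2, Inmt, Cyp2c54 and Enho was not tested. An effect of the guide RNA against Prdx2 remains as a hypothesis.

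The protein-coding genes of the mitochondrial genome were a check panel that the paper does not discuss. All 12 tested of these 13 were higher in sgPrdx2 livers (NES 2.19, p = 5.09e-06 from permutation of genes), with a median log2 fold change of 0.84, and the 12 were higher under each of the 5 other scalings and corrections tried, with medians from 0.46 to 0.86. The share of all counts was taken over all 37 mitochondrial genes, rRNA and tRNA genes included. It was 3.03% ± 0.409 in sgCtrl and 3.76% ± 0.592 in sgPrdx2 livers (SD, n = 3 each). This difference was within the spread between livers (two-sided exact permutation test, p = 0.2). Some of the protein-coding genes were counted at very low levels: mt-Co2, mt-Co3 and mt-Atp6 had means of 7.43, 6.62 and 6.64 CPM against 6784 for mt-Co1, and were chosen after their values were seen. Loss of reads to nuclear copies of the mitochondrial genome could give these low levels, with 100%, 99.9% and 99.5% of the 50-base stretches of mt-Co2, mt-Co3 and mt-Atp6 shared, against 51.1% for mt-Co1. The test written for it, over 37 mitochondrial genes, gave a Spearman's rho of 0.519 across genes, which are not independent replicates (one-sided permutation p = 1.00). It decides nothing, because tRNA genes with no shared stretch and few counts push rho up, a reading settled after it was seen. Over the 13 protein-coding genes alone, a choice made after the first result, rho was -0.449 (p = 0.0615). Among the other protein-coding genes, mt-Nd6 and mt-Atp8, with no shared stretch found, had means of 8.80 and 0.367 CPM. The mean of mt-Nd4, with 62.2% shared, was 4239 CPM. Stretches were compared with annotated transcripts only, so a nuclear copy without one was missed, and these genes decide nothing. Low levels of mt-Co2, mt-Co3 and mt-Atp6 still cannot be told apart from reads shared with nuclear copies. The increase of the panel was not tested against sampling time, and no biological explanation was tested for it.

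Ribosomal protein genes, listed in Supplemental Table 3 but not discussed in the text, had an NES of 2.00 (p = 2.41e-05 from permutation of genes), with 69 of 79 genes higher in sgPrdx2 livers, none called alone, and a median log2 fold change of 0.16. With the housekeeping scaling the median was -0.24, but 0.14 relative to all genes, against 0.17 with TMM, whereas after correction of transcript length and GC content it flipped to -0.13, with 16 of 79 genes higher. After that correction the panel still had a small p, 6.90e-05, but with an NES of -1.96. The reversal was not foreseen when the test was written, and how it is read was settled after it was seen. Across 16709 genes the log2 fold change followed transcript length with a Spearman's rho of -0.338, and 0.04 after correction. The increase of these short transcripts cannot be told apart from a bias of length between libraries.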

How the results depend on the processing

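The correction of transcript length and GC content was chosen after seeing the data. No paired analysis was possible because the sgPrdx2 and sgCtrl mice share no replicate number. Where no value shows it, the cause was not tested.

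The 567 differentially expressed genes became 568 with RLE, 566 with upper-quartile normalization, 614 with at least 10 counts in every liver and 561 without mitochondrially encoded genes, of which 555, 557, 555 and 560 were shared. DESeq2 called 2062 (1181 higher, 881 lower; 566 shared), and no filter 1128 (565 shared). The housekeeping scaling called 989 (332 shared), of which 7.08% were higher against 53.8%, and it moved the median of all genes to -0.38. With length and GC content corrected there were 1143 (488 shared). A log2 fold change of at least 1 left 226, and an adjusted p under 0.01 left 0, beside 4241 genes with an unadjusted p under 0.05. The fits that each left out one liver gave from 0 to 619 genes: 0 without sgCtrl 5.1 or 7.2 or sgPrdx2 1.1 or 1.3 (3114, 3119, 3328 and 3993 genes at an unadjusted p under 0.05), 394 without sgCtrl 7.1 (257 shared) and 619 without sgPrdx2 3.2 (428 shared). The overlap with the authors' deposited comparison was 562 genes, 2001 with DESeq2 and 1093 without a filter.

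Prdx2 stayed past no threshold (adjusted p from 0.0985 to 0.990 over its alternatives), and it stayed near no change relative to the median of all genes: -0.38 with the housekeeping scaling, the median of all genes there, -0.0046 with upper quartile, -0.0050 without a filter, -0.13 with length and GC content corrected, and from -0.17 to 0.13 with each liver left out. With DESeq2, 4 more antioxidant genes were called: Sod1 at 0.66, Sod2 at 0.40, Gpx1 at 1.09 and Cat at 0.49. Gpx1 was also called without a filter, at 1.06. Gpx6 ranged from 2.49 to 2.72 with each liver left out and lost its call in the 4 fits without any called gene. All 5 kept their direction under every alternative tried.

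Of the 17 panels, from 14 to 16 passed under each alternative but camera with estimated correlation, where 1 did, EMT and matrix. Its adjusted p were 0.145 for bile acid metabolism, IL-6/STAT3, inflammatory response and macrophages, 0.150 for the TCA cycle and progenitor markers, 0.153 for fatty acid metabolism, 0.184 for leukocytes and TNF, 0.195 for oxidative phosphorylation, 0.271 for interferon, 0.381 for the cell cycle and 0.0759 for hepatocyte differentiation, the highest over the alternatives of each except the TCA cycle, whose highest was 0.404. Ranked by log2 fold change, progenitor markers (NES -1.35) did not pass, nor did the TCA cycle with the housekeeping scaling (1.1), although its median relative to all genes was 0.30 there and 0.31 with TMM. PI3K/AKT/mTOR signaling, past no threshold, changed sign with length and GC content corrected (1.19) and over the leave-one-out fits (-1.07 to 0.72).

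The PLS sets kept their direction. Both passed with camera at a correlation of 0.01. The good-prognosis genes did not pass with the housekeeping scaling (NES 1.24), with camera and estimated correlation (adjusted p = 0.111, against 0.210 with the housekeeping scaling, the highest) or without sgCtrl 7.1 (NES from 1.48 to 1.81 over the leave-one-out fits). The poor-prognosis genes did not pass with the housekeeping scaling (-1.51), with length and GC content corrected (-1.45) or with camera and estimated correlation (0.114, the highest over the alternatives). Relative to all genes, the housekeeping scaling took their medians from 0.37 to 0.36 and from -0.46 to -0.45.

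The 280 Reactome sets became 170 with length and GC content corrected, 180 when ranked by log2 fold change, 0 with camera and estimated correlation, and 186 to 320 with each liver left out. The highest count over the other alternatives was 366. Signs changed with the housekeeping scaling, whose shift of all genes to -0.38 changes signs by itself, for DNA replication (NES -1.12), fatty acid, triacylglycerol, and ketone body metabolism (-0.72), detoxification of reactive oxygen species (-0.82), DNA repair (-1.10) and complement (-0.97). DNA replication was also reversed with length and GC content corrected (-0.68) and ranged from -1.19 to 1.46 over the leave-one-out fits. DNA repair was -0.57 with upper quartile, -0.62 ranked by log2 fold change, and -0.95 to 0.99 over the leave-one-out fits.

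Genes near no change reversed, although those under the housekeeping scaling stayed above the median of all genes there (-0.38): Abca1 (0.21 with length and GC content corrected, -0.15 to 0.16 with each liver left out), Ccl5 (-0.26 with the housekeeping scaling, -0.21 corrected, -0.10 to 0.25), Prdx1 (-0.35 with the housekeeping scaling, -0.078 to 0.12), Prdx3 (-0.11 to 0.019), Stat3 (0.10 corrected, -0.21 to 0.16) and Txn1 (-0.26 with the housekeeping scaling, -0.090 corrected, -0.073 to 0.28). Over 1091 fits of single named genes, 174 lost and 66 gained a call, and over 577 fits of Reactome sets and their count, 55 did and 11 did. Without a filter the innate immune system set had too many genes to be tested. The depth limits single genes little, with 3 counts at 0.0554 to 0.0921 CPM, but Fshb, Serpinb2 and Ppp1r1a of the PLS were too low to test.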

Differences from the paper's values

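Supplemental Table 3 gives NES that were compared with those of the same Reactome sets. Own errors are jackknife standard errors over the fits that each left out one liver. For respiratory electron transport with ATP synthesis, the paper's NES is 7.8904 and the value from the deposited counts was 3.49. With GSEA weight 0 it was 8.04, within the error, and the other alternatives set before the data were examined did not close the gap. The same alternative alone closed the gap for respiratory electron transport (the paper's 7.3289 against 3.43, and 7.60 with weight 0), the TCA cycle (the paper's 3.267 against 2.11, and 3.06), cholesterol biosynthesis (the paper's 3.7917 against 2.51, and 3.85), bile acid and bile salt metabolism (the paper's 3.091 against 2.37, and 3.31), peroxisomal lipid metabolism (the paper's 2.3296 against 1.63, and 2.35) and complement cascade (the paper's 2.2272 against 1.70, and 2.34). For biological oxidations the reverse held: the value was 2.68 against the paper's 2.2446, within the error (0.444), and 4.37 with weight 0, outside it.

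For mitochondrial fatty acid beta-oxidation the paper's NES is 3.3196 against 2.08, and for fatty acid, triacylglycerol, and ketone body metabolism it is 2.7587 against 1.67. None of the alternatives set before the data were examined closed these gaps, the nearest reaching 3.15 and 2.19. For DNA repair the paper's NES is 2.3477 against 0.64. Its error is wide (1.47), and the difference was within it with weight 0 (1.18), without sgCtrl liver 7.2 (0.99) and without sgPrdx2 liver 1.1 (0.88), and not under the other alternatives set before the data were examined.

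The paper lists PI3K/AKT signaling among the suppressed pathways, as suppressed to a lesser extent. The panel for it had an NES of -0.88 (adjusted p = 0.640), and its adjusted p ran from 0.222 to 0.902 over the alternatives, although the Reactome set PIP3 activates AKT signaling passed (NES -1.70, adjusted p = 0.00657, and 3.75e-04 to 0.855 over the alternatives).

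The paper lists the cell cycle among the suppressed pathways. The panel for it passed, as did the Reactome set of the cell cycle (NES -1.45, adjusted p = 0.00153, and 3.01e-11 to 0.861 over the alternatives), whereas the Reactome set closest to E2F targets did not. The Reactome set of the cell cycle did not pass with length and GC content corrected, without sgCtrl liver 7.1 or 7.2, or with camera at either correlation. E2F-mediated regulation of DNA replication had an NES of -1.45 (adjusted p = 0.118, and 0.0133 to 0.825 over the alternatives) and passed without a filter (0.0193) and without sgCtrl liver 5.1 (0.0133).

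Supplemental Table 3 lists Reactome DNA repair as enriched. In the deposited counts it was not (adjusted p = 1), under any alternative run (0.278 to 1).

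The legend of Supplemental Figure 18A puts the FDR of Sod1, Sod2, Gpx1, Gpx6 and Cat below a threshold lower than the values here, which were 0.119, 0.121, 0.0675, 0.0186 and 0.122 over all genes with edgeR's quasi-likelihood test. DESeq2 gave 0.0317, 0.0309, 0.00141, 2.93e-27 and 0.0131, and the authors' deposited table gives 0.0283, 0.0422, 0.00110, 6.71e-26 and 0.0181, so that with either only Gpx1 and Gpx6 are below the legend's threshold. Of the antioxidant enzymes, Gpx1 had 0.0222 without a filter (over its alternatives 0.00141 to 0.200). Adjusted over the 5 genes alone, the values were 0.0162, 0.0162, 0.00995, 5.46e-06 and 0.0162, which leaves out of account that the 5 were taken from these same libraries.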

Other observations

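Apart from the other splits of the livers, the tests in this part were chosen only after the patterns had been seen.

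Other splits of the 6 livers into 3 and 3 were used as a test of each result across many genes. Of the 10 splits, 1, the true one, gave as many called genes (567) and 1 as many panels past the threshold (16, with 3 to 14 in the others), whereas 3 gave as many Reactome sets (280 in the true split). For the PLS, 4 of the 10 splits gave an NES as large in size for the poor-prognosis genes and 1 for the good-prognosis genes. With 10 splits no share can be under 0.1, so the design alone keeps these tests from excluding a chance arrangement of the livers, even where the true split came first.

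Rnaseh2a, which lies next to Prdx2 and overlaps it by 181 bp on the other strand, rose from 25.8 ± 1.96 to 74.6 ± 12.4 CPM (SD, n = 3 each), a log2 fold change of 1.53 (standard error 0.15, adjusted p = 0.0313 from edgeR's quasi-likelihood test, 1.40 to 1.62 with each liver left out), in all 3 sgPrdx2 livers. It was chosen after its values were seen, and 16.2% of its 50-base stretches are shared, Prdx2 among the genes. A change spread over the locus targeted by Cas9 was tested: the 20 tested genes nearest to Prdx2, Rnaseh2a left out, had a median change in size of 0.29, and 47.9% of windows elsewhere had a median at least as large, which goes against a shift in size. In direction, 16 of the 20 were higher in sgPrdx2 livers, and 5.17% of windows elsewhere had at least as many genes changed in one direction. This was tested after it was noticed and lies close to the limit of 5%, so a small shift in direction is not excluded. Among the 20, Klf1 (1.61) and Gcdh (1.00), chosen after their values were seen, were also called. With Rnaseh2a the window holds 3 called genes of 21, as many as 4.30% of 16105 windows elsewhere, but the 3 genes were chosen for this pattern, so this comparison decides nothing. A local effect on Rnaseh2a alone could not be tested with these data.

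Prdx2 RNA did not fall in sgPrdx2 livers. Reads from red blood cells are a candidate explanation. Over the 6 livers Prdx2 followed the mean of 5 red blood cell markers with a Spearman's rho of 0.771 (exact permutation p = 0.103) and a Pearson's r of 0.822 (exact permutation p = 0.0444), adjusted to 0.103 and 0.0889 over the 2 relations, and r was 0.805 over the 4 livers left without the 2 farthest ones. The outcome falls between those foreseen, and how it is read was settled after it was seen. The 5 markers were not higher in sgPrdx2 livers, however, with a median log2 fold change of -0.25 and 4 of 5 lower (NES -0.86, p = 0.622 from permutation of genes), and their median was negative under each of the 5 other scalings and corrections tried, which goes against reads from red blood cells hiding a fall. Reads shared with other genes could also hide a fall, with 24.0% of 50-base stretches in Prdx2 shared. This cannot be excluded, nor can an RNA that carries insertions and deletions and is not degraded.

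Oxidative phosphorylation genes were higher in sgPrdx2 livers, 80 of 80 under TMM, 72 under the housekeeping scaling and 77 after correction of transcript length and GC content. A bias of length and GC content between libraries was tested as a cause: after correction the panel had an NES of 3.29 and an adjusted p of 2.03e-26 (over its alternatives 1.11e-52 to 0.195), while the median log2 fold change went from 0.62 to 0.35. Such a bias does not explain the increase fully. Leaving out the 20 genes with most counts before normalization hardly moved the panel (NES of 3.47 against 3.54, adjusted p = 1.21e-34), so that test shows little. These genes took more of the counts in sgPrdx2 livers (27.5% against 20.7%), which would lower the other genes there, not raise them. A link of these genes to the time of sampling was not tested, and a link to Prdx2 is a hypothesis. Whether the share of hepatocytes differed between groups was not tested either.

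Liver 3.2 lay apart from the other sgPrdx2 livers on the first principal component (61.0 against 19.7 and 10.9). Its log2 ratio to them followed transcript length across 16709 genes with a Spearman's rho of -0.503 (genes are not independent replicates). This is consistent with a bias of transcript length in that library, and no biological explanation was tested.

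Inflammatory response genes were lower in sgPrdx2 livers. Fewer macrophages could give this: the 18 inflammatory genes that are not macrophage markers had a mean log2 fold change of -0.39, against -0.55 for the 28 macrophage markers, and did not fall by more (one-sided permutation test over genes, p = 0.950). Lower expression per cell and fewer macrophages cannot be told apart.

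The RNA of some genes that the paper measured by other methods in these mice was as follows, with adjusted p from edgeR's quasi-likelihood test. Cd44 had a log2 fold change of -0.90 (adjusted p = 0.0328) and Tgfb1 of -0.61 (0.0466). The changes of Acta2 (-1.49, 0.0584), Col1a1 (-0.50, 0.156), Timp1 (-0.27, 0.493) and Mcm2 (-0.58, 0.0933) were not past the threshold. Neither were those of Ccl2 (-0.75, 0.0596), Cd14 (-0.65, 0.129), Cx3cl1 (-0.66, 0.0702), Fgf21 (-1.32, 0.161), Igfbp1 (-0.90, 0.442) and Ccl5 (0.13, 0.759). Stat3 was -0.07 (0.866). With each liver left out, Igfbp1 ranged from -2.00 to -0.19, Fgf21 from -1.62 to -0.91 and Timp1 from -0.59 to -0.11. The authors' deposited table gives adjusted p of 4.29e-04 for Acta2, 0.0394 for Mcm2, 0.00580 for Ccl2 and 0.0125 for Cx3cl1, which also passed with DESeq2 (over their alternatives 7.31e-04 to 0.249). Col1a1, Cd14 and Timp1 passed under some of their alternatives (0.0274 to 0.804). Prdx4 (0.62, 0.0931), Prdx5 (0.45, 0.158) and Prdx6 (0.51, 0.0848) were higher in all 3 sgPrdx2 livers than in any sgCtrl liver without passing, whereas the authors' deposited table gives them adjusted p of 0.0185, 0.0785 and 0.00681. With DESeq2, Prdx4 and Prdx6 passed, at 0.0196 and 0.00523 (0.0196 to 0.246 and 0.00523 to 0.571 over the alternatives). Prdx1 (0.03, 0.911), Prdx3 (-0.06, 0.814) and Txn1 (0.15, 0.669) did not pass. For the lipid transporters, Abcg5 had 0.75 (0.0612), Abcg8 0.71 (0.0624), Scarb1 0.44 (0.124) and Abca1 -0.04 (0.923). The authors' table gives the first 3 adjusted p of 0.00309, 0.00291 and 0.0372, and these passed with DESeq2 (over their alternatives 0.00257 to 0.759). Of the 30 genes the paper names as measured in these livers, 3 were called over all genes and 20 when adjusted over these 30 alone. Among the 30 are the antioxidant genes that the paper presents as increased from these same libraries.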
